# A molecular complex of Ca_v_1.2/CaMKK2/CaMK1a in caveolae is responsible for vascular remodeling via excitation–transcription coupling

**DOI:** 10.1073/pnas.2117435119

**Published:** 2022-04-11

**Authors:** Yoshiaki Suzuki, Takumi Ozawa, Tomo Kurata, Nanami Nakajima, Gerald W. Zamponi, Wayne R. Giles, Yuji Imaizumi, Hisao Yamamura

**Keywords:** excitation–transcription coupling, vascular smooth muscle cell, voltage-dependent Ca^2+^ channel, caveolin-1, vascular remodeling

## Abstract

Elevation of intracellular Ca^2+^ concentration ([Ca^2+^]_i_) activates Ca^2+^/calmodulin-dependent kinases (CaMK) and promotes gene transcription. This signaling pathway is referred to as excitation–transcription (E-T) coupling. Although vascular myocytes can exhibit E-T coupling, the molecular mechanisms and physiological/pathological roles are unknown. Multiscale analysis spanning from single molecules to whole organisms has revealed essential steps in mouse vascular myocyte E-T coupling. Upon a depolarizing stimulus, Ca^2+^ influx through Ca_v_1.2 voltage-dependent Ca^2+^ channels activates CaMKK2 and CaMK1a, resulting in intranuclear CREB phosphorylation. Within caveolae, the formation of a molecular complex of Ca_v_1.2/CaMKK2/CaMK1a is promoted in vascular myocytes. Live imaging using a genetically encoded Ca^2+^ indicator revealed direct activation of CaMKK2 by Ca^2+^ influx through Ca_v_1.2 localized to caveolae. CaMK1a is phosphorylated by CaMKK2 at caveolae and translocated to the nucleus upon membrane depolarization. In addition, sustained depolarization of a mesenteric artery preparation induced genes related to chemotaxis, leukocyte adhesion, and inflammation, and these changes were reversed by inhibitors of Ca_v_1.2, CaMKK2, and CaMK, or disruption of caveolae. In the context of pathophysiology, when the mesenteric artery was loaded by high pressure in vivo, we observed CREB phosphorylation in myocytes, macrophage accumulation at adventitia, and an increase in thickness and cross-sectional area of the tunica media. These changes were reduced in caveolin1-knockout mice or in mice treated with the CaMKK2 inhibitor STO609. In summary, E-T coupling depends on Ca_v_1.2/CaMKK2/CaMK1a localized to caveolae, and this complex converts [Ca^2+^]_i_ changes into gene transcription. This ultimately leads to macrophage accumulation and media remodeling for adaptation to increased circumferential stretch.

## Significance

Excitation–transcription (E-T) coupling can initiate and modulate essential physiological or pathological responses in cells, such as neurons and cardiac myocytes. Although vascular myocytes also exhibit E-T coupling in response to membrane depolarization, the underlying molecular mechanisms are unknown. Our study reveals that E-T coupling in vascular myocytes converts intracellular Ca^2+^ signals into selective gene transcription related to chemotaxis, leukocyte adhesion, and inflammation. Our discovery identifies a mechanism for vascular remodeling as an adaptation to increased circumferential stretch.

Changes in intracellular Ca^2+^ concentration ([Ca^2+^]_i_) are involved in a large number of biological responses, such as neurotransmission, muscle contraction, and hormone secretion (1, 2). In cardiac myocytes, opening of voltage-dependent Ca^2+^ channels (VDCCs) in response to membrane depolarization causes Ca^2+^-induced Ca^2+^ release (CICR) mediated by nearby ryanodine receptors (RyRs) (3). CICR increases global [Ca^2+^]_i_ and this initiates muscle contraction: that is, excitation–contraction (E-C) coupling. In contrast, local Ca^2+^ release from the RyRs (Ca^2+^ sparks) in vascular smooth muscle cells activates nearby large conductance Ca^2+^-activated K^+^ (BK) channels in the absence of global [Ca^2+^]_i_ increases, and this generates spontaneous transient outward currents. Spontaneous transient outward currents lead to membrane hyperpolarization, as well as a decrease in VDCC activity and vascular tone (4). This essential transduction between electrical and [Ca^2+^]_i_ signals has been shown to occur in spatially localized intracellular domains by scaffold proteins, such as caveolin (5).

An increase in [Ca^2+^]_i_ turns on Ca^2+^-dependent enzymes, resulting in activation of transcription factors and subsequent changes in gene-transcription patterns (6, 7). This scheme is often referred to as excitation–transcription (E-T) coupling. E-T coupling is one of the molecular mechanisms of synaptic plasticity or late-phase long-term potentiation in neurons (6) and is also important for myocardial remodeling (8). In smooth muscle cells, E-T coupling mechanisms directly associated with Ca^2+^ influx through VDCCs have been reported to play important roles in physiological or pathophysiological functions. The calcineurin/NFATc3 pathway can modulate the expression of several genes, including those for specific K^+^ channel subunits, such as Kv2.1, as well as the β1 subunit of BK channels, which results in angiotensin II- (9) or high glucose- (10) induced hypertension. The Rho/ROCK pathway has been reported to induce myocardin/SRF-dependent transcription of smooth muscle marker genes, such as *Myh11* and *Acta2*, and contributes to smooth muscle differentiation (11, 12). On the other hand, the Ca^2+^/calmodulin-dependent kinase (CaMK)/cyclic AMP-responsive element binding protein (CREB) pathway is activated by sustained depolarization in vascular smooth muscle (13, 14), but the detailed molecular mechanisms and physiological or pathophysiological roles are unclear.

Vascular remodeling is initiated and maintained as a compensation mechanism for various stress conditions in blood vessels. For example, it is known that the vessel diameter and the thickness of the vessel wall are changed by alteration of blood flow or transmural pressure following surgical arterial ligation (15, 16). Importantly numerous studies have revealed that macrophage accumulation and resulting inflammation play an important role in progress of vascular remodeling (16–18). However, it is unclear how macrophages are attracted to the blood vessels exposed to stress consisting of maintained pressure changes.

Previously we reported that caveolin-1 (cav1), an essential component of caveolae in smooth muscle, can support effective conversion between electrical and [Ca^2+^]_i_ signals (5, 19). We showed that this occurs due to spatially localized molecular complexes of VDCCs, RyRs, and BK channels in caveolae, thus forming a Ca^2+^ microdomain that can tune vascular tone (5, 19). In the present study, we significantly extend these findings by revealing that the cav1 forms a molecular complex consisting of Ca_v_1.2/CaMKK2/CaMK1a and induces CREB phosphorylation in vascular myocytes. We also reveal that a sustained depolarization stimulus induces gene transcription related to chemotaxis and inflammation in mesenteric artery. Finally, our data from a mesenteric artery ligation model shows that cav1 and CaMKK2 are important for: 1) CREB phosphorylation in vascular myocytes, 2) macrophage accumulation in adventitia, and 3) vascular remodeling. In summary, E-T coupling in vascular myocytes can modulate macrophage migration and subsequent inflammation, thus altering the vascular structure.

## Results

### Ca_v_1.2/CaMKK2/CaMK1a Pathway Is Responsible for E-T Coupling in Vascular Myocytes.

Mouse mesenteric arterial bed preparations (20) were depolarized by perfusion with 60 mM K^+^ solution for 30 min (Fig. 1*A*). This sustained depolarization caused CREB phosphorylation in nuclei in these vascular myocytes, which could be blocked by the L-type VDCC inhibitor, nicardipine (Nic, 1 μM). The RyR inhibitor ryanodine (Rya, 10 μM) did not block CREB phosphorylation in the vascular myocytes. Instead, Rya caused CREB phosphorylation in the absence of K^+^-induced depolarization due to an inhibition of BK channels that induces membrane depolarization (13). These results show that depolarizing stimuli can cause Ca^2+^ influx, probably through the dominant VDCC isoform in vascular myocytes, Ca_v_1.2, as well CREB phosphorylation in these myocytes.

**Fig. 1.**
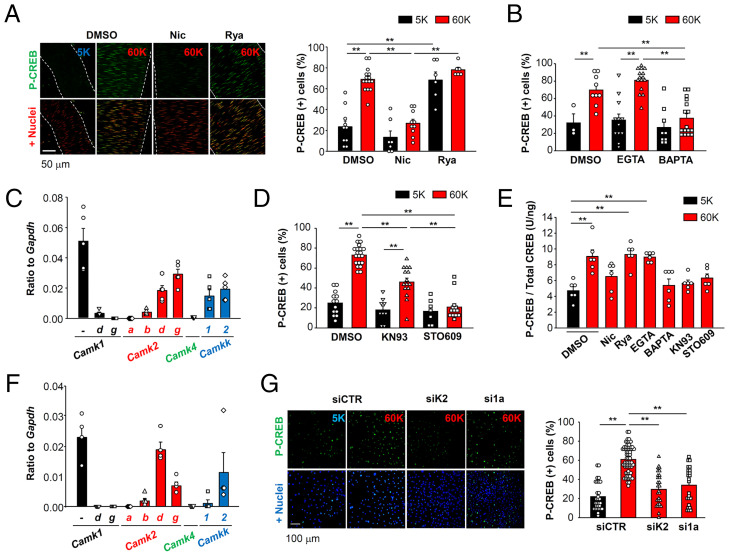
Ca^2+^ influx through Ca_v_1.2 channels can cause CREB phosphorylation by activating CaMKK2 and CaMK1a in vascular myocytes. (*A*) Mesenteric artery myocytes were depolarized for 30 min by applying a 60 mM K^+^ solution (60K) containing DMSO, 1 μM Nic, or 10 μM Rya. The arteries stained with P-CREB antibody (green) and TO-PRO3 (red) were analyzed using a confocal microscope (*Left*). In the present study, second- and third-order mesenteric arteries were utilized unless otherwise stated. Smooth muscle nuclei colocalized with P-CREB signals were detected and quantified, and the ratio of P-CREB (+) nuclei to total nuclei was calculated (*Right*). Data were obtained from 6 to 15 arteries per group. (*B*) Mesenteric artery was pretreated with EGTA-AM or BAPTA-AM (30 μM) for 45 min, and stimulated using 60 mM K^+^ solution. Data were obtained from 3 to 16 arteries per group. (*C*) mRNA levels of CaMK family genes in mesenteric artery. Data were obtained from five mice. (*D*) Mesenteric arteries were stimulated with 60 mM K^+^ solution either with or without CaMK inhibitors (30 μM KN93 or 10 μM STO609). Data were obtained from 7 to 20 arteries per group. (*E*) The amount of P-CREB in mesenteric arteries was quantified using ELISA. The concentration of both P-CREB and total CREB in each arterial lysate were calculated and P-CREB/total CREB ratio was compared. Data were obtained from six mice per group. (*F*) mRNA levels of CaMK family genes in primary vascular myocytes are shown. Data were obtained from four independent unpassaged cultures. (*G*) Primary vascular myocytes were treated with siRNA, which targeted CaMKK2 (siK2) or CaMK1a (si1a). The vascular myocytes were preincubated with 5 mM K^+^ HEPES-buffered solution for 30 min, stimulated with 60 mM K^+^ solution for 30 min and stained with P-CREB antibody (green) and Hoechst (blue) (*Left*). The P-CREB (+) nuclei ratio per section (635 μm × 635 μm) is compared (*Right*). Data were obtained from 24 to 67 sections per group. Statistical analysis was performed using one-way (*E* and *G*) or two-way (*A*, *B*, and *D*) ANOVA followed by Dunnett or Tukey tests (**P < 0.01).

Our next experiments examined whether local Ca^2+^ signaling, within Ca^2+^ microdomains, is sufficient to result in intranuclear CREB phosphorylation in vascular myocytes. Two types of Ca^2+^ chelators, EGTA and BAPTA (5, 21), were used. The fast Ca^2+^ chelator BAPTA can effectively prevent Ca^2+^ signal transmission from VDCC to its effectors within the same Ca^2+^ microdomains, while the much slower Ca^2+^ chelator EGTA cannot (7, 21). Preincubation of the mesenteric arterial bed preparations with 30 μM BAPTA-AM strongly inhibited CREB phosphorylation, but 30 μM EGTA-AM failed to show this effect (Fig. 1*B*). Thus, changes in [Ca^2+^]_i_ due to VDCC-mediated Ca^2+^ influx directly can activate Ca^2+^-sensitive molecules within presumed Ca^2+^ microdomains and this results in intranuclear CREB phosphorylation in these vascular myocytes.

Molecular mechanisms that connect local [Ca^2+^]_i_ signals and intranuclear CREB phosphorylation significantly differ depending on the target tissues being studied (8, 22). It is known that the CaMK family is responsible for CREB phosphorylation (23). qPCR analysis showed mRNA expression of CaMK1a (*Camk1*), CaMK2δ (*Camk2d*), CaMK2γ (*Camk2g*), CaMKK1 (*Camkk1*), and CaMKK2 (*Camkk2*) in mouse mesenteric artery samples (Fig. 1*C*). Within this CaMK family, CaMK2γ_A_ and CaMK2δ_B_ isoforms contain a classic nuclear localizing signal (NLS) (24). In excitatory neurons, CaMK2γ_A_ and CaMK4 are responsible for CREB phosphorylation (22). On the other hand, CaMK1γ is known to be able to shuttle CaM to the nucleus and to activate CaMK4 in parvalbumin-positive interneurons (25). In smooth muscle tissues, however, CaMK2γ_B_ and CaMK2γ_C_ but not CaMK2γ_A_ are dominant among the identified CaMK2γ splice variants (*SI Appendix*, Fig. S1*A*), as previously reported (26). CaMK1γ (*Camk1g*) mRNA level was also negligible in mesenteric arteries. In addition, neither CaMK4 (Fig. 1*C*) nor CaMK2δ_B_ mRNA (*SI Appendix*, Fig. S1*B*) could be detected in either mesenteric artery or primary vascular myocytes. Thus, vascular myocytes must utilize different intracellular signaling pathways to transmit Ca^2+^ signals to nuclei.

The nonspecific CaMK inhibitor, KN93 (30 μM), inhibited CREB phosphorylation in vascular myocytes (Fig. 1*D*). CaMKK is an upstream kinase in CaMK1 and CaMK4 signaling pathways (23, 27). Importantly, the CaMKK inhibitor, STO609 (10 μM) (28), completely inhibited CREB phosphorylation in these vascular myocytes (Fig. 1*D*). [Ca^2+^]_i_ imaging showed that neither KN93 nor STO609 had any effects on VDCC-mediated [Ca^2+^]_i_ elevations (*SI Appendix*, Fig. S2). For a more quantitative analysis of effects of the drugs on CREB phosphorylation, an ELISA was utilized using arterial lysates (Fig. 1*E*). Similar to the results from immunostaining experiments, increased CREB phosphorylation was detected in arteries stimulated with 60 mM K^+^ + DMSO, Rya, or EGTA. Taken together, these results strongly suggest that a CaMKK-CaMK pathway is essential for CREB phosphorylation in vascular myocytes.

Accordingly, we sought to identify the isoforms of CaMKK and CaMK involved in E-T coupling in these myocytes. Given the difficulty of knockdown or overexpression of exogenous proteins in native tissue, we utilized primary, unpassaged vascular myocytes from mouse aorta (29). Immunostaining showed that these primary vascular myocytes were positive for α-smooth muscle actin (*SI Appendix*, Fig. S3*A*). As expectedly, these myocytes responded to a depolarizing stimulus (60 mM K^+^ solution) with a robust increase in [Ca^2+^]_i_ (*SI Appendix*, Fig. S3 *B* and *C*). These findings strongly suggest that these primary vascular myocytes have Ca^2+^ signaling features that are common to freshly isolated myocytes. mRNA expression of CaMKK1 in these primary myocytes was not detected (Fig. 1*F*), and therefore CaMKK2 in these myocytes was silenced using specific small-interfering RNA (siRNA) (*SI Appendix*, Fig. S3*D*). As shown in Fig. 1*G*, CaMKK2 knockdown significantly decreased depolarization induced CREB phosphorylation in these primary vascular myocytes.

CaMKK2 can phosphorylate CaMK1 and CaMK4, and both of these enzymes can induce P-CREB–dependent gene expression (23, 27). Expression analyses of CaMK1 and CaMK4 revealed that abundant mRNA expression of CaMK1a could be detected in mesenteric artery samples and in the primary vascular myocytes (Fig. 1 *C* and *F*). Knockdown of CaMK1a (*SI Appendix*, Fig. S3*D*) decreased CREB phosphorylation in the primary vascular myocytes (Fig. 1*G*). Taken together, these results demonstrate that an increase in [Ca^2+^]_i_ through VDCCs activates a CaMKK2-CaMK1a-CREB pathway in vascular myocytes.

### Caveolae Are Essential for Physical and Functional Coupling between Ca_v_1.2 Channels and CaMKK2 in Vascular Myocytes.

Since CREB phosphorylation was resistant to EGTA treatment (Fig. 1*B*), we hypothesized that Ca_v_1.2, CaMKK2 and CaMK1a form molecular complexes in or very near the plasma membrane. Cav1, a well-characterized scaffolding protein, can promote molecular coupling between Ca_v_1.2 and downstream molecules (5, 19). Therefore, the possibility that caveola/cav1 can promote Ca_v_1.2-CaMKK2 complexes was examined. In mesenteric arteries from cav1-knockout (KO) mice, a 60 mM K^+^ solution-induced depolarization failed to result in CREB phosphorylation (Fig. 2*A*), even though functional Ca_v_1.2 expression in cav1-KO myocytes was very similar to that of WT cells (5). Moreover, the mRNA levels of most CaMK isoforms were very similar between WT and cav1-KO tissues. The exception was the slight increase in CaMK2γ (*Camk2g*) mRNA (*SI Appendix*, Fig. S3*E*). Caveola disruption using methyl-β-cyclodextrin (MβCD, 10 mM) also inhibited CREB phosphorylation in mouse mesenteric artery (Fig. 2*A*). Similar results were obtained by ELISA using whole arterial lysates (Fig. 2*B*). CREB phosphorylation was not detected in primary vascular myocytes from cav1-KO, while an increase in [Ca^2+^]_i_ produced by 60 mM K^+^ stimulus was very similar between WT and cav1-KO (*SI Appendix*, Fig. S3 *B* and *C*). In contrast, cav1 overexpression in cav1-KO myocytes (*SI Appendix*, Fig. S3*F*) restored CREB phosphorylation (Fig. 2*C*). This pattern of results strongly suggests that cav1 is critical for depolarization-induced CREB phosphorylation in these vascular myocytes.

**Fig. 2.**
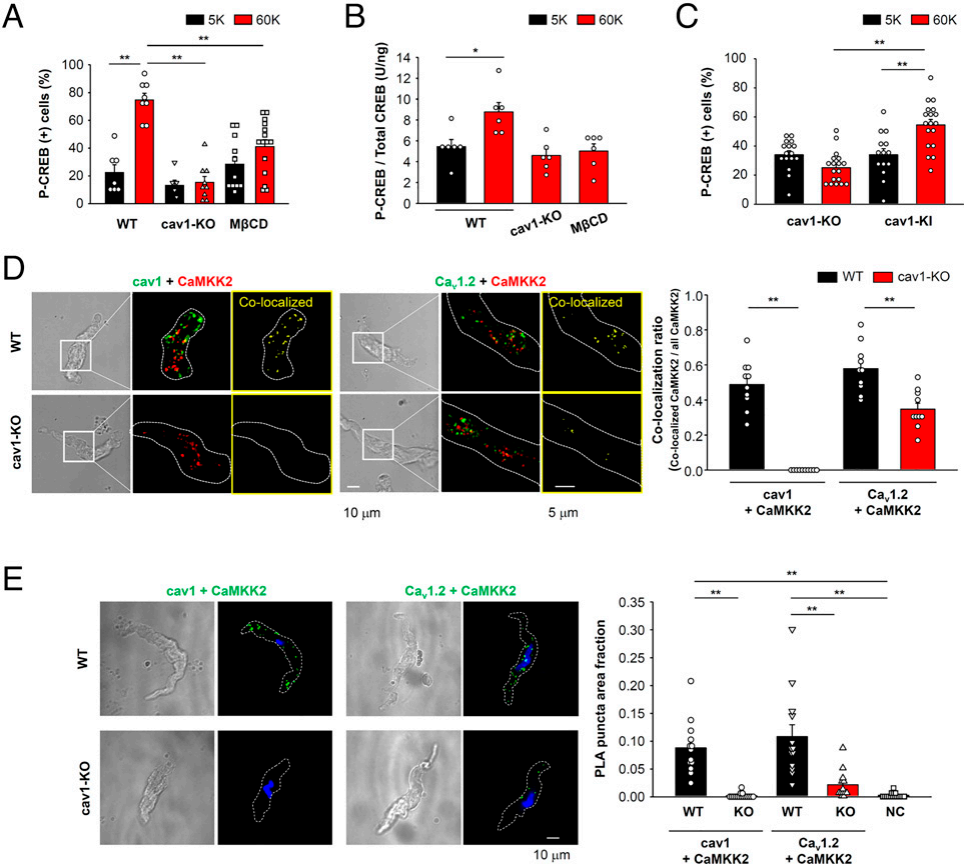
Caveolae promote CREB phosphorylation by enhancing a Ca_v_1.2-CaMKK2 complex. (*A*) Mesenteric arteries from WT or cav1-KO were stimulated with 60 mM K^+^ solution for 30 min. MβCD (10 mM) was utilized to disrupt caveolae. Data were obtained from 6 to 15 arteries per group. (*B*) The amount of P-CREB in mesenteric arteries was quantified using ELISA. The concentration of both P-CREB and total CREB in each arterial lysate were calculated and P-CREB/total CREB ratio was compared. Data were obtained from six mice per group. (*C*) Primary vascular myocytes from cav1-KO mice transfected with mock (cav1-KO) or cav1 (cav1-KI) were stimulated with 60 mM K^+^ solution after preincubation with 5 mM K^+^ solution for 30 min and the P-CREB (+) nuclei ratio was compared (14 to 18 sections per group). (*D*) Localization of cav1 (green) and CaMKK2 (red), or Ca_v_1.2 (green) and CaMKK2 (red) on the plasma membrane in freshly isolated mesenteric artery myocytes was visualized using a TIRF microscope. TIRF images obtained from the cell regions surrounded by white square in brightfield images are presented. Dashed lines indicate TIRF footprints. Fluorescence puncta from the secondary antibodies (shown as green and red in the images) were converted to binary images and colocalized puncta (shown as yellow) were extracted. The ratio of the number of colocalized puncta to the total number of CaMKK2 puncta (colocalization ratio) is compared. Data were obtained from 10 cells per group. (*E*) Proximity between cav1-CaMKK2 and Ca_v_1.2-CaMKK2 in mesenteric artery myocytes was determined using a PLA (green). Nuclei were stained with Hoechst (blue, *Left*). PLA puncta were extracted by binary image processing and the PLA puncta area was normalized to the whole cell area indicated by dashed lines (PLA puncta area fraction, *Right*). Negative control (NC) data were obtained by treating cells only with anti-CaMKK2 antibody. Data were obtained from 13 to 16 cells per group. Statistical analysis was performed using one-way (*B* and *E*) or two-way (*A* and *C*) ANOVA followed by Tukey or Dunnett tests and two-tailed *t* test (*D*) (*P < 0.05, **P < 0.01).

To further evaluate the functional effects of a Ca^2+^ signaling microdomain that can regulate E-T coupling, we examined intracellular localization of Ca_v_1.2, CaMKK2, and cav1 using a total internal reflection fluorescence (TIRF) microscope that provides the possibility of selective detection of fluorescence signals just beneath the plasma membrane (5, 19). Significant colocalization between cav1 and CaMKK2 or Ca_v_1.2 and CaMKK2 (Fig. 2*D*) was detected in freshly isolated mesenteric artery myocytes from WT mice. This colocalization ratio was reduced significantly in cav1-KO mice. We recognized, however, that optical resolution (200 nm) is much larger than the distance between single molecules. Therefore, we next utilized proximity ligation assays (PLA) to look for selective molecular coupling at a distance less than 40 nm. PLA signals derived from cav1-CaMKK2 and Ca_v_1.2-CaMKK2 were observed in freshly isolated mesenteric artery myocytes, but this was significantly reduced in those from cav1-KO mice (Fig. 2*E*). PLA analysis also revealed direct coupling between Ca_v_1.2 and cav1 in these mesenteric artery myocytes (*SI Appendix*, Fig. S4).

Datasets from immunostaining experiments cannot prove that Ca^2+^ influx through Ca_v_1.2 directly activates CaMKK2 within the same complexes. To address this point, primary vascular myocytes were transfected with CaMKK2 that had been labeled with the genetically encoded Ca^2+^ indicator GGECO1.1 (30) (GG-CaMKK2) and mCherry-tagged cav1 (mCh-cav1) (Fig. 3*A*). These preparations were treated with EGTA-AM (30 μM) to selectively detect a reaction of GG-CaMKK2 with Ca^2+^ influx through directly coupled Ca_v_1.2. Membrane depolarization by 60 mM K^+^ solution caused an increase in the GG-CaMKK2 signal that colocalized with mCh-cav1 signals in vascular myocytes (Fig. 3*B*). The colocalization ratio of GG-CaMKK2 puncta with mCh-cav1 puncta was 0.78 ± 0.05 (12 cells) and the ratio of GG-CaMKK2 puncta that responded to a depolarization stimulus was 0.26 ± 0.06 (Fig. 3*C*). The increase in GG-CaMKK2 signal in the presence of a 60 mM K^+^ solution was reduced by the specific Ca_v_1.2 inhibitor, Nic, while BayK8644, a Ca_v_1.2 activator, induced a GG-CaMKK2 signal increase (Fig. 3*D*). These results suggest that CaMKK2 localized within caveolae is directly activated by Ca^2+^ influx through Ca_v_1.2 channels. The EGTA-resistant GG-CaMKK2 signal increase was eliminated by BAPTA (30 μM) in these WT vascular myocytes (Fig. 3*E*), a finding consistent with the presence of a functional Ca^2+^ signaling microdomain. In the case of cav1-KO vascular myocytes treated with EGTA-AM, the ratio of GG-CaMKK2 puncta that responded to a depolarization stimulus and Δ*F*_max_/*F*_0_ were decreased compared to WT (Fig. 3 *E* and *F*), although the amount of [Ca^2+^]_i_ elevation evoked by 60 mM K^+^ solution was similar between WT and cav1-KO primary vascular myocytes (*SI Appendix*, Fig. S3 *B* and *C*). These results also strongly suggest that caveolae compartmentalize Ca_v_1.2 and CaMKK2 and promote direct signal transmission from Ca_v_1.2 to CaMKK2 in vascular myocytes.

**Fig. 3.**
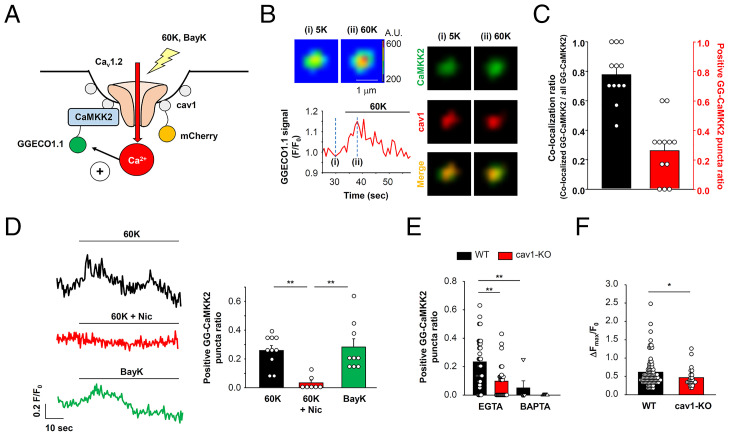
Ca^2+^ signal from Ca_v_1.2 directly activates CaMKK2 within caveolae. (*A*) A diagram of the experimental design is shown. Primary vascular myocytes were induced to express CaMKK2 labeled with GGECO1.1 at the N terminus (GG-CaMKK2). In *B* and *C*, myocytes additionally expressed cav1 tagged with mCherry (mCh-cav1). Ca^2+^ signal from Ca_v_1.2 to CaMKK2 within the same complex were monitored via changes in GGECO1.1 fluorescence in the presence of the “slow” Ca^2+^ chelator, 30 μM EGTA. (*B*) Primary myocytes expressing GG-CaMKK2 and mCh-cav1 were visualized using a TIRF microscope. Representative images of GG-CaMKK2 puncta at rest (*i*: 5 mM K^+^) and depolarization phase (*ii*: 60 mM K^+^) are shown, *Upper Left*. A trace of the GGECO1.1 signal (*F*/*F*_0_) is shown, *Bottom Left*. GG-CaMKK2 (green) and mCh-cav1 (red) puncta at the point of *i* and *ii* are shown, *Right*. Yellow signal in merged images denotes a molecular complex of GG-CaMKK2 and mCh-cav1. (*C*) The ratio of the colocalized (GG-CaMKK2+mCh-cav1) puncta number to the total GG-CaMKK2 puncta number is compared (left column). Among the colocalized puncta, the ratio of GG-CaMKK2 puncta reacting to 60 mM K^+^ solution is shown in the right column (positive GG-CaMKK2 puncta ratio). The positive puncta were determined as those whose maximal increase in fluorescence intensity (*F*_max_) due to the depolarization stimulus was higher than 5× SD of the baseline signal. Data were obtained from 12 cells. (*D*) Primary myocytes expressing GG-CaMKK2 were stimulated with 60 mM K^+^ solution with or without 10 μM Nic, or 10 μM BayK8644. The number of GG-CaMKK2 puncta reacting to each stimulus were counted and the ratio to total GG-CaMKK2 puncta within TIRF footprints was calculated (7 to 10 cells). (*E*) Primary myocytes were preincubated with EGTA-AM or BAPTA-AM, and the ratio of GG-CaMKK2 reacting to 60 mM K^+^ solution was compared between WT and cav1-KO myocytes (6 to 32 cells). (*F*) Increase in fluorescence intensity (Δ*F*_max_/*F*_0_) of positive GG-CaMKK2 puncta in WT (91 puncta from 32 cells) and cav1-KO (24 puncta from 27 cells) is compared. Statistical analysis was performed using one-way ANOVA followed by Tukey test (*D*) and two-tailed *t* test (*E* and *F*) (*P < 0.05, **P < 0.01).

We also noted that signaling from Ca_v_1.2 to GG-CaMKK2 could be detected in some cav1-KO primary myocytes even in the presence of the slow chelator EGTA. It has been reported that cav3, the striated muscle-specific isoform of caveolin, is also expressed in smooth muscle tissues from cav1-KO mice, even after caveolae are disrupted (31). PLA analysis showed the direct interaction of cav3 with both Ca_v_1.2 and CaMKK2 in cav1-KO myocytes (*SI Appendix*, Fig. S5). Therefore, cav3 may partially support the physical interaction between Ca_v_1.2 and CaMKK2 independently of cav1 or caveolae.

### CaMKK2 Phosphorylates CaMK1a at Caveolae and Triggers the Movement of CaMK1a to the Nucleus.

As illustrated in Fig. 1, CaMK1a is thought to be a downstream target of CaMKK2 that can mediate CREB phosphorylation in vascular myocytes (23). Maximum activation of CaMK1a requires both Ca^2+^/CaM binding and phosphorylation at the Thr177 site by CaMKK (23). Therefore, spatial and temporal changes in intracellular localization of phosphorylated CaMK1a were examined using confocal microscopy. Membrane depolarization by 60 mM K^+^ solution for 30 min caused CaMK1a phosphorylation in the nucleus (Fig. 4*A*). P-CaMK1a levels were increased in both cytosol and nucleus 5 min after depolarization, but P-CaMK1a signals in the nucleus were further increased compared to the cytosol at 30 min after stimulation. Accumulation of phosphorylated CaMK1a in the nucleus was inhibited by removal of extracellular Ca^2+^ or STO609 application (Fig. 4*B*). CaMKK2 knockdown also reduced CaMK1a phosphorylation (Fig. 4*C*). In addition, although intranuclear phosphorylated CaMK1a signals were not increased by 60 mM K^+^ solution in primary vascular myocytes of cav1-KO mice, knockin (KI) of cav1 resulted in reestablishment of CaMK1a phosphorylation (Fig. 4*D*). These results are consistent with a signaling pathway wherein phosphorylation of CaMK1a and its intranuclear localization require both CaMKK2 and caveolae.

**Fig. 4.**
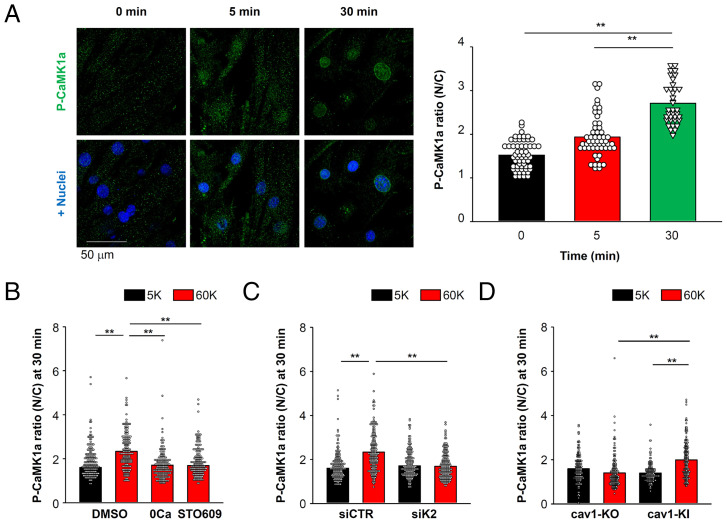
CaMK1a activation and its intranuclear localization depend on both CaMKK2 and caveolae. (*A*) Confocal images of P-CaMK1a and nuclei in vascular myocytes taken 0, 5, and 30 min after depolarization with 60 mM K^+^ solution (*Left*). The P-CaMK1a fluorescence ratio (N/C, nucleus/cytosol) at each time point are compared (*Right*). Data were obtained from 58, 54, and 36 cells from 6 confocal image sections (215 μm × 215 μm) per group at 0, 5, and 30 min, respectively. (*B*) Vascular myocytes were challenged with 60 mM K^+^ solution containing 0 [Ca^2+^]_o_ (0 Ca) or a CaMKK2 inhibitor STO609 for 30 min, and the N/C ratio of P-CaMK1a intensity was compared (162 to 171 cells per group). Before a depolarizing stimulus, myocytes were pretreated with 5 mM K^+^ solution containing 0 [Ca^2+^]_o_ or STO609 for 30 min. (*C*) The effects of CaMKK2 knockdown on 60 mM K^+^-induced CaMK1a phosphorylation (200 to 204 cells per group). (*D*) The effects of cav1-KI on 60 mM K^+^-induced CaMK1a phosphorylation (169 to 187 cells per group). In *B* to *D*, myocytes obtained from nine confocal image sections were analyzed for each group. Statistical analysis was performed using one-way (*A* and B) or two-way (*C* and *D*) ANOVA followed by Tukey test (**P < 0.01).

Accordingly, our working hypothesis was that CaMK1a is localized within caveolae where it forms molecular complexes with Ca_v_1.2 and CaMKK2 and can be phosphorylated by CaMKK2. TIRF imaging data revealed that molecular coupling among CaMK1a with cav1, CaMKK2, and Ca_v_1.2, and the colocalization ratio was significantly decreased in vascular myocytes from cav1-KO mice (Fig. 5*A*). PLA analysis further strengthened this possibility in both primary myocytes (Fig. 5*B*) and freshly isolated mesenteric artery myocytes (*SI Appendix*, Fig. S6). These results are consistent with cav1 having the ability to initiate molecular complexes containing Ca_v_1.2, CaMKK2, and CaMK1a in arterial myocytes. As shown in Fig. 5*C*, CaMK1a phosphorylation was enhanced 5 min after membrane depolarization at the plasma membrane (normalized P-CaMK1a puncta density: 1.0 ± 0.3 and 3.1 ± 0.6 at 0 and 5 min, respectively) (Fig. 5*D*) and these P-CaMK1a signals were convincingly colocalized with cav1 puncta (colocalization ratio: 0.12 ± 0.05 and 0.44 ± 0.04 at 0 and 5 min, respectively) (Fig. 5*E*). However, the normalized P-CaMK1a puncta density and colocalization ratios with cav1 in the plasma membrane were decreased at 30 min (1.4 ± 0.3 in Fig. 5*D* and 0.15 ± 0.05 in Fig. 5*E*). In contrast, the normalized cav1 puncta density was stable during the entire measurement time period (1.0 ± 0.2, 1.3 ± 0.2, and 0.9 ± 0.1 at 0, 5, and 30 min, respectively) (Fig. 5*D*). Similar time and spatial changes were observed in the case of P-CaMK1a and CaMKK2, although a small portion of CaMKK2 also moved to the cytosol at 30 min (Fig. 5 *F* and *G*). These findings reveal that CaMK1a phosphorylation occurred in the area where cav1 and CaMKK2 were located and that P-CaMK1a translocated from caveolae to the nucleus.

**Fig. 5.**
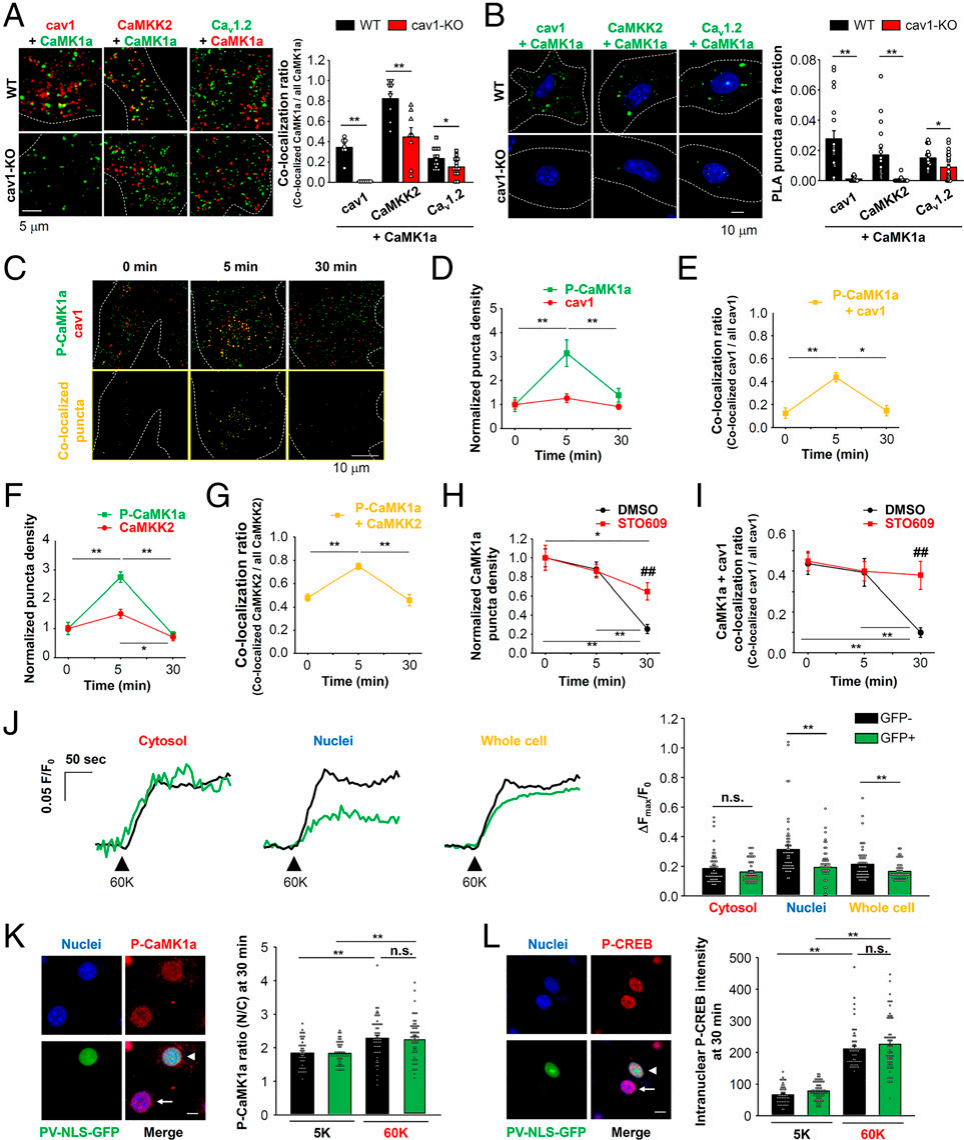
Caveolae promote a molecular complex of Ca_v_1.2/CaMK1a/CaMKK2 and full activation of CaMK1a shortly after a depolarizing stimulus. (*A*) Localization of cav1 and CaMK1a (*Left*), CaMKK2 and CaMK1a (*Center*), Ca_v_1.2 and CaMK1a (*Right*) on the plasma membrane in primary vascular myocytes was visualized using a TIRF microscope. The ratio of the colocalized puncta number to the total CaMK1a puncta number was calculated. Dashed lines indicate TIRF footprints, Data were obtained from 6 to 13 cells. (*B*) PLA analysis was performed to visualize molecular complex formation of CaMK1a with cav1, CaMKK2, and Ca_v_1.2 in primary myocytes (*Left*). PLA puncta area was normalized to the whole-cell area indicated by dashed lines (*Right*). Data were obtained from 15 to 23 cells per group. (*C*) Spatial and temporal relationships between cav1 and CaMK1a phosphorylation analyzed using a TIRF microscope. Vascular myocytes expressing mCh-cav1 were depolarized for 5 min or 30 min, then fixed and stained with P-CaMK1a antibody. P-CaMK1a, mCh-cav1, and colocalized puncta are shown in green, red, and yellow, respectively. Dashed lines indicate TIRF footprints. (*D*) The normalized density of P-CaMK1a and mCh-cav1 puncta within the TIRF footprints was plotted against depolarization period. Pooled data were obtained from 10 (0 and 5 min) and 11 (30 min) cells. (*E*) The ratio of the colocalized puncta number to the total mCh-cav1 puncta number was calculated at each time point. (*F*) Spatial and temporal relation between CaMKK2 and P-CaMK1a was analyzed. The normalized density of P-CaMK1a and CaMKK2 puncta within the TIRF footprints was plotted against the duration of the depolarization stimulus. Pooled data were obtained from 5 (0 and 30 min) and 12 (5 min) cells. (*G*) The ratio of the colocalized puncta (P-CaMK1a+CaMKK2) number to the total CaMKK2 puncta number at each time point. (*H*) The normalized CaMK1a signal density within the TIRF footprints was counted. Cells were treated with DMSO or 10 μM STO609 (7 to 11 cells per group). (*I*) The colocalization ratio between CaMK1a and cav1 was plotted. Myocytes were treated with DMSO or STO609 (7 to 11 cells per group). (*J*) Changes in Ca^2+^ levels in cytosol, nuclei, and whole cell area of primary myocytes transfected with PV-NLS-GFP were recorded using CaSiR/AM. Cells obtained from four confocal image sections (635 μm × 635 μm) were divided to two groups: GFP^−^ (black, 56 cells) and GFP^+^ (green, 50 cells) cells. Myocytes were stimulated with 60 mM K^+^ solution and peak intensity (Δ*F*_max_) normalized to basal level (*F*_0_) is compared. (*K*) The P-CaMK1a fluorescence ratio (N/C) of myocytes expressing PV-NLS-GFP (indicated by an arrowhead) or not (indicated by an arrow) is compared (41 to 57 cells). Cells were incubated with 5 mM or 60 mM K^+^ solution for 30 min. Data were obtained from 5 (5K) and 6 (60K) confocal image sections (215 μm × 215 μm). (Scale bar, 10 μm.) (*L*) The intranuclear P-CREB intensity of myocytes expressing PV-NLS-GFP (arrowhead) or not (arrow) is compared (50 to 65 cells). Data were obtained from 5 (5K) and 8 (60K) confocal image sections (215 μm × 215 μm). (Scale bar, 10 μm.) Statistical analysis was performed using two-tailed *t* test (*A*, *B*, and *J*) and one-way (*D–G*) or two-way (*H*, *I*, *K*, and *L*) ANOVA followed by Tukey test (*P < 0.05, **P < 0.01; ^##^*P* < 0.01 vs. DMSO at 30 min).

To gain further insight into these signaling component dynamics, changes in the number of CaMK1a puncta in the plasma membrane were counted with or without STO609, a CaMKK2 inhibitor. Normalized CaMK1a puncta density in the plasma membrane was unchanged at 5 min after depolarization, but deceased at 30 min. This decrease in the normalized CaMK1a puncta density was reversed by the treatment with STO609 (Fig. 5*H*). Colocalization ratios between CaMK1a and cav1 also decreased 30 min after depolarization and this was blocked by STO609 pretreatment (Fig. 5*I*). This pattern of results strongly suggests that CaMK1a can be phosphorylated by CaMKK2 within caveolae soon after depolarization, and that it is then moved to nuclei, resulting in CREB phosphorylation.

To determine the importance of nuclear Ca^2+^ levels, we overexpressed the nuclear-localized parvalbumin-based Ca^2+^ buffer protein (PV-NLS-GFP) (32). Overexpression of PV-NLS-GFP selectively reduced an increase in nuclear Ca^2+^ levels after depolarizing stimuli without any effects on cytosolic Ca^2+^ levels (Fig. 5*J*). However, PV-NLS-GFP suppressed neither P-CaMK1a translocation to the nucleus (Fig. 5*K*) nor intranuclear P-CREB accumulation (Fig. 5*L*). These results indicate that CaMK1a is phosphorylated by CaMKK2 at the cell surface, before possible translocation to the nucleus and subsequent CREB phosphorylation.

### Depolarization-Induced E-T Coupling Up-Regulates Genes Related to Chemotaxis and Inflammation.

To relate these molecular signaling findings to gene transcription, genes induced by membrane depolarization were analyzed using RNA-sequencing (RNA-seq). 

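The data behind this comparison are 2 RNA-seq libraries of mouse mesenteric artery, the resistance arteries that supply the intestine. One library was made from control arteries in 5 mM K+ and the other from arteries depolarized with 60 mM K+, with 60 min given for both, and each library pooled tissue from 2 mice. With 1 library per condition, no difference between them has a replicate check, and no p-value is given for the conditions. The authors aligned the reads to the mouse genome mm9 with TopHat2 and deposited the number of reads on each gene without normalization, beside FPKM values, which are fragments scaled by gene length and by the number of mapped fragments. The program that counted the reads and its gene annotation are not given in the sources used here. In all, 10480918 reads were counted on genes in the control library and 11289598 in the depolarized library. Of 55573 listed genes, 19735 had at least 1 read in the control library, 18995 in the depolarized library and 17356 in both. The 10 most abundant genes took 9.31% of the control reads and 9.07% of the depolarized reads. From these counts, log2(fold-change) was computed as the ratio of the 60 mM K+ to the 5 mM K+ value after scaling by edgeR's trimmed mean of M-values (TMM), with a count of 0 set to 0.5. Each log2(fold-change) has a 95% exact (Clopper-Pearson) interval from the share of the gene's reads that lay in the depolarized library, and these intervals cover counting error only. CPM denotes reads scaled to a library of 1000000. With library sizes scaled by TMM, a floor of 3 counts corresponds to 0.266 CPM in the control library and 0.286 in the depolarized library. The random-sampling test of DEGSeq was recomputed from its formula on the reads, with Benjamini-Hochberg adjustment. This test compares those libraries, not the conditions. Positions are given on mm9 (NCBIM37) from the GENCODE vM1 annotation, which holds 32601 of the listed genes, with 99.09% of the control reads and 99.15% of the depolarized reads.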

Mesenteric artery preparations were perfused with either 5 mM K^+^ (control) or 60 mM K^+^ (depolarizing) solutions for 1 h, after which induced genes were compared. This differential expression gene (DEG) analysis identified 138 up-regulated and 5 down-regulated genes (Fig. 6*A* and *SI Appendix*, Table S1). 

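With the deposited read counts as input, a q-value under 0.005 and an absolute log2(fold-change) above 1, 452 genes were up-regulated and 235 were down-regulated between the 2 libraries. All 143 genes of Table S1 were among them, and log2(fold-change) differed from the value printed in Table S1 by at most 4.97e-05. Outside Table S1, 314 genes were up-regulated and 230 were down-regulated. These had fewer reads: the median over both libraries together was 141 reads for the up-regulated and 77 reads for the down-regulated genes, compared with 2979 reads for the genes of Table S1, of which the smallest had 393 reads. Among genes with at least 500 reads, a limit chosen after the values were seen, 212 were up-regulated and 8 were down-regulated. The counts of genes depended on the spread assumed between libraries: edgeR's exact test called 349 up-regulated and 58 down-regulated genes with an assumed biological coefficient of variation of 0.1, 65 and 8 genes with 0.2, and 0 genes in either direction with 0.4. Scaling by total counts, which lowers every log2(fold-change) by 0.21, gave 307 up-regulated and 542 down-regulated genes. Run on TMM-scaled CPM values with the sums of those values as library totals, the random-sampling test gave 138 up-regulated and 5 down-regulated genes. Only genes with a read in both libraries were tested in that setting. That setting was found after the values were seen, by a search against the q-values of Table S1. The strongest decrease in Table S1 was that of Nr1d1 (chromosome 11, 98629246 to 98636647), with 2361 reads in 5 mM K+ and 606 reads in 60 mM K+. Its log2(fold-change) was -1.86 (95% counting interval -1.99 to -1.73). The other down-regulated genes of Table S1 were Rnf152 at -1.45, Slc7a2 at -1.13, Dbp at -1.10 and Peg3 at -1.09, and the counting intervals of Dbp and Peg3 reached -0.98 and -0.88.

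**Figure D1:**
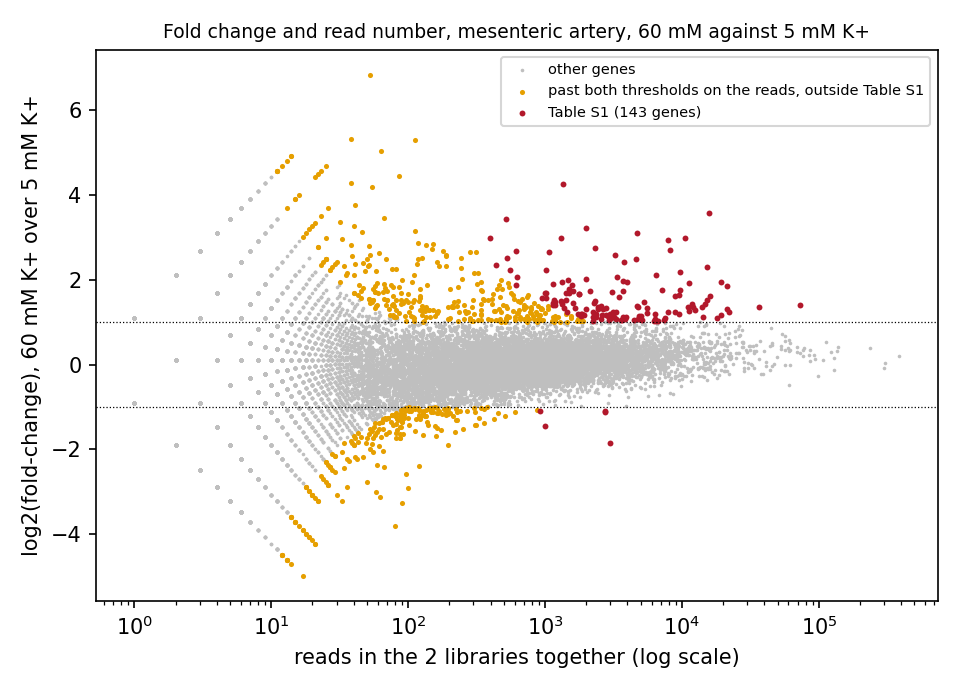
Each point is a gene, with its reads in both libraries together on the x axis (log scale) and log2(fold-change) of 60 mM K+ over 5 mM K+ on the y axis; dotted lines mark a log2(fold-change) of 1 and -1. The 143 genes of Table S1 (red) have at least 393 reads, and most other genes past both thresholds (orange) lie to the left of them.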

Up-regulated genes that had log_2_(fold-change) values more than 2 are listed in Fig. 6*B*. 

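In Table S1, 26 genes have a log2(fold-change) above 2, and with the test run on the deposited reads 119 genes passed that level. The largest change among the 26 was that of Sele at 4.26 and the smallest was that of Adamts9 at 2.01. Hspa1b (chromosome 17, 35093381 to 35096183) rose from 1303 to 14454 reads, a log2(fold-change) of 3.57 (counting interval 3.49 to 3.66). Its near-identical neighbor Hspa1a (chromosome 17, 35106144 to 35109069) rose from 1269 to 9349 reads, and how reads were divided between this pair of genes is uncertain. Stx11 had 47 reads in the control library and 474 reads in the depolarized library, a log2(fold-change) of 3.44 (counting interval 3.00 to 3.90). For Hk2, which encodes a hexokinase, log2(fold-change) was 3.23. Among regulators of inflammatory signaling, it was 2.65 for Bcl3 and 2.59 for Tnfaip3. With total-count scaling, Uap1 at 1.96, Tnfaip2 at 1.91, Dnajb1 at 1.87, Lif at 1.86 and Adamts9 at 1.81 fell below 2.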

We examined whether these genes are known targets of CREB, using the CREB Target Gene Database (33). More than a half of genes (18 of 26) are predicted to contain classic or nonclassic CRE domains and to be CREB targets. 

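The database was not used here; instead, the classic full CRE, TGACGTCA, was searched in the mm9 sequence around every annotated transcription start. From 1000 bp upstream to 200 bp downstream, 0 of 25 genes of Fig. 6B carried a full site, and Gm48878 was not analysed here because GENCODE vM1 does not list it. Random gene lists matched on expression had a median of 2 genes with a site, with 95% of lists between 0 and 5, so that the count for Fig. 6B lay at percentile 8.70 and within their range. In the background of 13674 genes with at least 10 reads, 805 genes (5.89%) had a site. With the window widened to 3000 bp upstream and 300 bp downstream, 1 gene, Hk2, had a full site. When the shorter CRE motif TGACG also counted, from 200 bp upstream to 50 bp downstream, 9 of 25 genes had a site. Matched lists had a median of 13, with 95% of lists between 8 and 17, so that 9 lay within their range. Of the up-regulated genes of Table S1, 135 could be searched and 14 had a full site in the first window; matched lists had a median of 10, with 95% of lists between 4 and 16, so that 14 lay within their range at percentile 89.53. With the shorter motif, 68 of the 135 genes had a site and matched lists had a median of 69. Gem is one of them: its site lies on chromosome 4 from 11631522 to 11631529, upstream of the gene, in the sequence GCGGGAGCGCTGACGTCACGGAAAAGCC, and log2(fold-change) of Gem was 1.76. In Cxcl16, with a log2(fold-change) of 1.87, the site lies upstream of the gene on chromosome 11 from 70273555 to 70273562, in AGGACCGTCGTGACGTCAGGCAGTATCA on the strand of the gene. In a list of 18 early cAMP/CREB target genes, written before the data were examined, 7 genes had a full site (percentile 99.98). These genes were listed as CREB targets, so this count only checks that the search can find sites. It is no test of the genes of Fig. 6B. The search covers exact copies of these motifs near transcription starts and no other form of the CRE.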

Importantly, many of up-regulated genes are related to chemotaxis (*Cxcl1*, *Cxcl2*, *Ccl2*, *Ccl7*), leukocyte adhesion (*Sele*, *Selp*, *Icam1*, *Vcam1*), degradation of extracellular matrix (*Adamts4* and *Adamts9*), or inflammation (*Il6*). These up-regulated genes were further analyzed using qPCR (Fig. 6*C*). 

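All 11 of these genes had more reads in 60 mM K+ than in 5 mM K+. Their median log2(fold-change) was 2.74, at percentile 100.00 among 10000 random gene lists of the same size matched on expression, whose own median was 0.15; the paper chose the genes from these libraries, so this percentile only describes them. With total-count scaling the median was 2.53. Of the chemokine genes, Cxcl1 (chromosome 5, 91320267 to 91322141) had 522 reads in the control library and 4212 reads in the depolarized library, a log2(fold-change) of 3.11 (95% counting interval 2.98 to 3.25). Cxcl2, on the same chromosome from 91332897 to 91334935, rose from 157 to 1155 reads. Ccl2 and Ccl7 lie on chromosome 11, from 81849073 to 81850955 and from 81859214 to 81861027. Ccl2 had the fewest reads of the 11 genes, 47 and 346, and the widest interval, from 2.54 to 3.45 around a log2(fold-change) of 2.98. Among the adhesion genes, Sele (chromosome 1, 165978365 to 165987808) rose from 72 to 1288 reads (counting interval 3.92 to 4.63). Selp lies on the same chromosome from 166045395 to 166080157, with log2(fold-change) of 2.74, and shares its place with the annotated genes Gm16548 and Gm16587. Icam1 (chromosome 9, 20820404 to 20833241) rose from 964 to 6904 reads. The most abundant of the 11 genes was Vcam1 (chromosome 3, 115812938 to 115832606), with 2740 and 12580 reads and a log2(fold-change) of 2.30 (counting interval 2.24 to 2.36). Of the matrix-degrading enzymes, Adamts4 (chromosome 1, 173180552 to 173190768) rose from 1150 to 7004 reads, a log2(fold-change) of 2.71. Adamts9 (chromosome 6, 92722693 to 92893486) rose from 416 to 1567 reads, with a counting interval of 1.86 to 2.17. Il6 (chromosome 5, 30339701 to 30346508) had 631 reads in the control library and 3152 reads in the depolarized library, a log2(fold-change) of 2.42. The title of Fig. 6 speaks of proinflammatory genes induced by E-T coupling, without naming these 11 genes. The paper goes on to examine the up-regulated genes by qPCR with inhibitors (Fig. 6C) and reports a reversal for some of them.

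**Figure D2:**
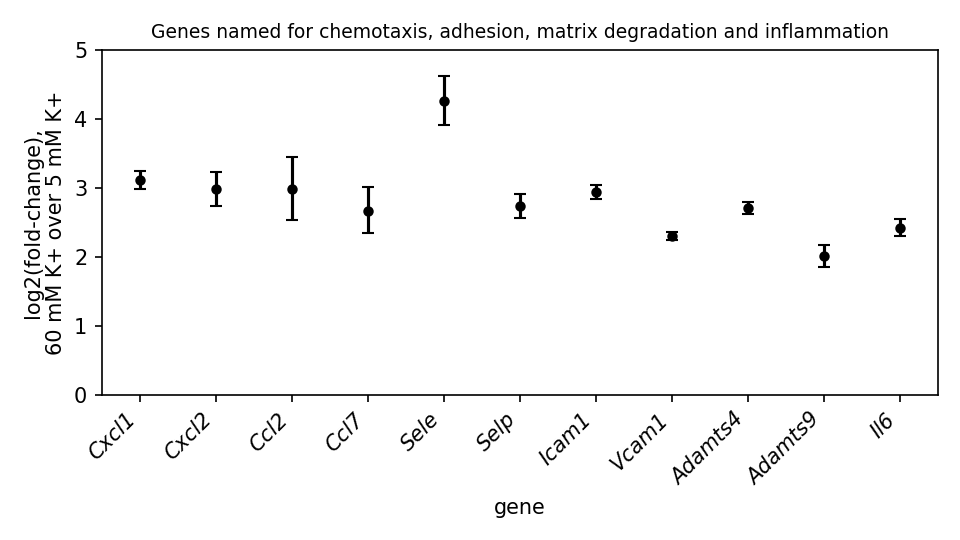
Points give log2(fold-change) of 60 mM K+ over 5 mM K+ for the 11 genes, from 1 library per condition, and bars give 95% counting intervals, which hold no variation between animals. Values run from 2.01 for Adamts9 to 4.26 for Sele.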

Importantly, the observed up-regulation of some genes—such as *Cxcl1*, *Cxcl2*, *Ccl2*, *Ccl7*, *Sele*, *Selp*, *Il6*, and *Vcam1*—was reversed by inhibitors of Ca_v_1.2, CaMKK, CaMK, and caveolar disruption.

**Fig. 6.**
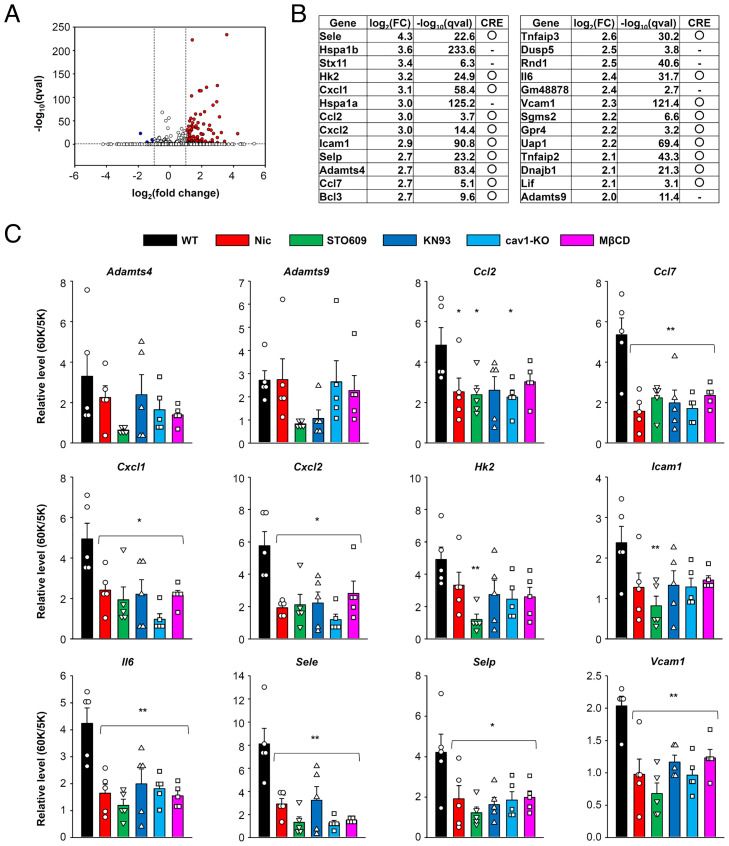
Proinflammatory genes are induced by E-T coupling in mesenteric artery. (*A*) DEG analysis was performed using mesenteric arteries treated with 5 mM or 60 mM K^+^ solution for 60 min. Detected genes are shown in volcano plots. Red and blue dots denote up-regulated (138 genes) and down-regulated (5 genes) genes, respectively. (*B*) Top 26 up-regulated genes with log_2_(fold-change) values more than 2 are listed. Genes predicted to have CRE motif are indicated in the right columns. (*C*) Gene transcription after sustained depolarization was confirmed by qPCR. Effects of Nic, STO609, KN93, cav1-KO, and MβCD were also examined. Data were obtained five mice per group. Statistical analysis was performed using one-way ANOVA followed by Dunnett test (*P < 0.05, **P < 0.01 vs. WT).

Next, we sought evidence that the observed changes occurred predominantly in the smooth muscle cells. We acknowledge the possibility that endothelial cells also participate in depolarization-induced gene transcription. Accordingly, the endothelium was physically removed by perfusing 0.2% sodium deoxycholate (34) (*SI Appendix*, Fig. S7 *A* and *B*). The perfusion of sodium deoxycholate also reduced acetylcholine-induced vasodilation (*SI Appendix*, Fig. S7*C*). In the endothelium denuded arteries, depolarization-induced gene induction was comparable to those seen with control arteries (*SI Appendix*, Fig. S7*D*). These results strongly suggest that the observed gene induction in this study mainly occurs in vascular myocytes, rather than endothelial cells.

In combination, these results strongly indicated that membrane depolarization causes E-T coupling based on a Ca_v_1.2-CaMKK2-CaMK1a-CREB pathway and induces leukocyte accumulation.

### High-Pressure Evoked E-T Coupling, Macrophage Accumulation, and Vascular Remodeling.

It has previously been reported that accumulation of leukocytes (such as neutrophils and monocyte/macrophages) can initiate vascular remodeling (16–18). It is well known that circumferential stretch produced by an increase in intraluminal pressure results in significant depolarization of the arterial membrane potential (35). Therefore, we tested the possibility that Ca_v_1.2 activation by increased circumferential stretch in mesenteric artery can induce: 1) E-T coupling, 2) leukocyte accumulation, and 3) vascular remodeling using our ex vivo and in vivo models. First, we examined whether increased perfusion pressure can cause CREB phosphorylation. Using the ex vivo model, high pressure (80 mmHg) increased the P-CREB (+) cell ratio, and this change was blocked by Nic, KN93, or STO609 (*SI Appendix*, Fig. S8 *A* and *B*). In contrast, physiological pressure (40 mmHg) did not increase this P-CREB (+) cell ratio; that is, the ratio values were approximately equal to those of mesenteric arteries that had been rapidly fixed with ice cold 4% PFA, or incubated with no transluminal pressure gradient (0 mmHg). When the same elevated pressure maneuver was also applied to mesenteric arteries from cav1-KO and MβCD-treated tissues, the P-CREB (+) cell rate was not significantly changed by the stimulus (*SI Appendix*, Fig. S8*C*).

In the next series of experiments, high pressure was applied to a second-order mesenteric artery in vivo by ligation of two neighboring second-order mesenteric arteries. Samples were obtained 2, 7, and 14 d after this surgery (16). Control data were obtained from second-order mesenteric arteries located along the intestine, but remote from the ligated arteries. The P-CREB (+) myocyte ratio was increased in arteries exposed to high pressure at 2, 7, and 14 d after this ligation procedure in WT mice (Fig. 7*A*). In contrast, P-CREB was not detected in endothelial cells at 2 d after ligation (Fig. 7*B*). We also examined by immunostaining whether macrophage counts increased in the stimulated arteries (Fig. 7 *C* and *D*). Increased numbers of F4/80 (+) macrophages were detected within the adventitia but not the endothelium (Fig. 7*C*) 2 d after the ligation in WT mice. These changes were maintained for at least 14 d (Fig. 7*D*). Histological analysis with H&E staining revealed that the high-pressure maneuver caused remodeling of the vascular wall (Fig. 7*E*). Specifically, the thickness (Fig. 7*F*) and cross-sectional area (CSA) (Fig. 7*G* and *SI Appendix*, Fig. S9*A*) of the tunica media were increased 7 d after ligation in WT mice. In contrast, none of the changes in the P-CREB (+) cell ratio (Fig. 7*A*), macrophage accumulation (Fig. 7*D*), increases in media thickness (Fig. 7*F*), and CSA (Fig. 7*G*) were observed in cav1-KO mice.

**Fig. 7.**
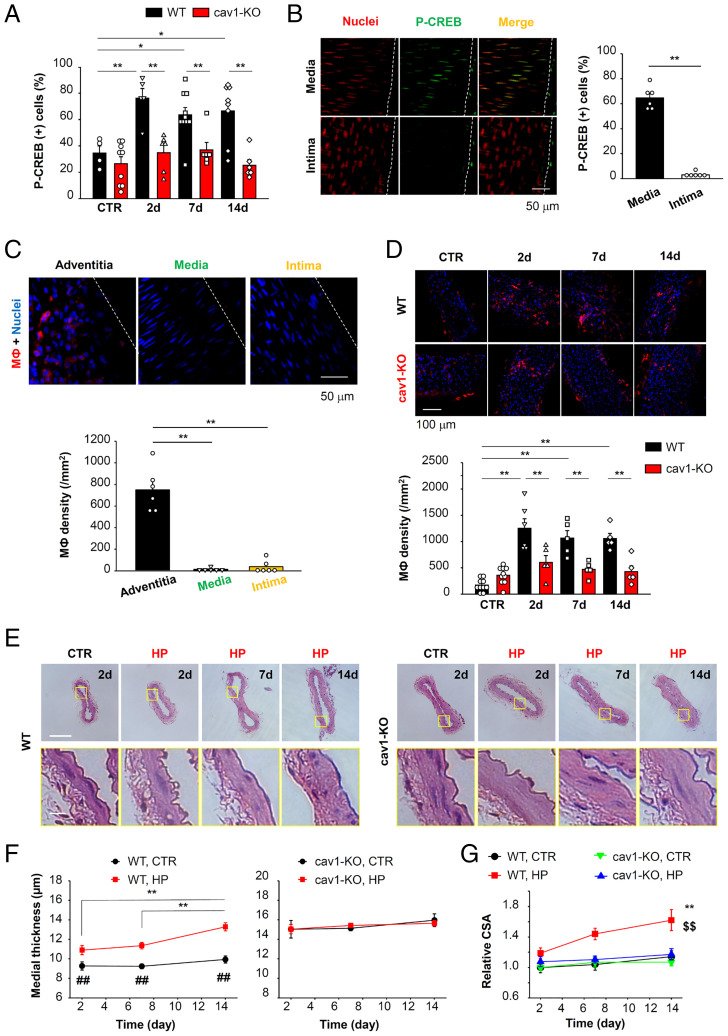
Pressure loading of mesenteric arteries results in vascular remodeling which can be reversed by cav1-KO. Elevated transluminal pressure (high pressure, HP) was applied to a second-order mesenteric artery in vivo, and tissues were sampled 2, 7, and 14 d after ligation surgery. (*A*) CREB phosphorylation was evaluated by immunostaining (4 to 10 arteries) in WT and cav1-KO. *P < 0.05, **P < 0.01. (*B*) CREB phosphorylation in endothelial cells was examined 2 d after ligation in WT (six arteries per group). **P < 0.01. (*C*) F4/80 (+) macrophages (MФ, red) accumulated in adventitia, media, and intima of WT arteries 2 d after ligation visualized using a confocal microscope (six arteries). Nuclei were stained with Hoechst (blue). **P < 0.01. (*D*) Accumulation of MФ in adventitia was analyzed in WT and cav1-KO mice (5 to 10 arteries). For each artery, three image sections (215 μm × 215 μm in *C* and 635 μm × 635 μm in *D*) were acquired and the calculated MФ density values were averaged. **P < 0.01. (*E*) Histological analysis performed using H&E-stained samples. (Scale bars, 100 μm [*Upper*] and 10 μm [*Lower*].) (*F*) Media thickness was compared between WT and cav1-KO mice. Pooled data were collected from four to seven arteries. **P < 0.01; ^##^*P* < 0.01 vs. WT HP at the same day. (*G*) Relative CSA of tunica media was compared. **P < 0.01 vs. WT CTR; ^$$^*P* < 0.01 vs. cav1-KO HP. Statistical analysis was performed using one-way (*C*) or two-way (*A*, *D*, *F*, and *G*) ANOVA followed by Tukey test and two-tailed *t* test (*B*).

Finally, we examined the effects of STO609 on high pressure-induced vascular remodeling in vivo. STO609 (1 mg/kg) was administered intraperitoneally before surgery, and also three times per week after surgery (Fig. 8*A*). STO609 reduced the P-CREB (+) cell ratio (Fig. 8*B*) and macrophage accumulation in adventitia (Fig. 8*C*) compared to the DMSO group. STO609 also inhibited medial hypertrophy (Fig. 8 *D*–*F* and *SI Appendix*, Fig. S9*B*). These results are consistent with the hypothesis that caveolae and CaMKK2 are critical for high pressure induced CREB phosphorylation, macrophage accumulation and vascular remodeling.

**Fig. 8.**
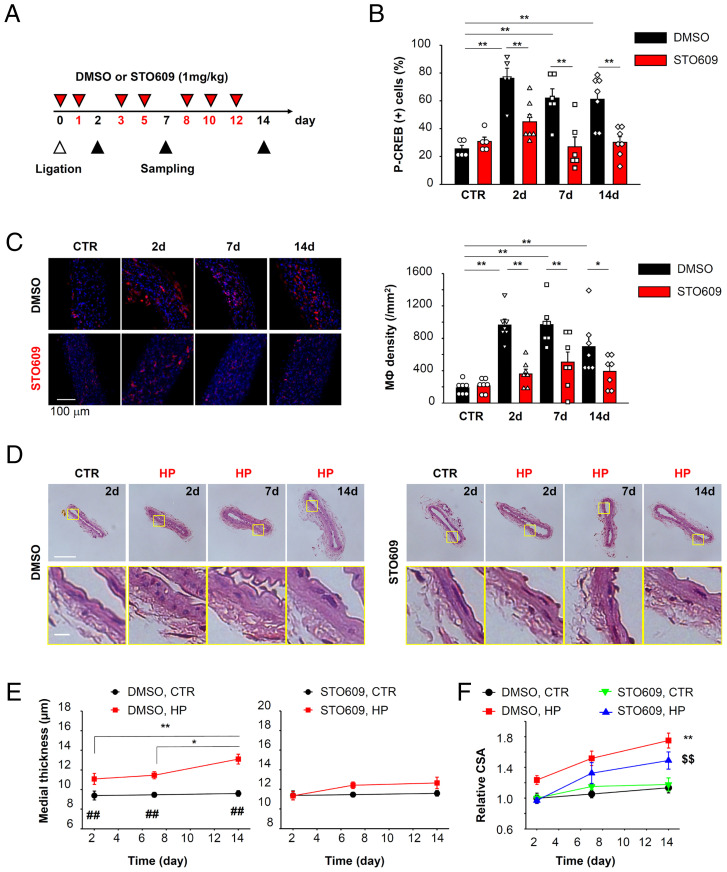
Vascular remodeling due to pressure loading can be inhibited by the CaMKK2 inhibitor STO609. (*A*) Mesenteric artery ligation was applied to WT mice and either DMSO or STO609 (1 mg/kg) was administered intraperitoneally as indicated. (*B*) CREB phosphorylation was evaluated by immunostaining. Data were obtained from five to seven arteries per group. **P < 0.01. (*C*) F4/80 (+) macrophage (MФ) density at adventitia was compared between mice treated with DMSO and STO609. Data were obtained from seven arteries per group. *P < 0.05, **P < 0.01. (*D*) Histological analysis performed using H&E-stained samples. (Scale bars, 100 μm [*Upper*] and 10 μm [*Lower*]). (*E*) Medial thickness was measured and compared between DMSO and STO609 groups. Data were collected from five to six arteries. *P < 0.05, **P < 0.01; ^##^*P* < 0.01 vs. DMSO HP at the same day. (*F*) Relative CSA of the tunica media was compared. **P < 0.01 vs. DMSO CTR; ^$$^*P* < 0.01 vs. DMSO HP. Statistical analysis was performed using two-way ANOVA followed by Tukey test.

## Discussion

Several different E-T coupling mechanisms involving calcineurin/NFATc3 (9, 10) and Rho/ROCK (11, 12) pathways and their physiological or pathophysiological roles have been proposed. Relatively long-duration membrane depolarization can cause CREB phosphorylation through E-T coupling in vascular myocytes (13, 14), but information about 1) the detailed molecular mechanisms, 2) patterns of induced genes in intact artery, and 3) physiological or pathophysiological significance is lacking. Our new data demonstrate that depolarization can selectively induce transcription of genes related to chemotaxis, leukocyte adhesion, and inflammation, secondary to activating a molecular signaling complex (Ca_v_1.2/CaMKK2/CaMK1a) that is located within caveolae of vascular myocytes. Increasing transmural pressure in the mesenteric artery by ligation in vivo significantly enhanced CREB phosphorylation, macrophage accumulation, and medial layer remodeling in cav1- and CaMKK2-dependent manner (Fig. 9).

**Fig. 9.**
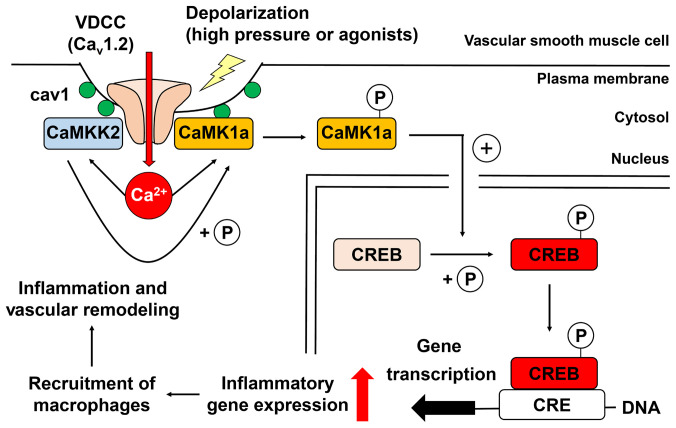
Diagram depicting molecular mechanisms that underlie E-T coupling in vascular myocytes and their roles in vascular remodeling. Caveolae can promote the formation of molecular complexes consisting of Ca_v_1.2, CaMKK2 and CaMK1a in vascular myocytes. Upon stimuli such as depolarization, pressure loading, or neurohumoral factors, Ca^2+^ influx through Ca_v_1.2 activates CaMKK2 and CaMK1a. Next, CaMKK2 phosphorylates Thr177 of CaMK1a that is localized within caveolae. This triggers translocation of P-CaMK1a to the nucleus, where P-CaMK1a phosphorylates CREB. In vascular myocytes, proinflammatory genes related to chemotaxis, leukocyte adhesion, and inflammation are then activated. The resulting chemokine and adhesion molecule gene products have the ability to enhance the recruitment of macrophages to stimulated regions, where they alter inflammation and subsequent vascular remodeling. In summary, E-T coupling, employing CaMKK2-CaMK1a-CREB pathways, can covert sustained [Ca^2+^]_i_ elevation into a selective pattern of gene transcription that can promote vascular remodeling.

### A Molecular Mechanism Underlying E-T Coupling in Vascular Myocytes.

In cardiac myocytes, accumulation of activated CaMK2δ in nuclear and perinuclear regions causes HDAC4 nuclear export and transcription of genes related to cardiac hypertrophy (8). In this tissue setting, Ca^2+^ is supplied to CaMK2δ by IP_3_-induced Ca^2+^ release through intranuclear IP_3_Rs, as well as CICR from the sarcoplasmic reticulum. In neurons, Ca^2+^ influx through Ca^2+^ channels in the plasma membrane activates specific downstream sensor molecules located close to the inner mouth of the channel pore. This then leads to the activation of transcription factors in the nucleus and gene induction for synaptic plasticity (6, 7). Ma et al. (22) reported that CaMK2γ_A_ transports Ca^2+^/CaM into the nucleus, resulting in CaMKK and CaMK4 activation. In addition, Cohen et al. (25) revealed that CaMK1γ, not CaMK2γ_A_, plays a similar role in parvalbumin-positive interneurons. In contrast, we find that CaMKK2/CaMK1a, but not CaMK2δ, CaMK2γ, or CaMK1γ, is responsible for E-T coupling in vascular myocytes. Thus, the molecular mechanisms found in vascular myocytes are quite different from those in cardiac myocytes and neurons.

More recently, Li et al. (36) found that in cortical neurons local Ca_v_1 activation following chronic inhibition of Na_v_ channels (>24 h) can induce translocation of CaMKK2 into the nucleus and CaMK4 activation, resulting in alternative splicing of BK channels. This has been termed “excitation-alternative splicing coupling,” and an increase in action potential duration was also observed. Our data also suggest a slight decrease in cell surface levels of CaMKK2 30 min after 60 mM K^+^ stimuli (Fig. 5*F*). The translocation of CaMKK2 may contribute to sustained activation of CaMK1 in the nucleus, resulting CREB phosphorylation and changes in gene transcription.

There is a possibility that direct protein-to-protein transfer of Ca^2+^/CaM from a protein entering the nucleus with bound Ca^2+^/CaM to a nuclear protein causes both CaMK1a activation and CREB phosphorylation, as reported in neurons (22, 25), even in the presence of the nuclear Ca^2+^ buffering protein, such as PV-NLS-GFP (Fig. 5 *J*–*L*). At this point we do not know to what extent Ca^2+^/CaM is involved in this process, and future experiments involving targeted expression of Ca^2+^/CaM binding peptides as described by Dedman and colleagues (37) may resolve this question.

The present study also revealed that cav1 promotes the formation of a Ca_v_1.2/CaMKK2/CaMK1a complex in caveolae and mediates their functional coupling in vascular myocytes (i.e., the direct activation of CaMKK2 and CaMK1a by Ca^2+^ influx through Ca_v_1.2 and phosphorylation of CaMK1a by CaMKK2). Cav1 binding motifs are well characterized (38). Notably, both CaMKK2 and CaMK1a contain canonical cav1-binding motifs (^381^YCFVFGGCPF^390^ and ^235^YEFPSPYW^242^, respectively), which is consistent with the predominant caveolar localization of these molecules. It is known that CaMK1a can phosphorylate CREB upon Ca^2+^/CaM binding and phosphorylation of Thr177 by CaMKK2 (23). Our data (Figs. 4 and 5) demonstrate that CaMK1a located within or very near caveolae is fully activated in response to a prolonged depolarizing stimulus, and then translocates into the nucleus, where it phosphorylates CREB. Cytosolic localization of CaMK1a depends on CRM1-mediated nuclear export, and is mediated through a nuclear export signal (^312^VVRHMRKLQL^321^) (39). On the other hand, translocation of CaMK1a into the nucleus depends on di-basic amino acid residues in the catalytic domain (^263^KR^264^) (39). Therefore, it is possible that Ca^2+^/CaM binding, as well as phosphorylation by CaMKK2, both result conformational changes. This may promote dissociation of CaMK1a from cav1 and trigger nuclear translocation by inhibiting CRM1-mediated nuclear export or perhaps by making the nuclear localization signal effective.

### Gene Induction in Vascular Myocytes Through E-T Coupling.

Although CREB is involved in myocyte migration (40), its roles in intact vessels and in vivo have not previously been identified. CREB is phosphorylated at Ser133 by not only CaMK but also PKA, RSK, and MSK (41), and then forms homo- or heterodimers that can bind to the CRE region on genomic DNA. This activates a wide range of genes (33). Although all CaMK isoforms can phosphorylate Ser133 of CREB, CaMK2 additionally phosphorylates Ser142 and this blocks the activation of CREB (42). These results provide a firm rationale for our finding that CaMK1a not CaMK2 phosphorylates CREB and induces gene expression in vascular myocytes.

Sustained depolarization stimuli can also up-regulate genes that promote migration of leukocytes and inflammation. CXCL1, CXCL2, CCL2, and CCL7 are chemokines that play critical roles in attracting monocytes and neutrophils. Their transcription is reported to be promoted by CREB (43, 44). CXCL1 and CCL2 are released from vascular myocytes and endothelial cells upon vascular injury (45) and mechanical stress (46, 47). Recently, it has been reported that CCL7 as well as CCL2 are produced by vascular myocytes and promote recruitment of leukocytes. This process contributes to destabilization of atherosclerotic lesions (48). Interleukin (IL)-6 is one of the major proinflammatory cytokines involved in vascular inflammatory diseases (49). Interestingly CREB-mediated signaling enhances IL-6 production (50). Adhesion molecules, such as E-selectin, P-selectin, and VCAM1, are important for leukocytes to bind to the vascular wall. P-selectin and VCAM1 are induced by vascular injury (45) and high-pressure loading (46) in vascular myocytes and endothelial cells. Importantly, up-regulation of P-selectin in vascular myocytes plays significant roles in hypoxia-induced pulmonary artery hypertension (51). Although *Vcam1* has been reported to be induced by CREB (43), it is unclear whether CREB is involved in transcription of *Sele* and *Selp*. In contrast, NF-κB is responsible to induction of *Sele* (52) and *Selp* (45), in addition to the other up-regulated genes in this study (46). In addition, NF-κB is activated by an increase in intraluminal pressure (46) and it then interacts with CREB to induce chemokine gene transcription (53). Therefore, both CREB and NF-κB may coordinate and control gene transcription in vascular wall. NFATc3 also shows intranuclear accumulation in response to increased intraluminal pressure. This occurs through both activation of the NO/PKG pathway and elevation of intracellular Ca^2+^ (54). Thus, increased intravascular pressure drives several E-T coupling pathways, and these may contribute to both physiological (maintenance of differentiated state) and pathophysiological (hypertension and vascular remodeling) responses.

Some of the depolarization-induced genes identified in this study are also expressed in endothelial cells, where depolarization as well as pressure loading could potentially influence signaling (55). However, we observed that endothelium removal did not modulate the gene induction patterns and pressure loading did not cause CREB phosphorylation in endothelial cells. Thus, it is likely that depolarizing or mechanical stimuli to arteries specifically initiate E-T coupling in vascular myocytes.

### The Significance of E-T Coupling in Vascular Remodeling.

Chemokines and adhesion molecules that are found in the inner wall of blood vessels are thought to be mainly produced by endothelial cells in response to various stimuli. These molecules are essential to promote the rolling and attachment of circulating leukocytes within intraluminal blood on the endothelium (56). This essential initiating theory is widely accepted in pathological conditions, such as atherosclerosis and neointimal formation by vascular injury. In contrast, macrophages are selectively recruited to adventitia (not the endothelium) in pressure-mediated remodeling situations (16–18). In this setting, increased pressure leads to “outward remodeling” and decreased pressure leads to “inward remodeling” (15, 16). In both cases, the migration of macrophages to the adventitia of blood vessels is an early important step for the progression of vascular remodeling. However, little is known concerning the cause of macrophage migration to the adventitia.

In the present study, data from ex vivo and in vivo models (Figs. 7 and 8 and *SI Appendix*, Fig. S8) demonstrate that maintained high pressure applied to mesenteric artery causes CREB phosphorylation in vascular myocytes, as well as macrophage accumulation in adventitia and significant medial remodeling. These important changes are induced by activation of the Ca_v_1.2/CaMKK2/CaMK1a axis. We suggest that high pressure can activate Ca_v_1.2 in vascular myocytes directly via membrane stretch (57) or indirectly by depolarization due to the activation of mechanosensitive cation channels, such as TRP (58) and Piezo1 (59), in vascular myocytes. It is also interesting to note that recent papers provide evidence for the presence/expression of the same chemokines and adhesion molecules that we detected in this study in vascular myocytes in response to a broad range of stimuli, including mechanical stress (46, 47), hypoxia (51), inflammation (60), and vascular injury (45). Thus, it is plausible that chemokines and adhesion molecules (derived from vascular myocytes) can indeed attract monocytes/macrophages from outside the vessels into the adventitia layer. Although the origin of the recruited macrophages was not addressed in this study, there are at least three possible sources. First, bone marrow-derived monocytes may infiltrate into the adventitia from the extravascular vessels due to the secretion of chemokines from vascular myocytes and subsequent differentiation into macrophages (61). Second, resident macrophages in adventitia, originally arising from embryonical or postnatal development, might proliferate or migrate to the pressurized artery (62). Third, macrophages pooled in the abdominal cavity may be drawn to the pressure-loaded tissue via the increased levels of localized chemokines (63). Further disease-specific studies are needed to address the origin of the macrophage population.

## Summary

Our results reveal components of the molecular mechanisms and signaling pathways that underlie E-T coupling in vascular smooth muscle. The common triggering signal is an increase in [Ca^2+^]_i_. This activates a spatially restricted enzyme cascade that results in transcription of genes related to chemotaxis and inflammation, and then induces macrophage migration and vascular remodeling (Fig. 9). This microdomain-mediated scheme also plays an important role in the vascular remodeling due to stress induced by pressure increments on the arterial wall.

## Materials and Methods

### Animals.

Wild-type (C57BL/6) and cav1-KO mice were obtained from Japan SLC and the Jackson Laboratory, respectively (5). All experiments were approved by the Ethics Committee of Nagoya City University (H30-P-1) and conducted in accordance with the Guide for the Care and Use of Laboratory Animals of the Japanese Pharmacological Society.

### Mesenteric Arterial Bed Preparation.

The mesenteric arterial beds were perfused with 5 mM K^+^ or 60 mM K^+^ Hanks solution using a smoothened needle inserted into the first branch of the mesenteric arteries (details in *SI Appendix*). The perfusion rate was maintained at a 0.15 mL/min to create physiological shear force (∼5 dyn/cm^2^) and to avoid endothelial cell activation using a peristaltic pump. In the present study, second- and third-order mesenteric arteries were used unless otherwise stated.

### Single-Cell Isolation and Unpassaged Culture.

Single mouse mesenteric artery myocytes were freshly isolated from second- and third-order mesenteric arteries (5). To obtain unpassaged primary vascular myocytes (29), myocytes were isolated from mouse aorta. Cells were then seeded on glass bottom dishes coated with 20 μg/mL laminin for 2 h and kept in an incubator at 37 °C with 5% CO_2_ for 5 to 7 d to expand semiconfluent. Then, medium was switched to DMEM with 0.5% FBS, 1× ITS (insulin, transferrin, and selenium) supplement and 200 μM L(+)-ascorbic acid sodium for an additional 2 to 3 d. siRNA or viral vectors were applied during this period (details in *SI Appendix*).

### Mesenteric Artery Ligation Model.

From three adjacent second-order mesenteric arteries, the first and third arteries were ligated at the distal end of the vessels using 8-0 nylon suture (16). This creates high pressure in the middle vessel. Control vessels were second-order mesenteric arteries obtained along the intestine, remote from the ligated vessels (details in *SI Appendix*).

### Transfection Using Virus Vectors.

Cav1 and CaMKK2 was labeled with mCherry or GGECO1.1 (30) at the N termini. These constructs and PV-NLS-GFP (32) were cloned into pAd/CMV/V5-DEST or BacMam pCMV-DEST vectors. Adenovirus was used for KI or overexpression experiments (Figs. 2*C*, 4*D*, and 5 *J*–*L*). On the other hand, baculovirus was utilized for TIRF imaging (Fig. 3) because of relatively low expression efficiency compared with adenovirus and high signal-to-noise ratio. Experiments were performed 48 to 72 h after infection (details in *SI Appendix*).

### TIRF Imaging.

Two-dimensional single-molecular imaging were done using a TIRF imaging system (Nikon) (5, 19). For colocalization analysis, two molecules were labeled with green or orange indicators, and corresponding fluorescence puncta having higher intensity than background levels were converted to binary images. Then, colocalized puncta were extracted by image arithmetic operations using NIS Elements software (Nikon). The ratio of the number of colocalized puncta to the total number of puncta was calculated. For GGECO imaging, fluorescence signals from GGECO1.1 are described as *F*/*F*_0_, where *F* is the sum fluorescence intensity within the regions of interest (ROI, 2 μm × 2 μm) in the TIRF area during measurements, and *F*_0_ is the baseline *F* value obtained as the average intensity of the ROI for 5 s before stimulation. GGECO1.1 puncta whose maximal increase in fluorescence intensity due to depolarization stimulus was higher than 5× SD of baseline values were accepted as positive GGECO1.1 puncta (details in *SI Appendix*).

### Confocal Imaging.

Confocal images were obtained using a laser-scanning confocal fluorescent microscope (A1R, Nikon). For P-CREB analysis, fluorescence signals from secondary antibodies binding to P-CREB primary antibodies and nuclear indicators (Hoechst or TO-PRO3) were converted into binary images. Next, fluorescence signals of nuclei colocalized with P-CREB signals were extracted by image arithmetic operations using the NIS Elements software. The ratio of the number of nuclei colocalized with P-CREB signals to the total number of nuclei was calculated. For each artery, three image sections (215 μm × 215 μm) were acquired and the calculated ratio values were averaged (details in *SI Appendix*).

### Ca^2+^ Imaging.

Intracellular Ca^2+^ imaging was performed using a confocal microscope (details in *SI Appendix*). When Ca^2+^ responses of myocytes transfected with PV-NLS-GFP were recorded, cells were loaded with 6.7 μM CaSiR/AM and Hoechst. ROIs corresponding to whole-cell regions and nuclei were created according to the fluorescence of CaSiR and Hoechst, respectively. The sum of CaSiR intensity and area corresponding to cytosol were calculated by subtracting these values of nuclei from those of whole-cell regions.

### Data Notation and Statistical Analysis.

Pooled data are shown as the mean ± SEM. The significance of differences between two groups was evaluated using the two-tailed *t* test after the application of the *F* test. Data from more than two groups were compared using one-way or two-way ANOVA followed by Tukey or Dunnett tests. In all cases, *P* < 0.05 was considered to be significant. All data were obtained from at least three independent experiments.

All details of immunostaining, ELISA, histological analysis, siRNA knockdown, real-time qPCR, RNA-seq analysis, in situ PLA, and drugs are provided in *SI Appendix*. Details are also provided of sources and reference numbers for reagents, recombinant DNA, and oligonucleotides necessary for replication in *SI Appendix*.

## Supplementary Material

Supplementary File

## Data Availability

The RNA-seq data reported in this paper have been deposited in the Gene Expression Omnibus (GEO) database, https://www.ncbi.nlm.nih.gov/geo (accession no. GSE183588). All other study data are included in the main text and *SI Appendix*.

# Supplementary material for: A molecular complex of Cav1.2/CaMKK2/CaMK1a in caveolae is responsible for vascular remodeling via excitation–transcription coupling
**Source:** Proc Natl Acad Sci U S A. 2022 Apr 11;119(16):e2117435119. doi: 10.1073/pnas.2117435119
**Supplement:** Supplementary File

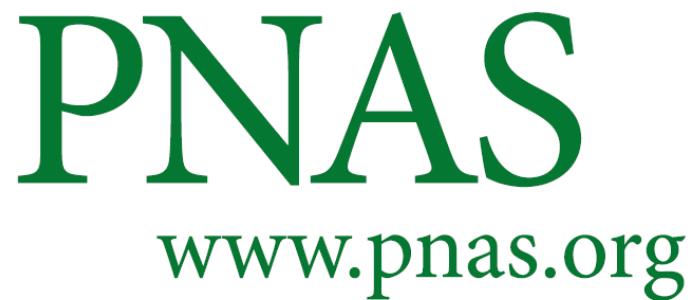

### **Supplementary Information for**

**A molecular complex of Ca<sub>v</sub>1.2/CaMKK2/CaMK1a in caveolae is responsible for vascular remodeling via excitation-transcription coupling**

Yoshiaki Suzuki\*, Takumi Ozawa, Tomo Kurata, Nanami Nakajima, Gerald W. Zamponi, Wayne R. Giles, Yuji Imaizumi and Hisao Yamamura\*.

\*Yoshiaki Suzuki and Hisao Yamamura.

#### **This PDF file includes:**

Supplementary Text  
Figures S1 to S9  
Tables S1 to S2

## Supplementary Information Text

### Materials and Methods

#### **Animals**

Wild type (C57BL/6) and cav1-KO mice (8-12 weeks, male) were obtained from Japan SLC and Jackson Labs, respectively (1). All experiments were approved by the Ethics Committee of Nagoya City University (H30-P-1) and conducted in accordance with the Guide for the Care and Use of Laboratory Animals of the Japanese Pharmacological Society.

#### **Mesenteric arterial bed preparation.**

The mesenteric arterial bed was removed from the intestine after banding distal arterioles. It was placed in ice cold  $\text{Ca}^{2+}/\text{Mg}^{2+}$ -free Hanks solution: (mM) 137 NaCl, 5.4 KCl, 0.39  $\text{Na}_2\text{HPO}_4$ , 0.44  $\text{KH}_2\text{PO}_4$ , 4.2  $\text{NaHCO}_3$ , and 5.6 glucose and a smoothened needle (0.6 mm in diameter) was inserted into the first branch of the mesenteric arteries. The perfusion rate was maintained at a 0.15 ml/min to create physiological shear force ( $\sim 5 \text{ dyn/cm}^2$ ) and to avoid endothelial cell activation using a peristaltic pump (MP-3B, TOKYO RIKAKIKAI). The mesenteric arterial bed preparation was perfused with  $\text{Ca}^{2+}/\text{Mg}^{2+}$ -free Hanks solution to remove blood for 15 min and then switched to standard Hanks solution additionally containing 2.2 mM  $\text{CaCl}_2$  and 1.2 mM  $\text{MgCl}_2$  with or without drugs. The tissue was then transferred to a dish containing the same solution and was incubated without perfusion for an additional 45 min at  $37^\circ\text{C}$ . The first order of mesenteric arteries was ligated at center and the distal side of the arteries were harvested for a 5 mM  $\text{K}^+$  control. Remaining tissue connected to the needle was attached to the peristaltic pump and perfused with 60 mM  $\text{K}^+$  Hanks solution containing 82 mM NaCl and 60 mM KCl for 30 to 60 min. 

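By this description, control tissue came from the distal side of the ligated arteries and was harvested before the remaining tissue was perfused with 60 mM K+. The arteries of the control and depolarized libraries would then differ in their segment and in their time in solution as well as in K+. The main text describes both groups as perfused for the same time, and the sample labels give 60 min for both. The sources used here do not say which description holds for the sequenced arteries.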

In experiments in which the endothelium was removed, arteries were perfused with 0.2% sodium deoxycholate dissolved in ice cold PBS for 120 sec (34). Endothelial removal was confirmed by (i) confocal imaging, (ii) qPCR analysis of the endothelium marker, von Willebrand factor (vWF), and (iii) pressure recording. Harvested tissues were immersed in or perfused with ice cold PBS with 4% paraformaldehyde (PFA) for immunostaining. In the case of RNA or protein extraction, tissues were flash-frozen with liquid  $\text{N}_2$  after removal of connective tissues. High (80 mmHg) or low (40 mmHg) pressure was loaded to mesenteric arteries by adjusting the flow speed using a peristaltic pump (2). Perfusion pressure was monitored using a pressure-displacement transducer (Baxter) connected to a needle. All solutions contained 100 nM tetrodotoxin (LATOXAN) to avoid the activation of autonomic nerves by 60 mM  $\text{K}^+$  solution. In the present study, second and third-order mesenteric arteries were used unless otherwise stated.

#### **Single cell isolation and unpassaged culture**

To isolate single mouse mesenteric artery myocytes (1), second and third-order mesenteric arteries were incubated in  $\text{Ca}^{2+}/\text{Mg}^{2+}$ -free Hanks solution containing 0.4% collagenase and 0.1% papain (MilliporeSigma) at  $37^\circ\text{C}$  for 40 min. After the incubation, tissues were washed in ice cold  $\text{Ca}^{2+}/\text{Mg}^{2+}$ -free Hanks solution and treated by gentle agitation with a glass pipette. For unpassaged cultured mouse aorta myocytes (3), mouse aortas were dissected out and placed in ice-cold DMEM containing 1 $\times$ penicillin/streptomycin/amphotericin B. Connective tissue was removed in sterile PBS and incubated in a DMEM solution containing 0.2% collagenase at  $37^\circ\text{C}$  for 45 minutes. Then the adventitia was removed in PBS and transferred to a DMEM solution containing 0.2% collagenase and 0.2% papain at  $37^\circ\text{C}$  for 60 min to disperse myocytes. Before starting the incubation, the tissue was cut into 2-5 mm segments. The digested tissue was then centrifuged for 5 minutes at 3,000 rpm and the solution was replaced with fresh DMEM solution containing 10% FBS (Gibco). The pellet was gently resuspended, which resulted in dispersion of individual arterial myocytes. Cells were then seeded on glass bottom dishes (Matsunami) coated with 20  $\mu\text{g/mL}$  laminin (MilliporeSigma) for 2 hours and kept in an incubator at  $37^\circ\text{C}$  with 5%  $\text{CO}_2$  for 5-7 days to expand semi-confluent. Then, medium was switched to DMEM with 0.5% FBS, 1 $\times$ ITS (insulin, transferrin and selenium) supplement and 200  $\mu\text{M}$  L(+)-ascorbic acid sodium for additive 2-3 days. siRNA or viral vectors were applied during this period. For experiments, cells were incubated with standard (5 mM  $\text{K}^+$ ) HEPES-buffered solution: (mM) 137 NaCl, 5.9 KCl, 2.2  $\text{CaCl}_2$ , 1.2  $\text{MgCl}_2$ , 14 glucose, and 10 HEPES or 60 mM  $\text{K}^+$  HEPES-buffered solution: (mM) 83 NaCl, 60 KCl, 2.2  $\text{CaCl}_2$ , 1.2  $\text{MgCl}_2$ , 14 glucose, and 10 HEPES. When the smooth muscle myocytes were stimulated with BayK8644,  $\text{CaCl}_2$  concentration was 20 mM and NaCl concentration was reduced to 105 mM (4). The pH was adjusted to 7.4 with NaOH.

#### **Mesenteric artery ligation model**

WT and cav1-KO mice (male or female, 12 weeks) were anesthetized by chloral hydrate. From three adjacent second-order mesenteric arteries, the first and third arteries were ligated at the distal end of the vessels using 8-0

nylon suture (Natsume Seisakusho) (5). This creates high pressure in the middle vessel. Control vessels were second-order mesenteric arteries obtained along the intestine, remote from the ligated vessels. The mesenteric artery was isolated 2d, 7d or 14 d after surgery. To evaluate the effects of STO609 in vivo, mice were treated with STO609 (1 mg/kg) intraperitoneally on the day of surgery (at least 2 hours before surgery) and then three times per week. STO609 was dissolved in DMSO at 10 mg/mL and stored at -20°C until usage. This stock solution was diluted to 0.2 mg/mL with sterile PBS. A PBS solution containing 2% DMSO was used as a vehicle control.

### ***Immunostaining***

Mesenteric arteries, freshly isolated and primary vascular myocytes were fixed with 4% PFA in PBS. These were treated with 0.2% Triton X-100, 3% bovine serum albumin (BSA, MilliporeSigma), and anti-Phospho-CREB (Ser133) rabbit monoclonal antibody (1:300, 87G3, CST), anti-CaMKI (phospho T177) rabbit antibody (1:300, ab62215, Abcam), anti-CaMKK2 rabbit antibody (1:200, GTX115950, GeneTex), anti-CaMKK2 mouse antibody (1:200, 6/CaM Kinase, 610544, BD Biosciences), anti-cav1 rabbit antibody (1:1000, C4490, MilliporeSigma), anti-cav1 mouse antibody (4H132, SantaCruz), anti-cav3 rabbit antibody (1:500, GTX109650, GeneTex), anti-Cav1.2 mouse monoclonal antibody (1:200, N263/31, NeuroMab) or anti-smooth muscle actin (SMA) mouse monoclonal antibody (1:1000, 1A4, CST) at 4°C for 12 h. After washing repeatedly, the preparations were treated with Alexa 488-, Alexa 594- or Alexa 647-conjugated secondary antibodies (1:500, Molecular Probes) at room temperature for 1 h. In some experiments, cav1 antibody conjugated with HiLyte Fluor 555 (Dojindo) was used for dual staining with another rabbit antibodies. For detection of macrophages, PE conjugated anti F4/80 antibody (1:100, REA126, Miltenyi Biotec) was utilized. Nuclei were stained with TO-PRO3 (1:500, Thermo Fisher Scientific) or Hoechst (1:500, Thermo Fisher Scientific) at room temperature for 30 min. The mesenteric artery was mounted on coverslips (Matsunami) using Dako fluorescence mounting medium (Agilent Technologies). Fluorescently labeled samples were observed using a confocal or TIRF imaging system.

### ***ELISA***

The P-CREB levels in arteries were quantified using ELISA. Two types of ELISA detecting (i) phosphorylated CREB at S133 (KHO0241, Thermo Fisher Scientific) and (ii) total CREB (KHO0231, Thermo Fisher Scientific) were performed using arterial lysates according to protocols provided by the company. Second and third-order mesenteric arteries were flash-frozen in liquid N<sub>2</sub>. The frozen samples were pulverized and proteins were extracted using a cell lysis buffer (100 µL) containing 10 mM Tris, pH 7.4, 100 mM NaCl, 1 mM EDTA, 1 mM EGTA, 1 mM NaF, 20 mM Na<sub>4</sub>P<sub>2</sub>O<sub>7</sub>, 2 mM Na<sub>3</sub>VO<sub>4</sub>, 1% Triton X-100, 10% glycerol, 0.1% SDS, 0.5% deoxycholate (Thermo Fisher Scientific). Protease inhibitor cocktail (MilliporeSigma) and 1 mM PMSF (TCl) were added just prior to experiments. The lysates were sonicated briefly and centrifuged to remove debris. The supernatant was diluted to 1:20 and subjected to ELISA. Both phosphorylated and total CREB amounts of each sample were calculated from standard curves, and the relative P-CREB level to total CREB of each sample was obtained.

### ***Histological analysis***

Isolated arteries were fixed in 4% PFA, embedded in paraffin, and cut into 5-µm thick sections for routine hematoxylin-eosin (HE) staining (Biopathology Institute). Medial thickness was measured at 4 different points and averaged per sample. Image analysis was performed using NIS Elements (Nikon).

### ***Transfection using virus vectors***

Cav1 (NM\_001753) and CaMKK2 (XM\_006530233) was labeled with mCherry or GGECO1.1 (Addgene plasmids #32445) at the N termini. pCMV-PV-NLS-GFP was obtained from Addgene (#17300). These constructs were cloned into pENTR1A and obtained pAd/CMV/V5-DEST or BacMam pCMV-DEST vectors using Gateway system (Thermo Fisher Scientific). Adenovirus and baculovirus vector were harvested from 293A and Sf9 cells after introducing linearized pAd/CMV/V5-DEST and bacmid, respectively. Adenovirus was used for knock-in or overexpression experiments (Fig. 2C, 4D and 5J-L). On the other hand, baculovirus was utilized for TIRF imaging (Fig. 3) because of relatively low expression efficiency compared with adenovirus and high signal to noise ratio. Primary vascular myocytes at semiconfluent condition were infected for 12 hours and then washed. Experiments were performed 48-72 hours after infection.

### ***siRNA knockdown.***

Genes were knocked down using specific siRNA (NIPPON GENE). Cells were transfected with siRNA using Lipofectamine RNAiMAX Reagent (Thermo Fisher Scientific). Two siRNA (#1 and #2, 100 nM each) targeting different regions of the same gene were simultaneously transfected. Negative control siRNA was also purchased

from NIPPON GENE. All experiments were performed between 48 h and 72 h after siRNA treatment. The sequence of gene specific siRNA was as follows. siCaMKK2 #1: GGAUUGUGGUGCCUGAAAU, siCaMKK2 #2: GCGACGCCUUGCUGUCUAA, siCaMK1a #1: GAACGAGAUUGCCGUCUUA and siCaMK1a #2: CCCACCCUUUAUGAUGAA.

### **Real-time qPCR.**

Total RNA extraction, reverse transcription and real-time quantitative PCR were carried out as previously reported (6). The sequence of primers was listed in Table S2. For normalization of gene expression among each samples, *Ppia* and *Hprt* were utilized as endogenous housekeeping genes because these expression was similar between 5 mM and 60 mM K<sup>+</sup> conditions. Averaged Cq value of these genes was used for calculation.

### **RNA sequence analysis**

RNA was extracted from samples using TRIzol and PureLink RNA spin columns (Thermo Fisher Scientific). Genomic DNA was digested using TURBO™ DNase (Thermo Fisher Scientific). Conventional RNA-Seq was performed by Novogene. The RNA-seq reads were aligned with the mouse reference genome mm9 using TopHat2 software. Prior to differential gene expression analysis, the read counts were adjusted for each sequenced library by edgeR program package through one scaling normalized factor. 

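From the deposited counts, edgeR's TMM factor was 1.08 for the 5 mM K+ library and 0.930 for the 60 mM K+ library. Multiplied by the library totals, these gave effective library sizes of 11266853 and 10502077 reads, so that the larger library had the smaller effective size. After this scaling, the median log2(fold-change) of the 14829 genes with at least 10 reads in both libraries together was -0.0047. With total counts alone it was -0.21. After TMM scaling, genes with at least 500 reads, a limit chosen after the values were seen, had a median of 0.0816. The median therefore differed with read number. The deposited FPKM values were scaled by total counts.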

Differential expression analysis of two conditions was performed using the DEGSeq R package. The P values were adjusted using the Benjamini & Hochberg methods. Corrected qvalue of 0.005 and  $|\log_2(\text{Fold Change})|$  of 1 were set as the threshold for significantly differential expression.

### **TIRF imaging**

Two-dimensional single-molecular imaging were done using a TIRF imaging system (Nikon), which consists of a fluorescent microscope (Ti2; Nikon), objective lens (CFI Plan Apo TIRF 60× or 100×; Nikon), EM-CCD camera (C9100-12; Hamamatsu Photonics), and NIS Elements software (Nikon) (1, 6). For co-localization analysis, two molecules were labeled with green or orange indicators, and corresponding fluorescence puncta having higher intensity than background levels were converted to binary images. Then, co-localized puncta were extracted by image arithmetic operations using the NIS Elements software. The ratio of the number of co-localized puncta to the total number of puncta was calculated. For GGECO imaging, fluorescence signals from GGECO1.1 are described as  $F/F_0$ , where F is the sum fluorescence intensity within the regions of interest (ROI, 2 μm square) in the TIRF area during measurements, and  $F_0$  is the baseline F value obtained as the average intensity of the ROI for 5 sec before stimulation. GGECO1.1 puncta whose maximal increase in fluorescence intensity due to depolarization stimulus was higher than 5×SD of baseline values were accepted as positive GGECO1.1 puncta. Images were collected at an interval of 800 msec for two color imaging, i.e. GG-CaMKK2 and mCh-cav1 or 100 msec for single color imaging, i.e. GG-CaMKK2 only. Immunolabeling images were collected by exposure for 100 msec. The resolution of images was 270 or 160 nm per pixel (x – y) and less than 200 nm (z). All experiments were performed at room temperature.

### **Confocal imaging**

Confocal images were obtained using a laser scanning confocal fluorescent microscope (A1R, Nikon) equipped with a fluorescent unit (ECLIPSE Ti), objective lens (Plan Apo 60× or 20×), and NIS Elements software (Nikon). For P-CREB analysis, fluorescence signals from secondary antibodies binding to P-CREB primary antibodies and nuclear indicators (Hoechst or TO-PRO3) were converted into binary images. Next, fluorescence signals of nuclei co-localized with P-CREB signals were extracted by image arithmetic operations using the NIS Elements software. The ratio of the number of nuclei co-localized with P-CREB signals to the total number of nuclei was calculated. For each artery, three image sections (215 μm×215 μm) were acquired and the calculated ratio values were averaged.

### **Ca<sup>2+</sup> imaging**

Intracellular Ca<sup>2+</sup> imaging was performed using a confocal microscope. For monitoring [Ca<sup>2+</sup>]<sub>i</sub>, mesenteric artery myocytes were incubated with 10 μM Fluo-4/AM for 20 min at room temperature. The excitation and emission wavelength were 488 nm and 500-530 nm, respectively. When the amplitude of [Ca<sup>2+</sup>]<sub>i</sub> elevation in primary vascular myocytes of WT and cav1-KO cells were recorded, cells were loaded with 10 μM Fluo-4/AM and 10 μM Fura Red/AM for 30 min to perform ratio metric measurement. These indicators were excited at 488 nm and emission was collected at 500-530 nm (Fluo-4) and 662-737 nm (Fura-Red).  $F_{\text{ratio}}$  was calculated by dividing fluorescence intensity of Fluo-4 by that of Fura-Red. When Ca<sup>2+</sup> responses of myocytes transfected with PV-NLS-GFP were recorded, cells were loaded with 6.7 μM CaSiR/AM (Goryo Chemical) and Hoechst. These indicators were excited at 640 and 405 nm and emission was collected at 662-737 nm (CaSiR) and 425-475 nm (Hoechst). ROIs

corresponding to whole cell regions and nuclei were created according to the fluorescence of CaSiR and Hoechst, respectively. The sum of CaSiR intensity and area corresponding to cytosol were calculated by subtracting these values of nuclei from those of whole cell regions.

### ***In situ PLA***

To clarify whether cav1/Cav1.2/CaMKK2/CaMK1a co-localizes within 40 nm in arterial myocytes, a PLA was performed using a PLA kit (Duolink, MilliporeSigma) (6). Myocytes were fixed with 4% paraformaldehyde in PBS and treated with 0.2% Triton X-100. Cells were then labeled with primary antibodies mentioned above at 4°C for 12 h. After washing repeatedly, cells were incubated in a humidified chamber at 37°C for 1 h with secondary anti-mouse PLUS and anti-rabbit MINUS PLA probes and then washed in Duolink Wash Buffer A. The preparations were incubated in ligase solution at 37°C for 30 min in a humidifier chamber and then washed repeatedly in Wash Buffer A. Samples were incubated in Amplification Polymerase solution at 37°C for 100 min in a humidifier chamber and then washed repeatedly in Duolink Wash Buffer B. Fluorescence images were observed using a confocal imaging system. When two PLAs probes were within 40 nm, positive signals (green puncta) were generated. The excitation of fluorescent puncta was illuminated at 488 nm. Negative control experiments were performed using myocytes treated with either of antibodies. PLA puncta were extracted by binary image processing and the relative area of these puncta to the whole cell area was calculated.

### ***Data notation and statistical analysis***

Pooled data are shown as the mean  $\pm$  SEM. The significance of differences between two groups was evaluated using the two-tailed t test after the application of the F test. Data from more than two groups were compared using one-way or two-way analysis of variance (ANOVA) followed by Tukey or Dunnett tests. In all cases, p values <0.05 were considered to be significant. All data were obtained from at least three independent experiments.

### ***Drugs***

Drugs were purchased from FUJIFILM Wako Pure Chemical except for BayK8644 and nicardipine (MilliporeSigma), EGTA-AM (Setareh), BAPTA-AM and HEPES (Dojindo), KN93 and M $\beta$ CD (TCI), and STO609 (Cayman). All hydrophobic compounds were dissolved in dimethyl sulfoxide (DMSO) at a concentration of 10-30 mM as a stock solution.

### ***Data Availability.***

The datasets generated in this study are available at <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE183588>

## Supplementary Figures

**A**

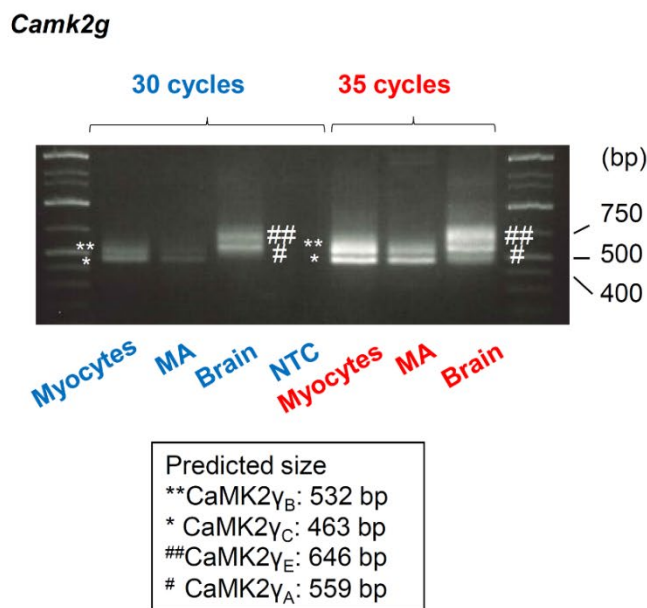

**B**

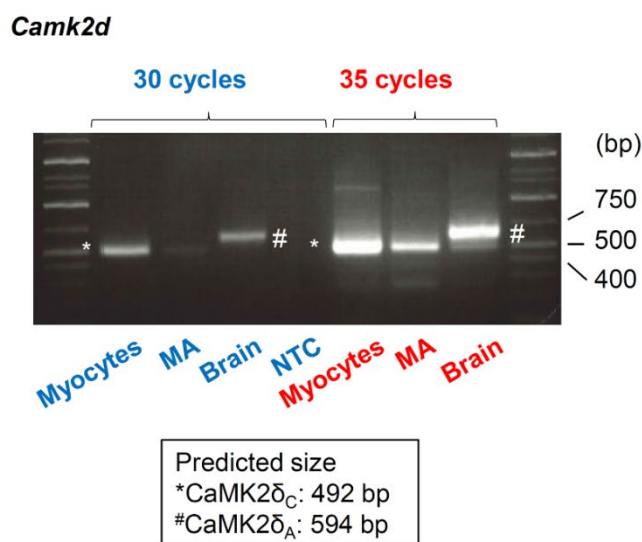

**Fig. S1. Expression profiles of CaMK family genes in mesenteric artery and primary vascular myocytes.** (A and B) Splice variants of CaMK2 $\gamma$  (*Camk2g*, A) and CaMK2 $\delta$  (*Camk2d*, B) in primary vascular myocytes, mesenteric artery (MA), and brain were identified using reverse-transcription PCR analysis. Negative control data was obtained by adding water instead of cDNA (non-template control, NTC). In both Panel (A) and (B), predicted band size for each splice variant is indicated within the box below. Representative photos from three independent experiments are shown.

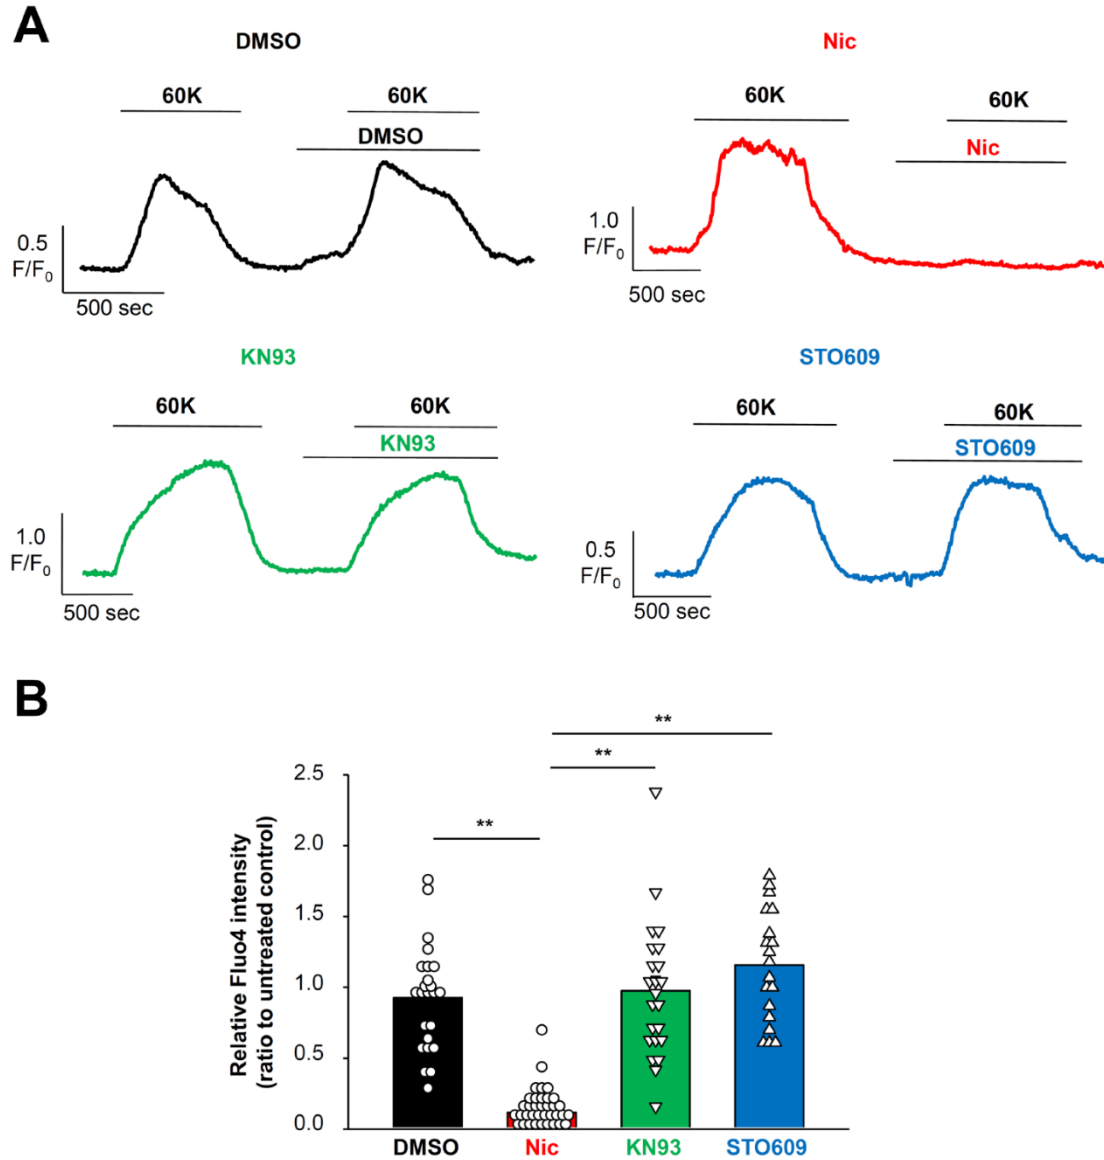

**Fig. S2. Effects of CaMK inhibitors on 60 mM K<sup>+</sup> superfusate-induced [Ca<sup>2+</sup>]<sub>i</sub> elevation by Ca<sup>2+</sup> influx through voltage-dependent Ca<sup>2+</sup> channels in mesenteric artery myocytes.**

**(A)** Traces of fluorescence signals from Fluo-4/AM in mesenteric artery myocytes. Myocytes were stimulated by 60 mM K<sup>+</sup> solution twice, and drugs were applied at the second 60 mM K<sup>+</sup> stimulation. **(B)** Relative Fluo-4 intensity normalized to untreated control (the first 60 mM K<sup>+</sup> stimulation). Data were obtained from 19-43 cells from three independent experiments. Statistical analysis was performed using one-way ANOVA followed by Tukey test (\*\*p<0.01).

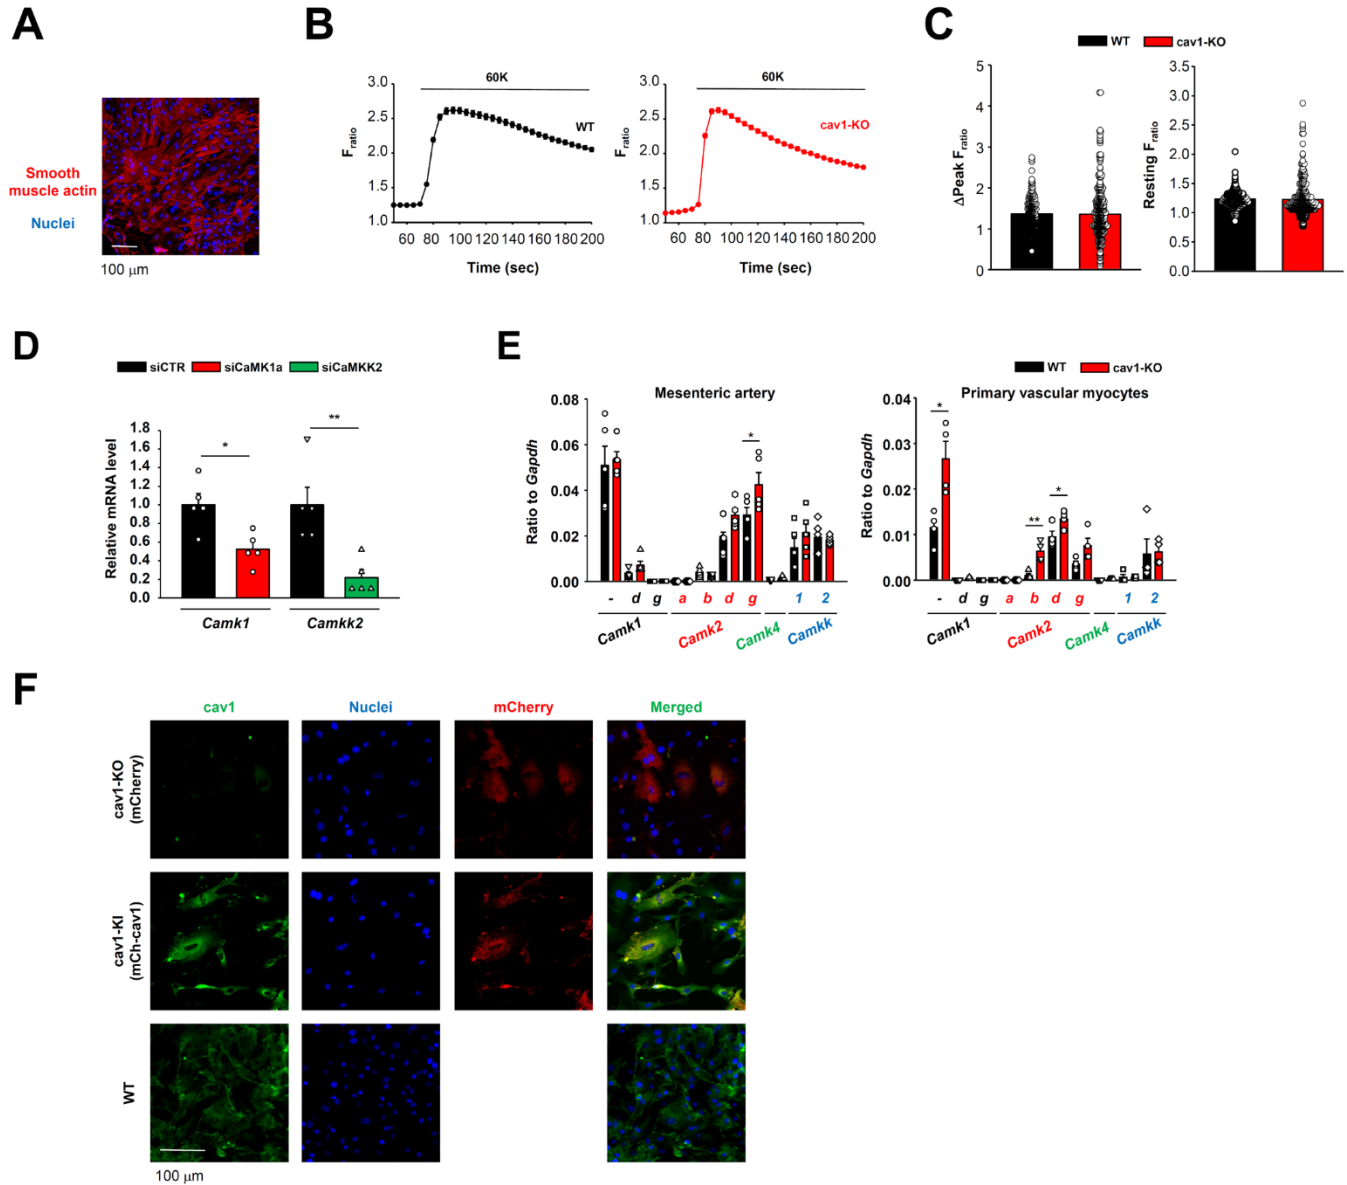

**Fig. S3. Illustration and validation of essential features of unpassaged primary vascular myocytes.**

(A) Unpassaged primary vascular myocytes were stained with anti-smooth muscle actin antibody. Nuclei were stained with Hoechst. Representative pictures from three independent experiments are shown. (B) Traces of mean and standard error of fluorescence ratio ( $F_{ratio}$ , Fluo-4/Fura-Red) in primary vascular myocytes from WT and cav1-KO mice are shown (297 and 423 cells from WT and cav1-KO mice). (C) Peak amplitude of  $F_{ratio}$  (left) and resting  $F_{ratio}$  (right) are compared between vascular myocytes from WT and cav1-KO mice. Data were obtained from 297 (WT) and 423 (cav1-KO) cells from four sections (635  $\mu$ m $\times$ 635  $\mu$ m). (D) Knockdown efficiency by siRNA was confirmed by qPCR. Data were obtained from five independent primary (unpassaged) cultures per group. (E) mRNA levels of CaMK family genes in mesenteric artery (left) and primary vascular myocytes (right) are compared between WT and cav1-KO mice. Data were obtained from five mice (mesenteric artery) and four independent unpassaged cultures (primary vascular myocytes). (F) The cav1 expression (green) in cav1-KO myocytes expressing mCherry (cav1-KO, upper) or mCh-cav1 (cav1-KI, middle) or in WT myocytes (WT, bottom). Nuclei and mCherry are shown in blue and red, respectively. Representative pictures from three independent experiments are shown. Statistical analysis was performed using two-tailed t test (\* $p$ <0.05, \*\* $p$ <0.01).

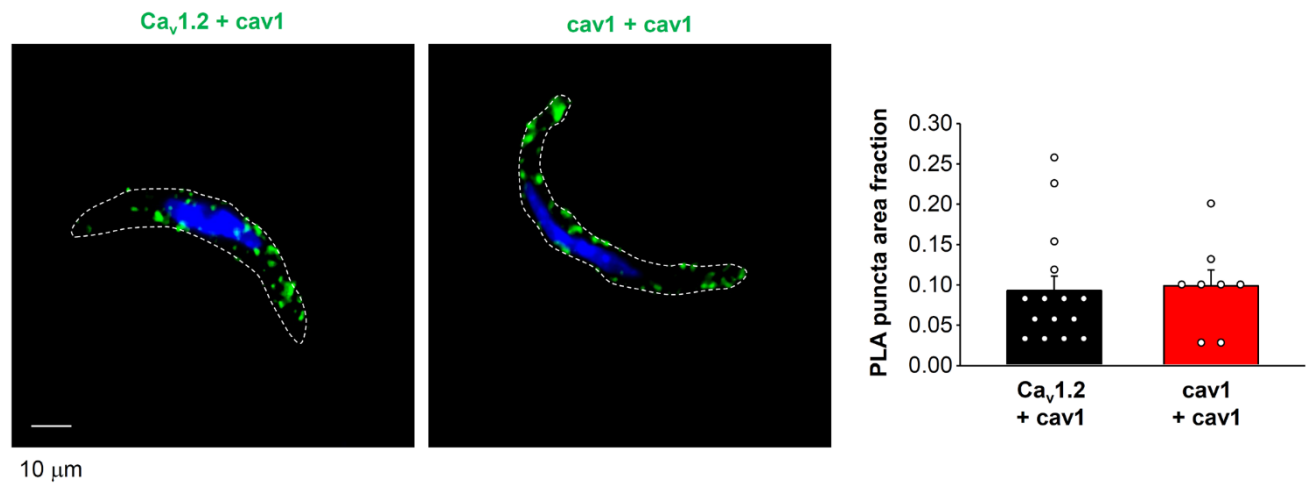

**Fig. S4.  $\text{Ca}_v1.2$  is coupled to cav1 in mesenteric artery myocytes.**

PLA was performed to obtain evidence for direct coupling of  $\text{Ca}_v1.2$  with cav1 in mesenteric artery myocytes (15 cells). Cav1 was labeled with two different antibodies from mouse and rabbit and then subjected to PLA to obtain positive control data (8 cells).

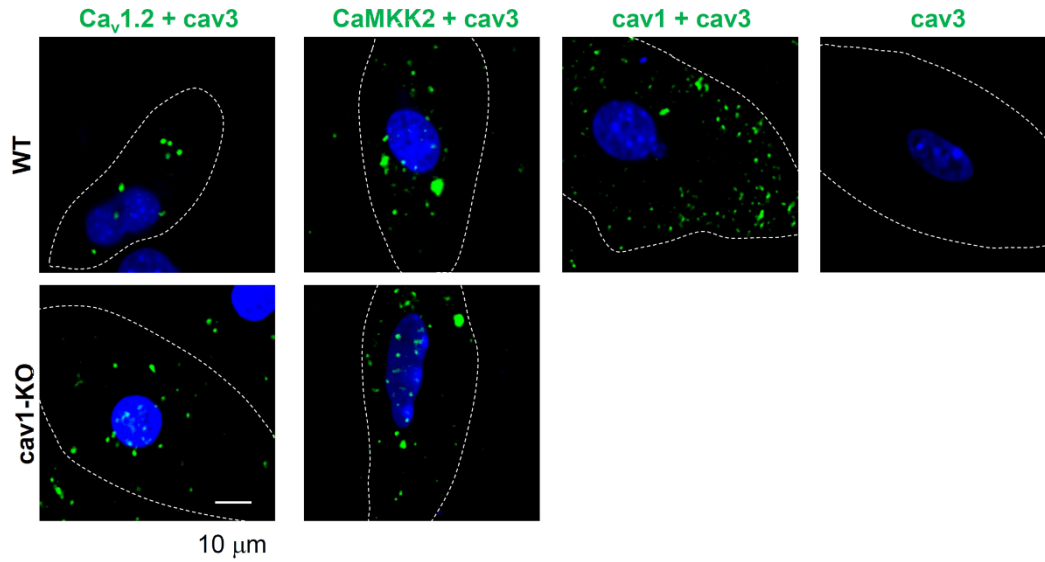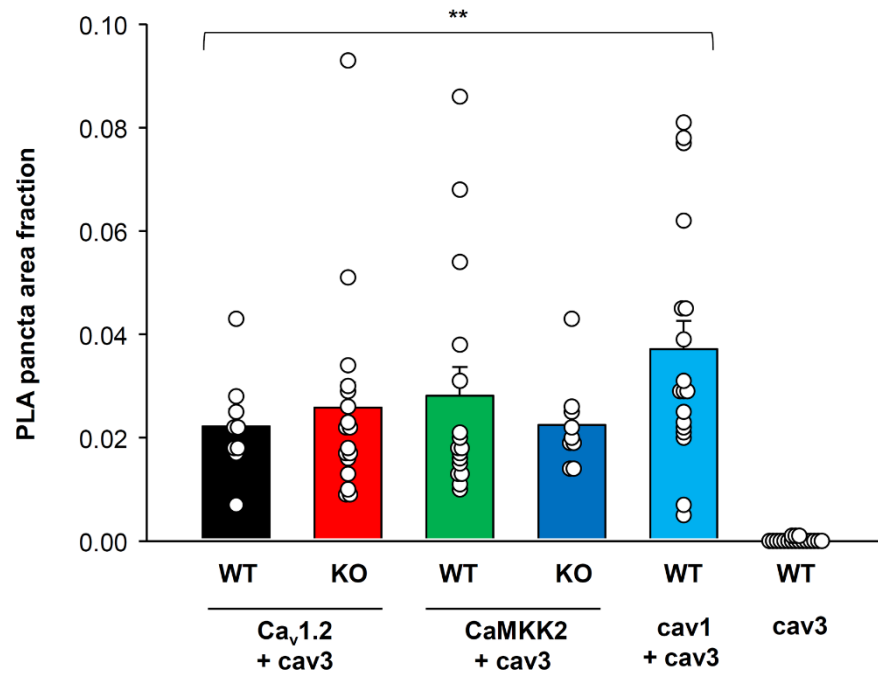

**Fig. S5. Ca<sub>v</sub>1.2 and CaMKK2 are coupled with cav3 in primary vascular myocytes from WT and cav1-KO mice.**

PLA was performed to seek evidence for direct coupling of cav3 with Ca<sub>v</sub>1.2 and CaMKK2 in primary myocytes. WT cells labeled with only the cav3 antibody were used for a negative control. Each data set was obtained from 9-18 cells. Statistical analysis was performed using one-way ANOVA followed by Tukey test (\*\*p<0.01 vs. WT cav3).

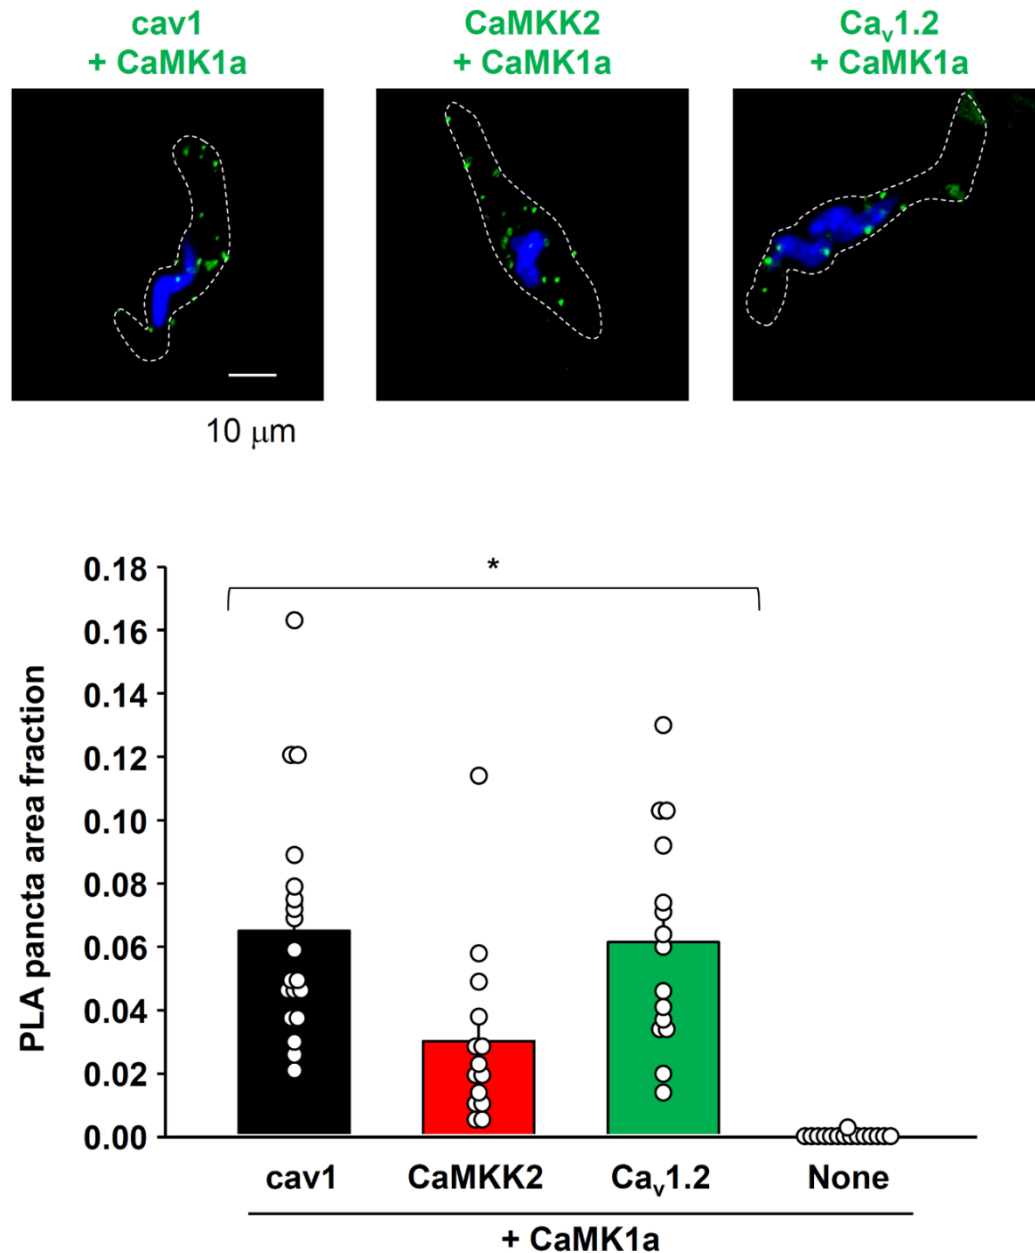

**Fig. S6. CaMK1a is coupled with cav1, CaMKK2 and Ca<sub>v</sub>1.2 in mesenteric artery myocytes.**

PLA was performed to seek evidence for direct coupling of CaMK1a with cav1, CaMKK2 and Ca<sub>v</sub>1.2 in mesenteric artery myocytes from WT mice. To obtain negative control data, myocytes were treated only with the anti-CaMK1a antibody and then subjected to PLA. Each data set was obtained from 14-19 cells. Statistical analysis was performed using one-way ANOVA followed by Dunnett test (\* $p < 0.05$  vs. CaMK1a).

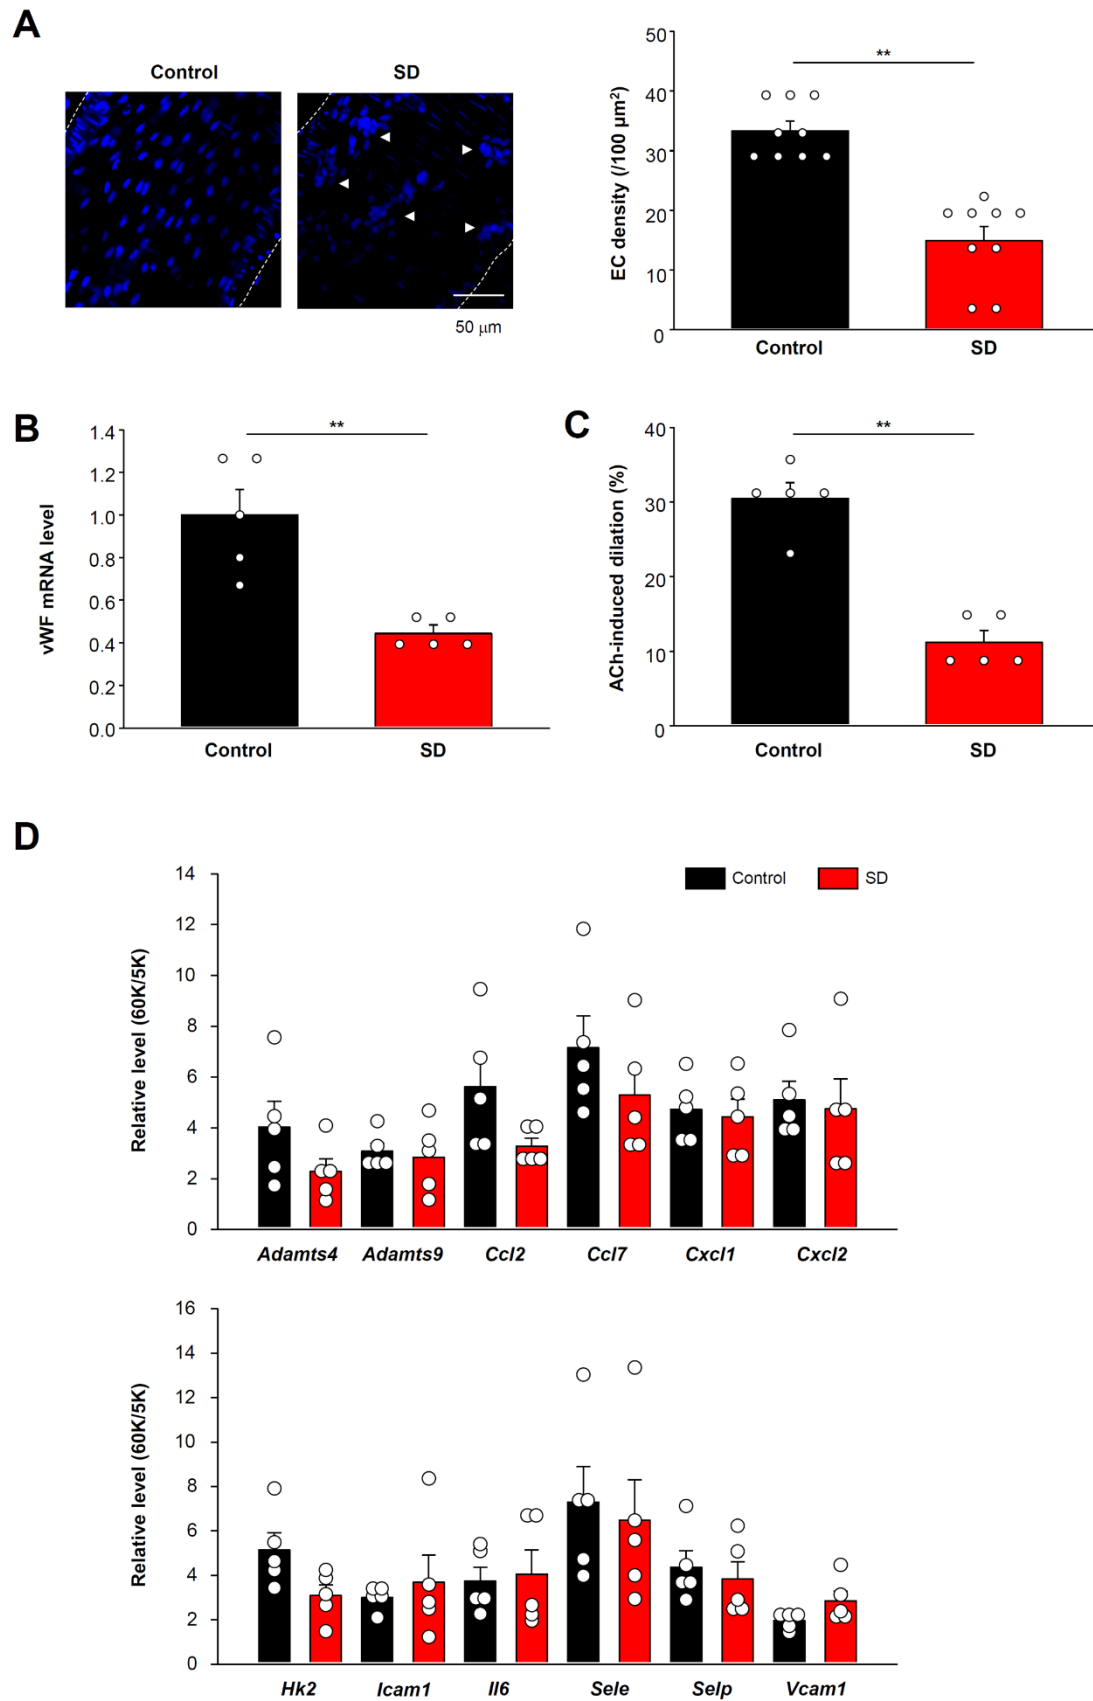

**Fig. S7. Endothelium-denuded mesenteric arteries can exhibit depolarization-induced gene transcription very similar to the pattern obtained in intact arteries.**

Endothelium of mesenteric artery beds were removed by perfusing 0.2% sodium deoxycholate (SD) dissolved in ice cold PBS for 120 sec. **(A)** Confocal images of endothelial layers were obtained from control (treated with PBS) and SD groups (9 arteries from 3 mice per group). Vessels were stained with Hoechst (left). The density of endothelial cells (ECs) is compared (right). Note that the number of ECs was reduced, and ECs exhibited morphologic abnormality i.e. round, not elliptic, shape (indicated by arrowheads), and these ECs often aggregated in the SD group. For each artery, three image sections ( $215\ \mu\text{m} \times 215\ \mu\text{m}$ ) were acquired and the calculated EC density values were averaged. **(B)** The gene expression of an endothelium marker, Von Willebrand Factor (VWF) was compared by qPCR. Data were obtained from 5 mice per group. **(C)** Acetylcholine (ACh)-induced vasodilation was recorded in before (Control) and after SD treatment. Vasocontraction was induced by 30 mM  $\text{K}^+$  Hanks solution and then arterial beds were dilated by 1  $\mu\text{M}$  ACh. ACh-induced vasodilation (%) was estimated from ACh-induced reversal of KCl-mediated vasocontraction. Data were obtained from 5 mice. **(D)** Gene transcription after depolarizing stimulus for 1 hour was confirmed by qPCR. Data were obtained 5 mice per group. Statistical analysis was performed using two-tailed t test (\*\* $p < 0.01$ ).

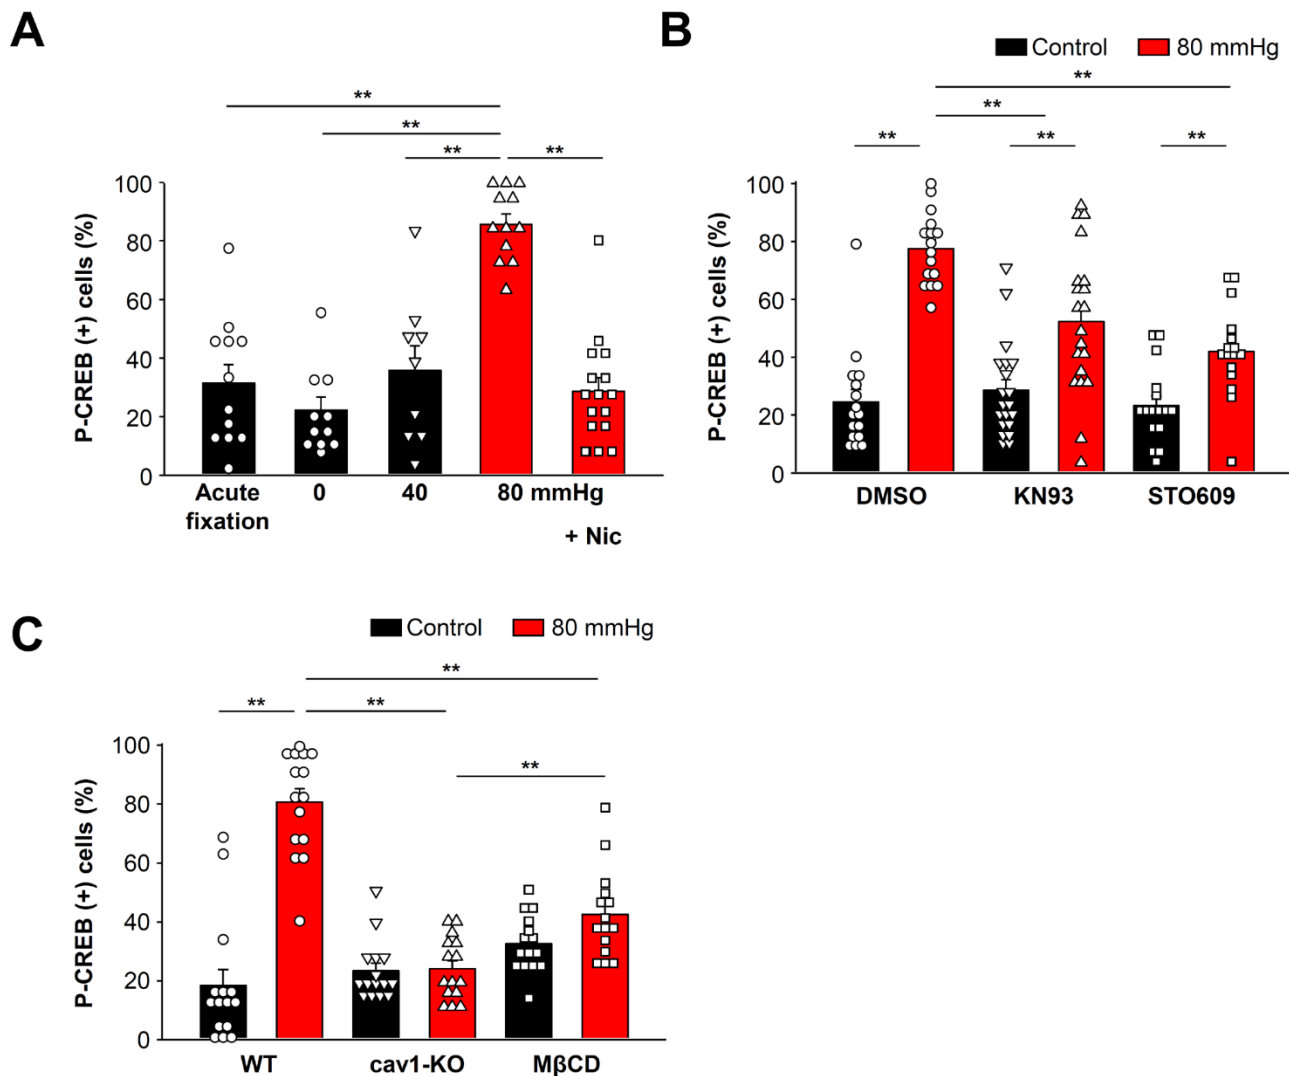

**Fig. S8. Sustained increase in transmural pressure in mesenteric artery causes CREB phosphorylation in vascular myocytes by activating the  $\text{Ca}_v1.2/\text{CaMKK2}/\text{CaMK1a}$  axis.**

The possibility that increased perfusion pressure can cause CREB phosphorylation was addressed using ex vivo model. **(A)** Mesenteric artery preparations were perfused with 5 mM  $\text{K}^+$  solution at 0, 40 and 80 mmHg for 30 min, and then fixed and stained with P-CREB antibody. The effect of the L-type  $\text{Ca}^{2+}$  channel blocker nicardipine (Nic) on 80 mmHg-induced CREB phosphorylation also examined. The P-CREB positive myocyte ratio in vivo was estimated using acute fixation by perfusing ice cold 4% PFA from heart under deep anesthesia. Data were obtained from 9-16 arteries. **(B)** The effect of CaMK inhibitors KN93 and STO609 on 80 mmHg-induced CREB phosphorylation was examined. Data were obtained from 16-20 arteries. **(C)** High pressure (80 mmHg) was applied to mesenteric artery of WT and cav1-KO mice. Mesenteric artery treated with methyl- $\beta$ -cyclodextrin (M $\beta$ CD) was also utilized. Data were obtained from 15 arteries per group. Statistical analysis was performed using one-way (A) or two-way ANOVA (B and C) followed by Tukey test (\*\* $p < 0.01$ ).

**A**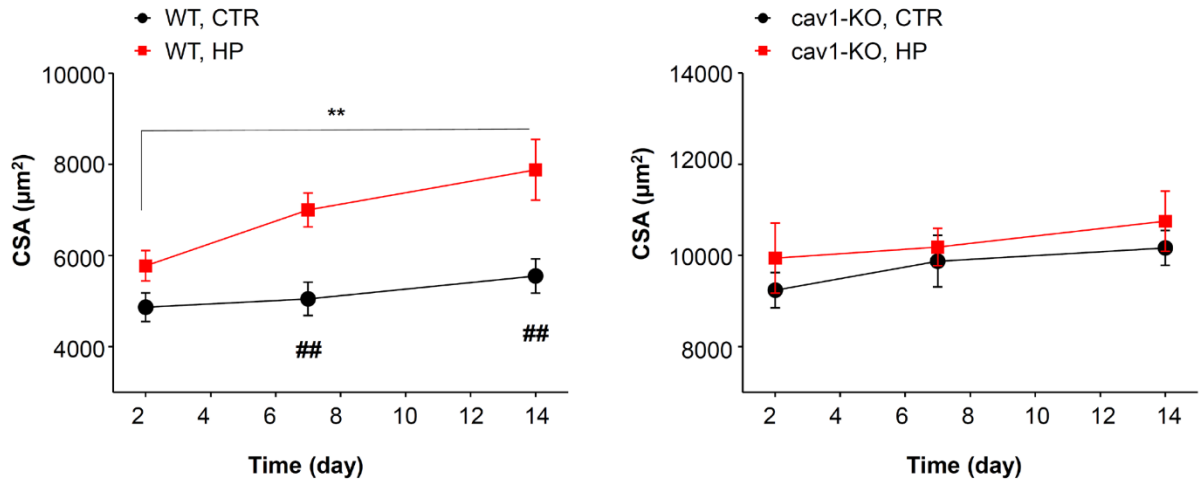**B**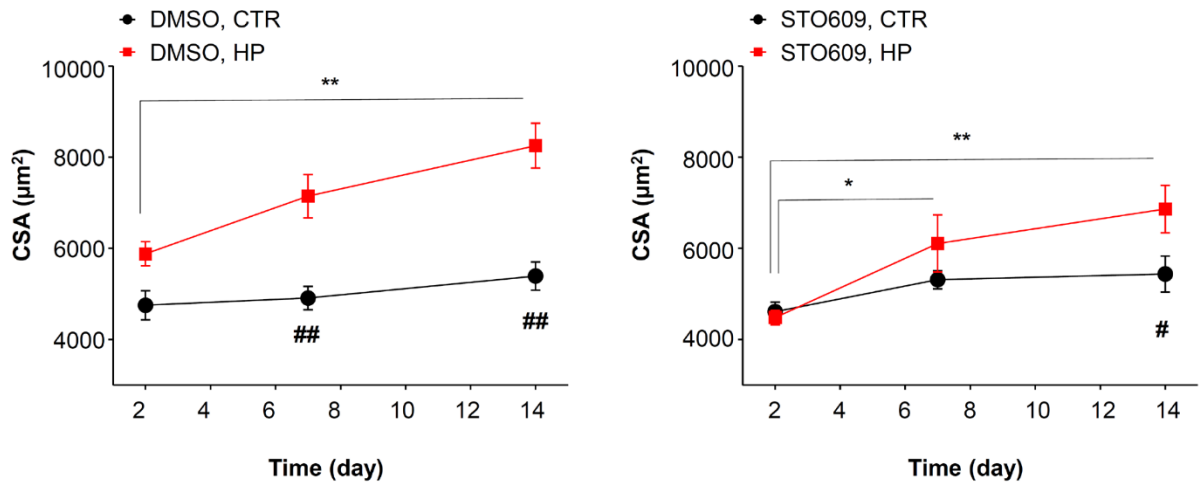

**Fig. S9. Changes in cross-section area (CSA) of mesenteric arteries preloaded with high pressure.**

**(A)** Changes in CSA of second-order mesenteric arteries from WT (left) and cav1-KO (right) mice 2, 7 and 14 days after ligation. Control vessels were second-order mesenteric arteries located along the intestine, remote from the ligated vessels. Data were collected from 4-7 arteries. **(B)** Changes in CSA of second-order mesenteric arteries from mice treated with DMSO (left) or STO609 (right) 2, 7 and 14 days after ligation was plotted. Data were collected from 5-6 arteries. Statistical analysis was performed using two-way ANOVA followed by Tukey test (\*p < 0.05, \*\*p < 0.01; #p < 0.05, ##p < 0.01 vs. HP group at the same day).

**Table S1. The list of differentially expressed genes.**

| Gene symbol | Gene name                                                                                                                         | Gene ID            | log2.Fold_change. | qvalue     |
|-------------|-----------------------------------------------------------------------------------------------------------------------------------|--------------------|-------------------|------------|
| Ackr3       | atypical chemokine receptor 3 [Source:MGI Symbol;Acc:MGI:109562]                                                                  | ENSMUSG00000044337 | 1.0597            | 1.36E-05   |
| Adamts4     | a disintegrin-like and metallopeptidase (reprolysin type) with thrombospondin type 1 motif, 4 [Source:MGI Symbol;Acc:MGI:1339949] | ENSMUSG00000006403 | 2.708             | 4.25E-84   |
| Adamts9     | a disintegrin-like and metallopeptidase (reprolysin type) with thrombospondin type 1 motif, 9 [Source:MGI Symbol;Acc:MGI:1916320] | ENSMUSG00000030022 | 2.0148            | 4.25E-12   |
| Adgrg1      | adhesion G protein-coupled receptor G1 [Source:MGI Symbol;Acc:MGI:1340051]                                                        | ENSMUSG00000031785 | 1.3945            | 0.0021643  |
| Agap3       | ArfGAP with GTPase domain, ankyrin repeat and PH domain 3 [Source:MGI Symbol;Acc:MGI:2183446]                                     | ENSMUSG00000023353 | 1.1596            | 2.72E-05   |
| Akap12      | A kinase (PRKA) anchor protein (gravin) 12 [Source:MGI Symbol;Acc:MGI:1932576]                                                    | ENSMUSG00000038587 | 1.2534            | 9.16E-27   |
| Alpl        | alkaline phosphatase, liver/bone/kidney [Source:MGI Symbol;Acc:MGI:87983]                                                         | ENSMUSG00000028766 | 1.1803            | 0.00079298 |
| Arc         | activity regulated cytoskeletal-associated protein [Source:MGI Symbol;Acc:MGI:88067]                                              | ENSMUSG00000022602 | 1.68              | 2.20E-06   |
| Arih1       | ariadne RBR E3 ubiquitin protein ligase 1 [Source:MGI Symbol;Acc:MGI:1344363]                                                     | ENSMUSG00000025234 | 1.0438            | 1.85E-05   |
| Atf4        | activating transcription factor 4 [Source:MGI Symbol;Acc:MGI:88096]                                                               | ENSMUSG00000042406 | 1.2373            | 3.56E-20   |
| Atxn7       | ataxin 7 [Source:MGI Symbol;Acc:MGI:2179277]                                                                                      | ENSMUSG00000021738 | 1.23              | 0.0037518  |
| Avpr1a      | arginine vasopressin receptor 1A [Source:MGI Symbol;Acc:MGI:1859216]                                                              | ENSMUSG00000020123 | 1.1303            | 4.55E-07   |
| B4galt5     | UDP-Gal:betaGlcNAc beta 1,4-galactosyltransferase, polypeptide 5 [Source:MGI Symbol;Acc:MGI:1927169]                              | ENSMUSG00000017929 | 1.9999            | 1.04E-08   |
| Bag3        | BCL2-associated athanogene 3 [Source:MGI Symbol;Acc:MGI:1352493]                                                                  | ENSMUSG00000030847 | 1.1922            | 3.72E-13   |
| Bcl3        | B cell leukemia/lymphoma 3 [Source:MGI Symbol;Acc:MGI:88140]                                                                      | ENSMUSG00000053175 | 2.6521            | 2.73E-10   |
| Bcr         | breakpoint cluster region [Source:MGI Symbol;Acc:MGI:88141]                                                                       | ENSMUSG00000009681 | 1.3652            | 3.96E-40   |
| Bpnt1       | bisphosphate 3'-nucleotidase 1 [Source:MGI Symbol;Acc:MGI:1338800]                                                                | ENSMUSG00000026617 | 1.1158            | 0.00065801 |
| Btg1        | B cell translocation gene 1, anti-proliferative [Source:MGI Symbol;Acc:MGI:88215]                                                 | ENSMUSG00000036478 | 1.0345            | 3.08E-09   |
| Cbarp       | calcium channel, voltage-dependent, beta subunit associated regulatory protein [Source:MGI Symbol;Acc:MGI:1354170]                | ENSMUSG00000035640 | 1.2007            | 7.13E-05   |
| Ccl2        | chemokine (C-C motif) ligand 2 [Source:MGI Symbol;Acc:MGI:98259]                                                                  | ENSMUSG00000035385 | 2.9814            | 0.00021177 |
| Ccl7        | chemokine (C-C motif) ligand 7 [Source:MGI Symbol;Acc:MGI:99512]                                                                  | ENSMUSG00000035373 | 2.6699            | 7.30E-06   |
| Cdc42ep4    | CDC42 effector protein (Rho GTPase binding) 4 [Source:MGI Symbol;Acc:MGI:1929760]                                                 | ENSMUSG00000041598 | 1.73              | 5.12E-17   |
| Cdkn1a      | cyclin-dependent kinase inhibitor 1A (P21) [Source:MGI Symbol;Acc:MGI:104556]                                                     | ENSMUSG00000023067 | 1.3586            | 2.72E-31   |
| Crispld2    | cysteine-rich secretory protein LCCL domain containing 2 [Source:MGI Symbol;Acc:MGI:1926142]                                      | ENSMUSG00000031825 | 1.4015            | 3.05E-223  |
| Csf1        | colony stimulating factor 1 (macrophage) [Source:MGI Symbol;Acc:MGI:1339753]                                                      | ENSMUSG00000014599 | 1.0836            | 2.43E-05   |
| Cxcl1       | chemokine (C-X-C motif) ligand 1 [Source:MGI Symbol;Acc:MGI:108068]                                                               | ENSMUSG00000029380 | 3.1138            | 3.92E-59   |
| Cxcl16      | chemokine (C-X-C motif) ligand 16 [Source:MGI Symbol;Acc:MGI:1932682]                                                             | ENSMUSG00000018920 | 1.873             | 0.0032762  |
| Cxcl2       | chemokine (C-X-C motif) ligand 2 [Source:MGI Symbol;Acc:MGI:1340094]                                                              | ENSMUSG00000058427 | 2.9805            | 4.20E-15   |

|          |                                                                                               |                     |         |            |
|----------|-----------------------------------------------------------------------------------------------|---------------------|---------|------------|
| Dbp      | D site albumin promoter binding protein [Source:MGI Symbol;Acc:MGI:94866]                     | ENSMUSG00000059824  | -1.0969 | 9.50E-10   |
| Dnajb1   | DnaJ heat shock protein family (Hsp40) member B1 [Source:MGI Symbol;Acc:MGI:1931874]          | ENSMUSG00000005483  | 2.0748  | 5.06E-22   |
| Dusp14   | dual specificity phosphatase 14 [Source:MGI Symbol;Acc:MGI:1927168]                           | ENSMUSG00000018648  | 1.5717  | 0.0016669  |
| Dusp5    | dual specificity phosphatase 5 [Source:MGI Symbol;Acc:MGI:2685183]                            | ENSMUSG00000034765  | 2.5077  | 0.00015392 |
| Edn1     | endothelin 1 [Source:MGI Symbol;Acc:MGI:95283]                                                | ENSMUSG00000021367  | 1.1433  | 0.0024699  |
| Efhd2    | EF hand domain containing 2 [Source:MGI Symbol;Acc:MGI:106504]                                | ENSMUSG00000040659  | 1.4353  | 1.15E-37   |
| Eli2     | elongation factor RNA polymerase II 2 [Source:MGI Symbol;Acc:MGI:2183438]                     | ENSMUSG00000001542  | 1.1949  | 0.0014532  |
| Emp1     | epithelial membrane protein 1 [Source:MGI Symbol;Acc:MGI:107941]                              | ENSMUSG00000030208  | 1.2917  | 1.85E-31   |
| Eprs     | glutamyl-prolyl-tRNA synthetase [Source:MGI Symbol;Acc:MGI:97838]                             | ENSMUSG00000026615  | 1.9194  | 2.17E-64   |
| Ets1     | E26 avian leukemia oncogene 1, 5' domain [Source:MGI Symbol;Acc:MGI:95455]                    | ENSMUSG00000032035  | 1.7823  | 4.21E-07   |
| Foxs1    | forkhead box S1 [Source:MGI Symbol;Acc:MGI:95546]                                             | ENSMUSG00000074676  | 1.6844  | 0.00032904 |
| Gbp5     | guanylate binding protein 5 [Source:MGI Symbol;Acc:MGI:2429943]                               | ENSMUSG00000105504  | 1.6845  | 0.0002694  |
| Gem      | GTP binding protein (gene overexpressed in skeletal muscle) [Source:MGI Symbol;Acc:MGI:99844] | ENSMUSG00000028214  | 1.7555  | 1.59E-34   |
| Gm13889  | predicted gene 13889 [Source:MGI Symbol;Acc:MGI:3652053]                                      | ENSMUSG00000087006  | 1.9546  | 6.22E-115  |
| Gm48878  | predicted gene, 48878 [Source:MGI Symbol;Acc:MGI:6098630]                                     | ENSMUSG00000112794  | 2.3573  | 0.0019815  |
| Gm9973   | predicted gene 9973 [Source:MGI Symbol;Acc:MGI:3642527]                                       | ENSMUSG00000113175  | 1.6745  | 1.65E-07   |
| Gpr4     | G protein-coupled receptor 4 [Source:MGI Symbol;Acc:MGI:2441992]                              | ENSMUSG00000044317  | 2.2243  | 0.00059977 |
| H3f3b    | H3 histone, family 3B [Source:MGI Symbol;Acc:MGI:1101768]                                     | ENSMUSG00000016559  | 1.3075  | 3.00E-56   |
| Has1     | hyaluronan synthase 1 [Source:MGI Symbol;Acc:MGI:106590]                                      | ENSMUSG00000003665  | 1.5313  | 5.29E-05   |
| Hbegf    | heparin-binding EGF-like growth factor [Source:MGI Symbol;Acc:MGI:96070]                      | ENSMUSG00000024486  | 1.0841  | 1.57E-10   |
| Hist1h1c | histone cluster 1, H1c [Source:MGI Symbol;Acc:MGI:1931526]                                    | ENSMUSG00000036181  | 1.0529  | 7.56E-07   |
| Hk2      | hexokinase 2 [Source:MGI Symbol;Acc:MGI:1315197]                                              | ENSMUSG00000000628  | 3.2305  | 1.25E-25   |
| Hmgb2    | high mobility group box 2 [Source:MGI Symbol;Acc:MGI:96157]                                   | ENSMUSG000000054717 | 1.1939  | 0.00097572 |
| Hr       | lysine demethylase and nuclear receptor corepressor [Source:MGI Symbol;Acc:MGI:96223]         | ENSMUSG00000022096  | 1.0624  | 4.84E-08   |
| Hspa1a   | heat shock protein 1A [Source:MGI Symbol;Acc:MGI:96244]                                       | ENSMUSG000000091971 | 2.9825  | 6.48E-126  |
| Hspa1b   | heat shock protein 1B [Source:MGI Symbol;Acc:MGI:99517]                                       | ENSMUSG000000090877 | 3.573   | 2.26E-234  |
| Hspa5    | heat shock protein 5 [Source:MGI Symbol;Acc:MGI:95835]                                        | ENSMUSG00000026864  | 1.8551  | 6.22E-115  |
| Hspb1    | heat shock protein 1 [Source:MGI Symbol;Acc:MGI:96240]                                        | ENSMUSG00000004951  | 1.3568  | 7.87E-104  |
| Hspe1    | heat shock protein 1 (chaperonin 10) [Source:MGI Symbol;Acc:MGI:104680]                       | ENSMUSG00000073676  | 1.4587  | 4.27E-05   |
| Hsph1    | heat shock 105kDa/110kDa protein 1 [Source:MGI Symbol;Acc:MGI:105053]                         | ENSMUSG00000029657  | 1.2356  | 2.33E-07   |
| Icam1    | intercellular adhesion molecule 1 [Source:MGI Symbol;Acc:MGI:96392]                           | ENSMUSG00000037405  | 2.9417  | 1.76E-91   |
| Icosl    | icos ligand [Source:MGI Symbol;Acc:MGI:1354701]                                               | ENSMUSG00000000732  | 1.4928  | 0.00025112 |
| Id1      | inhibitor of DNA binding 1, HLH protein [Source:MGI Symbol;Acc:MGI:96396]                     | ENSMUSG00000042745  | 1.0985  | 5.94E-13   |

|          |                                                                                                                        |                     |         |            |
|----------|------------------------------------------------------------------------------------------------------------------------|---------------------|---------|------------|
| Id3      | inhibitor of DNA binding 3 [Source:MGI Symbol;Acc:MGI:96398]                                                           | ENSMUSG00000007872  | 1.4255  | 1.69E-46   |
| Ier3     | immediate early response 3 [Source:MGI Symbol;Acc:MGI:104814]                                                          | ENSMUSG00000003541  | 1.2464  | 2.66E-18   |
| Ier5     | immediate early response 5 [Source:MGI Symbol;Acc:MGI:1337072]                                                         | ENSMUSG000000056708 | 1.3744  | 2.39E-13   |
| Ier5l    | immediate early response 5-like [Source:MGI Symbol;Acc:MGI:1919750]                                                    | ENSMUSG000000089762 | 1.4474  | 0.0016154  |
| Il4ra    | interleukin 4 receptor, alpha [Source:MGI Symbol;Acc:MGI:105367]                                                       | ENSMUSG000000030748 | 1.8812  | 2.36E-08   |
| Il6      | interleukin 6 [Source:MGI Symbol;Acc:MGI:96559]                                                                        | ENSMUSG000000025746 | 2.422   | 1.96E-32   |
| Irf1     | interferon regulatory factor 1 [Source:MGI Symbol;Acc:MGI:96590]                                                       | ENSMUSG000000018899 | 1.0562  | 0.0001643  |
| Itpk1    | inositol 1,3,4-triphosphate 5/6 kinase [Source:MGI Symbol;Acc:MGI:2446159]                                             | ENSMUSG000000057963 | 1.2224  | 3.53E-12   |
| Jmy      | junction-mediating and regulatory protein [Source:MGI Symbol;Acc:MGI:1913096]                                          | ENSMUSG000000021690 | 1.0658  | 0.00058379 |
| Jund     | jun D proto-oncogene [Source:MGI Symbol;Acc:MGI:96648]                                                                 | ENSMUSG000000071076 | 1.0731  | 4.42E-06   |
| Lif      | leukemia inhibitory factor [Source:MGI Symbol;Acc:MGI:96787]                                                           | ENSMUSG000000034394 | 2.064   | 0.0007255  |
| Litaf    | LPS-induced TN factor [Source:MGI Symbol;Acc:MGI:1929512]                                                              | ENSMUSG000000022500 | 1.6033  | 1.45E-13   |
| Lpin1    | lipin 1 [Source:MGI Symbol;Acc:MGI:1891340]                                                                            | ENSMUSG000000020593 | 1.1171  | 1.45E-06   |
| Map2k3   | mitogen-activated protein kinase kinase 3 [Source:MGI Symbol;Acc:MGI:1346868]                                          | ENSMUSG000000018932 | 1.1502  | 1.96E-05   |
| Mapkapk2 | MAP kinase-activated protein kinase 2 [Source:MGI Symbol;Acc:MGI:109298]                                               | ENSMUSG000000016528 | 1.0647  | 1.78E-07   |
| Mcl1     | myeloid cell leukemia sequence 1 [Source:MGI Symbol;Acc:MGI:101769]                                                    | ENSMUSG000000038612 | 1.1695  | 3.40E-39   |
| Midn     | midnolin [Source:MGI Symbol;Acc:MGI:1890222]                                                                           | ENSMUSG000000035621 | 1.0411  | 3.51E-11   |
| Mt1      | metallothionein 1 [Source:MGI Symbol;Acc:MGI:97171]                                                                    | ENSMUSG000000031765 | 1.234   | 1.98E-50   |
| mt-Rnr1  | mitochondrially encoded 12S rRNA [Source:MGI Symbol;Acc:MGI:102493]                                                    | ENSMUSG000000064337 | 1.0849  | 5.83E-08   |
| mt-Rnr2  | mitochondrially encoded 16S rRNA [Source:MGI Symbol;Acc:MGI:102492]                                                    | ENSMUSG000000064339 | 1.3532  | 1.41E-33   |
| Myc      | myelocytomatosis oncogene [Source:MGI Symbol;Acc:MGI:97250]                                                            | ENSMUSG000000022346 | 1.681   | 4.42E-06   |
| Ncor2    | nuclear receptor co-repressor 2 [Source:MGI Symbol;Acc:MGI:1337080]                                                    | ENSMUSG000000029478 | 1.1405  | 2.75E-09   |
| Nfil3    | nuclear factor, interleukin 3, regulated [Source:MGI Symbol;Acc:MGI:109495]                                            | ENSMUSG000000056749 | 1.5059  | 7.62E-08   |
| Nfkbia   | nuclear factor of kappa light polypeptide gene enhancer in B cells inhibitor, alpha [Source:MGI Symbol;Acc:MGI:104741] | ENSMUSG000000021025 | 1.6169  | 1.86E-36   |
| Ngf      | nerve growth factor [Source:MGI Symbol;Acc:MGI:97321]                                                                  | ENSMUSG000000027859 | 1.3443  | 0.0012134  |
| Nos3     | nitric oxide synthase 3, endothelial cell [Source:MGI Symbol;Acc:MGI:97362]                                            | ENSMUSG000000028978 | 1.1007  | 3.86E-05   |
| Nr1d1    | nuclear receptor subfamily 1, group D, member 1 [Source:MGI Symbol;Acc:MGI:2444210]                                    | ENSMUSG000000020889 | -1.8606 | 6.56E-24   |
| Nup98    | nucleoporin 98 [Source:MGI Symbol;Acc:MGI:109404]                                                                      | ENSMUSG000000063550 | 1.1863  | 0.0010609  |
| Odc1     | ornithine decarboxylase, structural 1 [Source:MGI Symbol;Acc:MGI:97402]                                                | ENSMUSG000000011179 | 1.1525  | 2.58E-09   |
| Pde4b    | phosphodiesterase 4B, cAMP specific [Source:MGI Symbol;Acc:MGI:99557]                                                  | ENSMUSG000000028525 | 1.7624  | 9.28E-47   |
| Peg3     | paternally expressed 3 [Source:MGI Symbol;Acc:MGI:104748]                                                              | ENSMUSG00000002265  | -1.0855 | 0.0034048  |
| Pim1     | proviral integration site 1 [Source:MGI Symbol;Acc:MGI:97584]                                                          | ENSMUSG000000024014 | 1.9542  | 2.81E-23   |
| Plat     | plasminogen activator, tissue [Source:MGI Symbol;Acc:MGI:97610]                                                        | ENSMUSG000000031538 | 1.3295  | 8.55E-15   |

|          |                                                                                                                    |                    |         |            |
|----------|--------------------------------------------------------------------------------------------------------------------|--------------------|---------|------------|
| Plau     | plasminogen activator, urokinase [Source:MGI Symbol;Acc:MGI:97611]                                                 | ENSMUSG00000021822 | 1.3454  | 1.71E-07   |
| Plaur    | plasminogen activator, urokinase receptor [Source:MGI Symbol;Acc:MGI:97612]                                        | ENSMUSG00000046223 | 1.8886  | 4.39E-06   |
| Por      | P450 (cytochrome) oxidoreductase [Source:MGI Symbol;Acc:MGI:97744]                                                 | ENSMUSG00000005514 | 1.1298  | 8.96E-06   |
| Pqlc1    | PQ loop repeat containing 1 [Source:MGI Symbol;Acc:MGI:1914193]                                                    | ENSMUSG00000034006 | 1.7352  | 8.73E-10   |
| Procr    | protein C receptor, endothelial [Source:MGI Symbol;Acc:MGI:104596]                                                 | ENSMUSG00000027611 | 1.9788  | 2.33E-22   |
| Ptgs2    | prostaglandin-endoperoxide synthase 2 [Source:MGI Symbol;Acc:MGI:97798]                                            | ENSMUSG00000032487 | 1.4719  | 1.92E-17   |
| Ptpn1    | protein tyrosine phosphatase, non-receptor type 1 [Source:MGI Symbol;Acc:MGI:97805]                                | ENSMUSG00000027540 | 1.2378  | 5.29E-05   |
| Ptpn2    | protein tyrosine phosphatase, non-receptor type 2 [Source:MGI Symbol;Acc:MGI:97806]                                | ENSMUSG00000024539 | 1.5295  | 0.0004601  |
| Pvr      | poliovirus receptor [Source:MGI Symbol;Acc:MGI:107741]                                                             | ENSMUSG00000040511 | 1.731   | 2.97E-07   |
| Rcan1    | regulator of calcineurin 1 [Source:MGI Symbol;Acc:MGI:1890564]                                                     | ENSMUSG00000022951 | 1.3662  | 2.45E-13   |
| Rcc2     | regulator of chromosome condensation 2 [Source:MGI Symbol;Acc:MGI:1919784]                                         | ENSMUSG00000040945 | 1.307   | 1.26E-06   |
| Rnd1     | Rho family GTPase 1 [Source:MGI Symbol;Acc:MGI:2444878]                                                            | ENSMUSG00000054855 | 2.4898  | 2.28E-41   |
| Rnf152   | ring finger protein 152 [Source:MGI Symbol;Acc:MGI:2443787]                                                        | ENSMUSG00000047496 | -1.4452 | 2.38E-05   |
| Rnf19b   | ring finger protein 19B [Source:MGI Symbol;Acc:MGI:1922484]                                                        | ENSMUSG00000028793 | 1.4218  | 0.0006166  |
| Rnf217   | ring finger protein 217 [Source:MGI Symbol;Acc:MGI:3610311]                                                        | ENSMUSG00000063760 | 1.5687  | 0.0010808  |
| Rrad     | Ras-related associated with diabetes [Source:MGI Symbol;Acc:MGI:1930943]                                           | ENSMUSG00000031880 | 1.1934  | 4.44E-20   |
| Sbno2    | strawberry notch 2 [Source:MGI Symbol;Acc:MGI:2448490]                                                             | ENSMUSG00000035673 | 1.6347  | 4.14E-40   |
| Sdc4     | syndecan 4 [Source:MGI Symbol;Acc:MGI:1349164]                                                                     | ENSMUSG00000017009 | 1.0984  | 7.97E-32   |
| Sele     | selectin, endothelial cell [Source:MGI Symbol;Acc:MGI:98278]                                                       | ENSMUSG00000026582 | 4.2624  | 2.36E-23   |
| Selp     | selectin, platelet [Source:MGI Symbol;Acc:MGI:98280]                                                               | ENSMUSG00000026580 | 2.7379  | 6.56E-24   |
| Sgms2    | sphingomyelin synthase 2 [Source:MGI Symbol;Acc:MGI:1921692]                                                       | ENSMUSG00000050931 | 2.2309  | 2.55E-07   |
| Sh2b3    | SH2B adaptor protein 3 [Source:MGI Symbol;Acc:MGI:893598]                                                          | ENSMUSG00000042594 | 1.3165  | 3.40E-06   |
| Slc16a3  | solute carrier family 16 (monocarboxylic acid transporters), member 3 [Source:MGI Symbol;Acc:MGI:1933438]          | ENSMUSG00000025161 | 1.4582  | 3.20E-07   |
| Slc25a25 | solute carrier family 25 (mitochondrial carrier, phosphate carrier), member 25 [Source:MGI Symbol;Acc:MGI:1915913] | ENSMUSG00000026819 | 1.0335  | 8.73E-10   |
| Slc2a1   | solute carrier family 2 (facilitated glucose transporter), member 1 [Source:MGI Symbol;Acc:MGI:95755]              | ENSMUSG00000028645 | 1.9585  | 1.27E-07   |
| Slc35e4  | solute carrier family 35, member E4 [Source:MGI Symbol;Acc:MGI:2144150]                                            | ENSMUSG00000048807 | 1.4866  | 0.00066791 |
| Slc41a3  | solute carrier family 41, member 3 [Source:MGI Symbol;Acc:MGI:1918949]                                             | ENSMUSG00000030089 | 1.3387  | 0.00023525 |
| Slc7a2   | solute carrier family 7 (cationic amino acid transporter, y+ system), member 2 [Source:MGI Symbol;Acc:MGI:99828]   | ENSMUSG00000031596 | -1.1298 | 2.81E-10   |
| Socs3    | suppressor of cytokine signaling 3 [Source:MGI Symbol;Acc:MGI:1201791]                                             | ENSMUSG00000053113 | 1.61    | 3.22E-65   |
| Sphk1    | sphingosine kinase 1 [Source:MGI Symbol;Acc:MGI:1316649]                                                           | ENSMUSG00000061878 | 1.3674  | 8.69E-07   |
| Sqstm1   | sequestosome 1 [Source:MGI Symbol;Acc:MGI:107931]                                                                  | ENSMUSG00000015837 | 1.13    | 2.10E-26   |

|         |                                                                                                        |                     |        |            |
|---------|--------------------------------------------------------------------------------------------------------|---------------------|--------|------------|
| Srgn    | serglycin [Source:MGI Symbol;Acc:MGI:97756]                                                            | ENSMUSG00000020077  | 1.0165 | 0.0039384  |
| Srxn1   | sulfiredoxin 1 homolog (S. cerevisiae) [Source:MGI Symbol;Acc:MGI:104971]                              | ENSMUSG00000032802  | 1.3111 | 4.89E-05   |
| St3gal1 | ST3 beta-galactoside alpha-2,3-sialyltransferase 1 [Source:MGI Symbol;Acc:MGI:98304]                   | ENSMUSG00000013846  | 1.1235 | 0.00037098 |
| Stx11   | syntaxin 11 [Source:MGI Symbol;Acc:MGI:1921982]                                                        | ENSMUSG00000039232  | 3.4356 | 4.92E-07   |
| Tmbim1  | transmembrane BAX inhibitor motif containing 1 [Source:MGI Symbol;Acc:MGI:1916910]                     | ENSMUSG00000006301  | 1.029  | 2.23E-09   |
| Tnfaip2 | tumor necrosis factor, alpha-induced protein 2 [Source:MGI Symbol;Acc:MGI:104960]                      | ENSMUSG00000021281  | 2.1137 | 5.12E-44   |
| Tnfaip3 | tumor necrosis factor, alpha-induced protein 3 [Source:MGI Symbol;Acc:MGI:1196377]                     | ENSMUSG00000019850  | 2.5895 | 6.96E-31   |
| Trib1   | tribbles pseudokinase 1 [Source:MGI Symbol;Acc:MGI:2443397]                                            | ENSMUSG00000032501  | 1.3871 | 2.39E-07   |
| Trpv4   | transient receptor potential cation channel, subfamily V, member 4 [Source:MGI Symbol;Acc:MGI:1926945] | ENSMUSG00000014158  | 1.1583 | 5.86E-05   |
| Tubb6   | tubulin, beta 6 class V [Source:MGI Symbol;Acc:MGI:1915201]                                            | ENSMUSG00000001473  | 1.7196 | 5.76E-14   |
| Tubgcp3 | tubulin, gamma complex associated protein 3 [Source:MGI Symbol;Acc:MGI:2183752]                        | ENSMUSG00000000759  | 1.2478 | 4.42E-07   |
| Txnrd1  | thioredoxin reductase 1 [Source:MGI Symbol;Acc:MGI:1354175]                                            | ENSMUSG00000020250  | 1.194  | 4.36E-06   |
| Uap1    | UDP-N-acetylglucosamine pyrophosphorylase 1 [Source:MGI Symbol;Acc:MGI:1334459]                        | ENSMUSG00000026670  | 2.1732 | 4.27E-70   |
| Ubc     | ubiquitin C [Source:MGI Symbol;Acc:MGI:98889]                                                          | ENSMUSG00000008348  | 1.5107 | 2.47E-54   |
| Usp37   | ubiquitin specific peptidase 37 [Source:MGI Symbol;Acc:MGI:2442483]                                    | ENSMUSG00000033364  | 1.4754 | 0.00027371 |
| Vcam1   | vascular cell adhesion molecule 1 [Source:MGI Symbol;Acc:MGI:98926]                                    | ENSMUSG00000027962  | 2.3003 | 3.93E-122  |
| Zc3h12a | zinc finger CCCH type containing 12A [Source:MGI Symbol;Acc:MGI:2385891]                               | ENSMUSG00000042677  | 1.6734 | 1.76E-07   |
| Zfp703  | zinc finger protein 703 [Source:MGI Symbol;Acc:MGI:2662729]                                            | ENSMUSG000000085795 | 1.4066 | 0.0025267  |

**Table S2. The sequence of primers used in this study.**

| Gene                      | sense                     | antisense               | size (bp) |
|---------------------------|---------------------------|-------------------------|-----------|
| Camk1                     | AAGCAGGCGGAAGACATTAGG     | AGTTTCTGAGTCCTCTTGTCT   | 104       |
| Camk1d                    | TTCGCAGTGAAGTGCATCCC      | TTTCTAAGCACGGCAATCTCG   | 80        |
| Camk1g                    | ATGGGGCGTAAGGAGGAGG       | ACAGCGATCTCATTCTCTAGGC  | 212       |
| Camk2a                    | TGCACCCGATTACACAG         | TGGCAGCATACTCCTGACCA    | 112       |
| Camk2b                    | GCACGTCATTGGCGAGGAT       | ACGGGTCTCTTCGGACTGG     | 103       |
| camk2d                    | TACATCTTGCTGGTGGGATAACC   | GTAAGCTCCGGCCTTGATCT    | 81        |
| camk2g                    | ACCGACGACTACCAGCTTTTC     | GCAGCATATTCCTGCGTAGATG  | 95        |
| camk4                     | GAGAACCTCGTCCCGGATTAC     | ACACAATGGATGTAGCACCCC   | 106       |
| camkk1                    | TGGCCCACTTGGAAGAAGC       | GGAGAACTTTCTAGCCGAGAGG  | 149       |
| camkk2                    | TCATGTGTCTCTAGCCAGCC      | TGACCACGATGAAGGATTCCAT  | 157       |
| camk2d for splice variant | CGATTTTCCGTCACCAGAAT      | TGAAAGTCCATCCCTTCCAC    |           |
| camk2g for splice variant | GCCAAGAGACGGTAGAGTGC      | ACGTGGACGTGAGGGTTTAG    |           |
| Adamts4                   | ATGGCCTCAATCCATCCCAG      | AAGCAGGGTTGGAATCTTTGC   | 107       |
| Adamts9                   | GACTTGTGGGCAAGGTAAGG      | TCAGTCTCGGGGATGTAATCTG  | 105       |
| Ccl2                      | TTAAAAACCTGGATCGGAACCAA   | GCATTAGCTTCAGATTTACGGGT | 121       |
| Ccl7                      | GCTGCTTTCAGCATCCAAGTG     | CCAGGGACACCGACTACTG     | 135       |
| Cxcl1                     | CTGGGATTACCTCAAGAACATC    | CAGGGTCAAGGCAAGCCTC     | 117       |
| Cxcl2                     | CCAACCACCAGGCTACAGG       | GCGTCACACTCAAGCTCTG     | 108       |
| Hk2                       | TGATCGCCTGCTTATTCACGG     | AACCGCCTAGAAATCTCCAGA   | 112       |
| Icam1                     | GTGATGCTCAGGTATCCATCCA    | CACAGTTCTCAAAGCACAGCG   | 213       |
| Il6                       | AGACAAAGCCAGAGTCCTTCAGAGA | GCCACTCCTTCTGTGACTCCAGC | 146       |
| Sele                      | ATGCCTCGCGCTTTCTCTC       | GTAGTCCCGCTGACAGTATGC   | 128       |
| Selp                      | CATCTGGTTCAAGTGTCTTGATCT  | ACCCGTGAGTTATTCCATGAGT  | 105       |
| Vcam1                     | AGTTGGGGATTTCGGTTGTTCT    | CCCCTCATTCTTACCACCC     | 112       |
| Hprt                      | TCAGTCAACGGGGGACATAAA     | GGGGCTGTACTGCTTAACCAG   | 142       |
| Ppia                      | GAGCTGTTTGACAGACAAAGTTC   | CCCTGGCACATGAATCCTGG    | 125       |
| Gapdh                     | CATGGCCTTCCGTGTTCT        | CCTGCTTACCACCTTCTTGA    | 104       |

## SI references

1. Suzuki Y, Yamamura H, Ohya S, & Imaizumi Y (2013) Caveolin-1 facilitates the direct coupling between large conductance  $\text{Ca}^{2+}$ -activated  $\text{K}^+$  ( $\text{BK}_{\text{Ca}}$ ) and Cav1.2  $\text{Ca}^{2+}$  channels and their clustering to regulate membrane excitability in vascular myocytes. *J Biol Chem* 288(51):36750-36761.
2. Matsuki K, *et al.* (2018) Negative regulation of cellular  $\text{Ca}^{2+}$  mobilization by ryanodine receptor type 3 in mouse mesenteric artery smooth muscle. *Am J Physiol Cell Physiol* 315(1):C1-C9.
3. Syed AU, *et al.* (2019) Adenylyl cyclase 5-generated cAMP controls cerebral vascular reactivity during diabetic hyperglycemia. *J Clin Invest* 129(8):3140-3152.
4. Nieves-Cintrón M, Amberg GC, Navedo MF, Molkentin JD, & Santana LF (2008) The control of  $\text{Ca}^{2+}$  influx and NFATc3 signaling in arterial smooth muscle during hypertension. *Proc Natl Acad Sci USA* 105(40):15623-15628.
5. Bakker EN, *et al.* (2008) Blood flow-dependent arterial remodelling is facilitated by inflammation but directed by vascular tone. *Cardiovasc Res* 78(2):341-348.
6. Saeki T, Suzuki Y, Yamamura H, Takeshima H, & Imaizumi Y (2019) A junctophilin-caveolin interaction enables efficient coupling between ryanodine receptors and  $\text{BK}_{\text{Ca}}$  channels in the  $\text{Ca}^{2+}$  microdomain of vascular smooth muscle. *J Biol Chem* 294(35):13093-13105.

How the deposited data were processed for this re-analysis (not part of the article)

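Gene expression was measured by RNA-seq in mesenteric arteries of mice, in 1 library from control arteries (5 mM K+) and 1 library from depolarized arteries (60 mM K+), each pooled from 2 mice. The authors extracted RNA, digested genomic DNA, had the libraries sequenced commercially, aligned the reads to mm9 with TopHat2 and deposited raw read counts per gene. They also deposited FPKM values made from the same reads. For genes with many reads, dividing the counts by the FPKM gave the same ratio between the libraries, leaving out the extreme ends. It was equal to the ratio of total reads, 1.08, so the deposited FPKM values were scaled by total counts. Genes with few reads were not checked. The version of TopHat2, the counting program and the annotation are not given in the sources used here. According to its methods, the study then scaled the counts with edgeR by one factor per library, tested them with DEGSeq, adjusted by the Benjamini-Hochberg method and called genes with a q-value under 0.005 and an absolute log2(fold-change) above 1.

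From the counts, TMM factors were computed with edgeR 4.0.16 in R 4.3.3. The random-sampling (MA-plot) test was recomputed from the published formula, because DEGSeq was not installed, on reads without a filter on low counts. Genes at 0 in 1 library entered with 0.5 reads, except in the tests on CPM values, which used only genes with a read in both libraries. Without replicates, edgeR's quasi-likelihood fit could not be run, and the test on the reads compares those libraries, not the conditions. Intervals are 95% Clopper-Pearson intervals and cover counting error only. Where a gene had 0 reads in 1 library, its fold change is given with the 0 raised to a floor of 3 counts. This value does not cover counting error and is not a lower bound.

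Gene lists were described by the median log2(fold-change) of members with at least 10 reads in both libraries together, and by its percentile among 10000 random lists of the same size, drawn from genes within 100 ranks in mean expression. A list was taken to stand apart below percentile 0.5 or above 99.5. The 25 lists, the main tests and most alternatives were fixed before the data were examined; tests added later are named in the additional observations. Table S1 had already been seen, so medians are also given without genes of Table S1.

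The genes named in the text are those that the paper names in its RNA-seq paragraph or Fig. 6B, the down-regulated genes of Table S1, the kinase and housekeeping genes of its primer table, Cacna1c, Cav1, Cav3 and Creb1, members of the gene lists, Xist and Y-linked genes, and the 5 largest increases and 5 largest decreases past both thresholds outside Table S1, with ties kept. Published values of genes in Table S1 had been seen. Cxcl16 is named outside this rule, and Gem, a member of a gene list, was singled out with it for its CRE; both were chosen after their values were seen. Of the identifiers in Table S1, 34 are printed with an extra zero, which was removed to match them, and 140 of 143 genes are in GENCODE vM1.

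The alternatives were total-count, upper-quartile and median-of-ratios scaling (DESeq2 1.42.0), minimum counts of 10 reads or 1 CPM, the exact binomial test, edgeR's exact test with assumed coefficients of variation of 0.1, 0.2 and 0.4, a q-value of 0.05, fold-change thresholds applied to the nearest end of the counting interval, genes with a 0 left out, FPKM with pseudocounts of 0.1 and 1, lists with at least 50 reads per member, and wider or narrower promoter windows. Tests on CPM values and a correction for gene length were added after the data were seen. The random-sampling test was tried on simulated counts for 21374 genes, drawn from the means and sizes of these 2 libraries with counting error alone. It recovered 200 of 200 changed genes and called 0 unchanged genes. The changed genes were drawn only from genes with many expected reads, so their recovery does not cover genes with few reads. The counting interval held the true ratio for 95.22% of genes with at least 10 expected reads. With no gene changed but a coefficient of variation between libraries of 0.1, 0.2 or 0.4, the test called 4, 165 and 1483 genes up-regulated. It called 8, 156 and 1466 genes down-regulated. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9. The imaging, qPCR, protein and mouse model experiments were not analysed here.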

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

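The test of pancreatic tissue and the comparison of the highest macrophage marker with the chemokines were chosen after their results were seen. The genes below are outside Table S1 and are the largest increases there past both thresholds, and their reads in 60 mM K+ lay above what a count of 0 allows.

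Cxcl5 (chromosome 5, 91188325 to 91190651) is a chemokine gene in the same cluster as Cxcl1 and Cxcl2. It had 0 reads in the control library and 53 reads in the depolarized library. With the 0 raised to a floor of 3 counts, the increase was 19.0-fold, which is not a lower bound. The lower end of the 95% counting interval, which also covers the error of the 53 reads, was a log2(fold-change) of 3.90. Csf3 (chromosome 11, 98562577 to 98564943), which encodes a granulocyte growth factor, had 3 reads and 110 reads, a log2(fold-change) of 5.30 (95% counting interval 3.71 to 7.60). A larger share of macrophages large enough to explain these increases would raise macrophage markers alike, and the highest of 14 markers, Fcer1g, rose by a log2(fold-change) of 0.93, which argues against macrophage share as the whole cause. A difference in handling or in time in solution stays open and cannot be told apart from depolarization, because the sample labels and the SI differ on whether the control arteries were kept for the same time; heat shock genes, which handling could raise, had a median log2(fold-change) of 0.55 (percentile 100.00), and of 0.38 outside Table S1. Induction by depolarization, the biological explanation that the design names, stays open as well.

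Gm16587 (chromosome 1, 166073563 to 166076497) had 1 read in the control library and 37 reads in the depolarized library, a log2(fold-change) of 5.31 (counting interval 2.74 to 10.65). It lies within Selp on the opposite strand, and the counting is not stated to use strand, so that its value is uncertain. Vgf (chromosome 5, 137506165 to 137509221) and Sec1 (chromosome 7, 52933059 to 52949772) each rose from 0 to 14 reads. At the same floor this was a 5.01-fold increase, with a lower interval end of 1.83 in log2(fold-change). Sec1 overlaps Ntn5 and is uncertain for that reason. No explanation was tested for these 3 genes.

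Pnlip (chromosome 19, 58744855 to 58756276), the gene of pancreatic lipase, had 2 reads in the control library and 61 reads in the depolarized library, a log2(fold-change) of 5.03 (counting interval 3.12 to 8.11). On the list of pancreas and intestine genes, members with at least 10 reads had 390 reads in the control library and 691 reads in the depolarized library. The 8 pancreatic members had a median log2(fold-change) of 3.32, at percentile 100.00 among matched lists, and the 3 intestinal members had a median of 0.10 at percentile 68.36. Of the pancreatic members, Cela2a rose from 3 to 51 reads, Ctrb1 from 21 to 129 and Cpb1 from 98 to 138, while Prss1 and Amy2a5 had 0 reads in both libraries. The pancreatic members were set apart after the values were seen and include Pnlip, and the percentile of 100.00 would be as high if these genes were induced. A trace of pancreatic tissue in the depolarized preparation and an effect of depolarization on these genes therefore cannot be told apart.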

How the results depend on the processing

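The tests on CPM values and the correction for gene length were chosen after the results were seen. No paired analysis was possible because each condition had 1 library. With no replicates, what these settings show is how far counting, scaling and an assumed spread move the results, not how far animals differ.

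The number of called genes depended most on the spread assumed between libraries. On the reads, 452 genes were up-regulated, 235 were down-regulated and 119 were above a log2(fold-change) of 2. With an assumed biological coefficient of variation of 0.1 these were 349, 58 and 84 genes, with 0.2 they were 65, 8 and 56 genes, and with 0.4 they were 0, 0 and 0. The cause here is the construction of the setting, which adds variation. With thresholds applied to the nearest end of the counting interval, the counts were 261, 62 and 40, and with a q-value of 0.05 they were 626, 506 and 218. Median-of-ratios and upper-quartile scaling, both minimum counts, the exact binomial test and leaving out genes with a 0 kept every count within 1.5 times its value.

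Total-count scaling lowers every log2(fold-change) by 0.21 and moved the split of the calls: 307 genes were up-regulated and 542 down-regulated, so that 36.16% of calls were up-regulated, compared with 65.79% with TMM. Above a log2(fold-change) of 2 there were 98 genes. It called 103 of the 143 genes of Table S1.

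Run on TMM-scaled CPM values with the sums of those values as totals, the test gave 138 up-regulated, 5 down-regulated and 26 genes above 2. With both totals at 1000000 it gave 172, 4 and 29, and on total-count scaled CPM values 98, 11 and 21. With the trend with gene length removed, the counts were 470, 216 and 122, and 620 of 687 calls were kept.

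The median of the 11 genes named for chemotaxis, adhesion, matrix degradation and inflammation stayed positive under every scaling and with FPKM. For the scalings this was fixed in advance, since none shifts a log2(fold-change) by more than 0.21. Among gene lists, heat shock (0.38) and circadian output (-0.15) no longer stood apart without genes of Table S1. The endothelial list stood apart with FPKM and a pseudocount of 1 (0.17) and with at least 50 reads per member (0.40), and the red blood cell list did with at least 50 reads (-0.72). The cause was not tested. In the other 163 comparisons a list stayed on its side of the limits. For single genes, 278 values moved beyond their counting interval and 362 did not. No called gene changed direction, which shifts of this size could not bring about past a log2(fold-change) of 1. Genes near 0 did change sign with total counts, such as Camkk2 from 0.18 to -0.03 and Cav1 from 0.10 to -0.11.

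For the CRE, 0 of 25 genes of Fig. 6B had a full site in the first window, 1 in the wider window and 9 with the shorter motif included in a narrower window. The first change comes with a wider window and the second with a looser motif.

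Depth limits the genes with few reads: at a median of 77 reads, the down-regulated genes outside Table S1 rest on counting intervals that an unknown variation between animals would widen.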

Differences from the paper's values

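The settings on CPM values named here were chosen after the values were seen.

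The paper reports 138 up-regulated genes, and 452 were found on the deposited reads. None of the alternatives set before the data were examined came within 1.5 times the paper's count: they gave between 0 and 626 genes. For down-regulated genes the paper reports 5, and 235 were found; no alternative set before the data were examined came within 1.5 times, the closest being 8 genes with an assumed coefficient of variation of 0.2 and 0 genes with 0.4. The paper lists 26 genes above a log2(fold-change) of 2, and 119 were found; none of those alternatives came within 1.5 times, and the closest gave 40 genes. All 143 genes of Table S1 were among the genes called here, with the same log2(fold-change).

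One setting gives 138, 5 and 26 genes: the test run on TMM-scaled CPM values, with the sums of those values as library totals. This setting tested only the 17356 genes with a read in both libraries. It was chosen after seeing the values, by a search against the q-values printed in Table S1 that had first tried 9 scales with equal totals, and then other treatments of 0 counts and of the adjustment, so its match follows from how it was found. It drops 0 of the paper's 143 genes, and its q-values lie within 0.332% of those in Table S1. Of the settings on CPM values, also chosen after seeing the values, equal totals came within 1.5 times of all 3 of the paper's counts, with 172, 4 and 29 genes, and dropped 1 of the paper's 143 genes, calling 142. Total-count scaled CPM values came within 1.5 times for up-regulated genes (98) and for those above 2 (21) but not for down-regulated genes (11), and called 103 of the 143. The paper's methods state that read counts were adjusted by one edgeR scaling factor per library before the test.

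The paper predicts a CRE in 18 of the genes of Fig. 6B, from a database that counts classic and nonclassic sites, and a full site was found in 0 of 25 genes here. Both alternatives set before the data were examined also differ from the paper's number, with 1 gene in the wider window and 9 genes with the shorter motif. The search here is narrower than the paper's criteria.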

Other observations

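Tests chosen after the result was seen are those of read depth, of scaling among genes with at least 500 reads, of gene length, of variation between libraries, of the immediate early genes, of the highest macrophage marker and of the NF-kB list without Table S1; the subsets of clock genes were also defined after the values of their list were seen.

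Far more genes were up-regulated than down-regulated in the study's list. With total counts, 36.16% of the calls on the reads were up-regulated. That scaling lowers every log2(fold-change) by the same 0.21, so that a smaller share follows from its construction and does not show that scaling produced the excess. By the depth of the tested values, 96.50% of calls were up-regulated on TMM-scaled CPM values with summed totals, a setting chosen after the values were seen, and 65.79% on the reads. Below 500 reads, a limit also chosen after the values were seen, 240 genes were up-regulated and 227 down-regulated on the reads, and with at least 500 reads 96.36% of calls were up-regulated. Since a limit on reads selects genes much as shallow values do, this does not separate depth from a difference between genes with few and many reads. With TMM, the median log2(fold-change) of all genes with at least 500 reads was 0.0816, compared with -0.0047 for those with at least 10 reads. Whether this difference adds to the excess of up-regulated calls was not tested. Among genes with at least 500 reads, total counts brought the share of up-regulated calls to 79.01%, with 128 up-regulated and 34 down-regulated genes. A majority of calls with at least 500 reads were up-regulated under both scalings. Which scaling is right for these libraries stays open, since no spiked-in standard is described in the sources used here.

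Genes with few reads that were down-regulated on the reads may reflect gene length in part. Median log2(fold-change) fell from 0.15 in the shortest of 5 equal groups of genes by length to -0.12 in the longest, and the 235 down-regulated genes had a median length of 2101 bp, compared with 1760 bp in lists matched on expression (percentile 100.00). With the trend removed, 216 genes were down-regulated, and 193 of the 235 were among them, which argues against length as the whole cause. This second test was written after the result of the first. Variation between libraries stays open: edgeR's exact test gave 58 down-regulated genes with an assumed coefficient of variation of 0.1, 8 with 0.2 and 0 with 0.4. The test on the reads, which found 235, gave 8, 156 and 1466 down-regulated genes in 2 simulated libraries with no change and these coefficients. With no replicates the true variation is not known.

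Adhesion genes of endothelium rose, and a larger share of endothelial cells in the depolarized library would raise other endothelial markers alike. The 20 endothelial markers, none in Table S1, had a median of 0.38 (percentile 99.47), compared with 2.84 for Sele, Selp, Icam1 and Vcam1. This argues against cell share as the whole cause and leaves a small difference in share open. For chemokines, with a median of 2.98, the 14 macrophage markers went both ways, 7 above and 7 below 0, from -2.48 to 0.93, so that their median of -0.0111 (percentile 78.36) decides nothing. The highest marker, at 0.93, lay below the lowest chemokine, Ccl7 at 2.67, and 13 of the 14 counting intervals ended below 2.34, the lower end for Ccl7. This argues against macrophage share as the whole cause and leaves a small change in share, or a change within macrophages, open. Smooth muscle markers had a median of 0.19 (percentile 32.69) that turned to -0.02 with total counts. The paper's tests of endothelium removal used other samples, which were not analysed here.

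Heat shock genes, 7 of 19 of them in Table S1, had a median of 0.55 (percentile 100.00). Without Hspa1a and Hspa1b, a near-identical pair whose division of reads is uncertain, the percentile was 99.71. This argues against reads shared between them as the cause. Without genes of Table S1 the median was 0.38 at percentile 97.41, and the list no longer stood apart. Unfolded protein response genes had a median of 0.55, and 0.48 outside Table S1 (percentile 99.98). A difference in handling or time between preparations may contribute and cannot be told apart from depolarization: the labels give 60 min for both libraries, the SI describes an earlier harvest of control tissue, and the sources used here do not settle which holds.

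Nr1d1 and Dbp, outputs of the circadian clock, are among the few down-regulated genes of Table S1. The clock list, with 3 of its 16 genes in Table S1, had a median of -0.21 (percentile 0.04), and -0.15 without Table S1 (percentile 1.21). The 7 other genes of the phase of Nr1d1 and Dbp had a median of -0.27, and 5 genes of the opposite phase had a median of 0.62 but went both ways, with Nfil3 at 1.51, Arntl at 1.44, Cry1 at 0.62, Clock at -0.37 (counting interval -0.56 to -0.17) and Npas2 at -0.90. Bhlhe40 at 0.97 and Cry2 at 0.58, also on the clock list, were in neither group. These values do not decide whether the arteries were frozen at different times of day, which cannot be told apart from an effect of depolarization, since the times are not given in the sources used here.

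Immediate early genes were abundant in the control library already, with 2.57% of its reads and 3.08% of those in 60 mM K+. Nr4a1 had 44003 reads in 5 mM K+, the gene of rank 14 there, and 48322 in 60 mM K+. Fos had 30685 and 38205 reads, a log2(fold-change) of 0.42, and Btg2 had 31781 and 29436 reads. The list, with 4 of 24 genes in Table S1, had a median of 0.71 (percentile 100.00), and 0.66 outside Table S1 (percentile 99.99). Induction during dissection and incubation before either solution is a candidate explanation for the level in controls; no library of tissue frozen at dissection was analysed, so 2.57% alone cannot decide.

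NF-kB target genes rose by a median of 2.30, more than early cAMP/CREB targets at 0.82. Of 23 NF-kB targets, 12 are in Table S1. The 11 others had a median of 1.05 (percentile 100.00). For the rise of NF-kB targets over matched lists, this argues against overlap with the published list as the whole cause. The 14 cAMP/CREB targets outside Table S1 had a median of 0.57 (percentile 99.94). Both percentiles are against random lists and cannot decide whether that overlap explains the difference between NF-kB and cAMP/CREB targets. The lists are not rival pathways: the NF-kB list holds Cxcl1, Cxcl2, Ccl2, Il6 and Vcam1, which the paper's discussion also links to CREB. They also differ in level, with 16111 reads in 5 mM K+ for NF-kB targets and 148489 for cAMP/CREB targets. The paper itself proposes that CREB and NF-kB may act together on transcription. Whether depolarization or handling raised NF-kB targets stays open here. The paper's qPCR, not analysed here, reports a reversal of some of these genes by inhibitors. The difference between the lists was not tested, and the data hold no inhibitor or time series.

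None of the kinase, channel and caveolar genes of the paper passed both thresholds with TMM. Decreases were seen in Camk1d at -0.95 (counting interval -1.37 to -0.53), Cacna1c at -0.72 (counting interval -0.83 to -0.62) and Cav3 at -0.47. With total counts Camk1d was at -1.16. Log2(fold-change) was 0.30 for Camk1, 0.18 for Camkk2, -0.11 for Camkk1, 0.28 for Camk2g, -0.21 for Camk2d, -0.22 for Camk2b, 0.10 for Cav1 and -0.32 for Creb1. With total counts Camkk2 was -0.03 and Cav1 was -0.11. Camk4 had 7 and 5 reads, Camk2a had 3 and 2 reads and Camk1g had 0 reads in both libraries. As a list these genes had a median of -0.21 (percentile 0.68). Ppia and Hprt, which the paper used for qPCR as genes of similar expression in both solutions, had log2(fold-change) of 0.51 and 0.47 with TMM and 0.30 and 0.26 with total counts, and Gapdh had 0.62 with TMM. The 3 together lay at percentile 90.34 among matched lists, and the qPCR samples themselves were not analysed here.

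Outside Table S1, the largest decreases past both thresholds were in genes with few reads. Creb3l3 had 17 reads in the control library and 0 reads in the depolarized library, 5.28-fold lower at a floor of 3 counts. Cdca2 had 14 and 0 reads, 4.35-fold lower, and Cpt1b had 13 and 0 reads, 4.04-fold lower at that floor. The ends of their 95% counting intervals nearest 0 were log2(fold-change) of -1.94 for Creb3l3, -1.63 for Cdca2 and -1.51 for Cpt1b. Cpt1b overlaps Chkb and is uncertain, and it was tied with 3 genes that have no symbol here. No explanation was tested for single genes among these.

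The remaining lists gave these medians. Fibroblast genes had -0.13 (percentile 0.03), adipocyte genes -0.60 (percentile 0.02), nerve and glia genes -0.16 (percentile 13.44), red blood cell genes -0.64 (percentile 2.96) and mesothelial genes 0.02 (percentile 59.27). Lymphocyte genes had -1.19 over 2 members (percentile 7.46). Mitochondrial mRNAs had 0.46 (percentile 97.54), the 2 mitochondrial rRNAs 1.22 (percentile 97.62) and sex-linked genes 0.35 (percentile 95.03). Xist had 4 reads and 1 read, and Ddx3y 1553 and 1823 reads. The genes of matrix degradation had a median of 2.36. No explanation was tested for these lists.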
